# Transcriptomic insights into the roles of the transcription factors Clr1, Clr2 and Clr4 in lignocellulose degradation of the thermophilic fungal platform *Thermothelomyces thermophilus*

**DOI:** 10.3389/fbioe.2023.1279146

**Published:** 2023-10-06

**Authors:** Benedikt Siebecker, Tabea Schütze, Sebastian Spohner, Stefan Haefner, Vera Meyer

**Keywords:** *Thermothelomyces thermophilus*, *Myceliophthora thermophila*, cellulases, lignocellulolytic enzymes, transcription factors, transcriptomics, gene regulation, Clr

## Abstract

**Introduction:** *Thermothelomyces thermophilus*, formerly known as *Myceliophthora thermophila*, is used in industry to produce lignocellulolytic enzymes and heterologous proteins. However, the transcriptional network driving the expression of these proteins remains elusive. As a first step to systematically uncover this network, we investigated growth, protein secretion, and transcriptomic fingerprints of strains deficient in the cellulolytic transcriptional regulators Clr1, Clr2, and Clr4, respectively.

**Methods:** The genes encoding Clr1, Clr2, and Clr4 were individually deleted using split marker or the CRISPR/Cas12a technology and the resulting strains as well as the parental strain were cultivated in bioreactors under chemostat conditions using glucose as the carbon source. During steady state conditions, cellulose was added instead of glucose to study the genetic and cellular responses in all four strains to the shift in carbon source availability.

**Results:** Notably, the *clr1* and *clr2* deletion strains were unable to continue to grow on cellulose, demonstrating a key role of both regulators in cellulose catabolism. Their transcriptomic fingerprints uncovered not only a lack of cellulase gene expression but also reduced expression of genes predicted to encode hemicellulases, pectinases, and esterases. In contrast, the growth of the *clr4* deletion strain was very similar compared to the parental strain. However, a much stronger expression of cellulases, hemicellulases, pectinases, and esterases was observed.

**Discussion:** The data gained in this study suggest that both transcriptional regulators Clr1 and Clr2 activate the expression of genes predicted to encode cellulases as well as hemicellulases, pectinases, and esterases. They further suggest that Clr1 controls the basal expression of cellulases and initiates the main lignocellulolytic response to cellulose via induction of *clr2* expression. In contrast, Clr4 seems to act as a repressor of the lignocellulolytic response presumably via controlling *clr2* expression. Comparative transcriptomics in all four strains revealed potentially new regulators in carbohydrate catabolism and lignocellulolytic enzyme expression that define a candidate gene list for future analyses.

## Introduction

Plant biomass, which consists of cellulose (38%–50%), hemicellulose (23%–32%), lignin (12%–25%), and pectin (usually very low percentages), is the most abundant carbon source on Earth and so far the only viable alternative to fossil resources for the production of biofuels and platform chemicals (Cherubini, 2010; Ponnusamy et al., 2018). However, high costs for the pre-treatment and the enzymatic hydrolysis steps, especially high costs for the isolation and purification of the required enzymes, limit commercialization of biochemical lignocellulosic biorefineries (Wertz and Bédué, 2013; Konwar et al., 2018). Filamentous fungi naturally secrete a huge variety of enzymes required for plant biomass degradation, called “CAZYs (Carbohydrate-Active enZYmes)” due to their heterotrophic lifestyle (Lange, 2017; Meyer et al., 2020). Therefore, research on fungal platform strains aims to identify and optimize highly efficient natural enzyme producer strains and to understand CAZY expression in order to tailor and boost the expression of lignocellulolytic enzymes in these hosts.

One of the fungal platform strains of high interest is *Thermothelomyces thermophilus* (formerly known as *Myceliophthora thermophila*), a highly efficient natural secretor of cellulases and hemicellulases. In industry, hypersecreting *T. thermophilus* strains were developed that produce 100–120 g/L of cellulases (Visser et al., 2011; Huuskonen, 2020). The fact that this fungus is a thermophilic fungus is of further interest for lignocellulosic degradation processes, since the secreted enzymes are thermostable (up to 85°C–90 °C) and allow for high process temperatures, which in turn reduce viscosity and thus increase the solubility of lignocellulosic biomass (Viikari et al., 2007; Blumer-Schuette et al., 2014; Berezina et al., 2017; Meyer et al., 2020). Besides cellulase hypersecreting strains, strains with low cellulase expression were also successfully developed in industry with the aim to reduce the natural secretion and therefore allowing for a higher yield, purity, and activity of specific homologous or heterologous proteins (Visser et al., 2011; Haefner et al., 2017b; Haefner et al., 2017a).

It is generally thought that the expression of fungal lignocellulolytic enzymes is mainly regulated at the transcriptional level. Two of the most important activators that are also conserved amongst many filamentous fungi are Clr1 and Clr2 (according to the gene nomenclature in *N. crassa* and *Trichoderma reesei*) or ClrA and ClrB, respectively (according to the gene nomenclature in *Aspergillus* and *Penicillium* species) (Benocci et al., 2017). The regulator Clr1/A occupies a central position and directly regulates genes that are necessary for the hydrolysis of cellulose as well as for the import of soluble degradation products in many filamentous fungi. In *Neurospora crassa* and *Aspergillus nidulans*, Clr1/A is involved in cellulose sensing, as the presence of cellulose or its degradation products (e.g., cellobiose) activate Clr1/A (Coradetti et al., 2012; Coradetti et al., 2013; Craig et al., 2015). Clr2/B regulates genes that are essential for cellulose degradation in *A. nidulans*, *N. crassa*, *Aspergillus niger*, *Aspergillus oryzae* and *Penicillium oxalicum* (Coradetti et al., 2013; Ogawa et al., 2013; Yao et al., 2015; Raulo et al., 2016). To date, *N. crassa* is the sole fungus in which it has been shown that *Clr2* expression is controlled via Clr1, and that both jointly regulate the expression of other transcription factors important for plant biomass degradation such as Col26, Xlr1, and Vib1 (Craig et al., 2015)*.* More recently, Clr4 was identified as another regulator in the Clr family, which was found to activate (hemi)cellulase expression and the expression of other regulators such as Clr1, Clr2 and Xyr1 in *N. crassa* and *T. thermophilus* (Liu et al., 2019).

In the present study, we therefore aimed to lay the groundwork for a systematic understanding of the role of Clr1, Clr2, and Clr4 in the thermophilic platform strain *T. thermophilus*. All studies in literature on lignocellulolytic enzyme expression in *T. thermophilus* rely on data obtained from shake flask experiments, experiments which do not reflect industrial cultivation conditions and are more prone to variation due to less control of variables such as oxygen and pH. We therefore established in this work chemostat cultivation conditions for *T. thermophilus* which allowed us to study growth and physiology of this fungus under non-inducing (glucose as carbon source) and inducing (cellulose as carbon source) conditions in a highly reproducible manner. We furthermore investigated the physiological, transcriptomic and secretion responses of *T. thermophilus* under chemostat conditions using engineered strains carrying deletions for the genes *clr1*, *clr2* or *clr4*.

## Materials and methods

### Strains, media, and growth conditions

To obtain conidia, all *T. thermophilus* strains used in this study (Table 1) were grown at 37 °C on complete medium (CM) (Arentshorst et al., 2012) for 3 days.

**TABLE 1:** Strains used in this study.

Strain	Relevant genotype	References
MJK20.3	Δ*ku80*	Kwon et al. (2019)
BS6.4	Δ*ku80*, Δ*clr2*	This study
BS7.8	Δ*ku80*, Δ*clr1*	This study
JK2.8	Δ*ku80*, Δ*clr4*	This study

For the growth assay, minimal medium (MM) (Arentshorst et al., 2012) with bromophenolblue as a pH indicator was used. For mono- and disaccharides a final concentration of 25 mM and for polysaccharides a final concentration of 1% in the medium were used. Mono- and disaccharides were sterile filtrated and added to the medium after autoclaving. Galacturonic acid, polygalacturonic acid, and pectin were added prior to autoclaving and the pH was adjusted to ∼ pH 5.5. Cellulose and xylan were added to the medium before autoclaving without adjusting the pH value. 1,000 spores (in 10 μL) of each strain were spotted on MM agar and incubated at 37 °C for 4 days.

All bacterial plasmids were propagated in *Escherichia coli* TOP10 (Invitrogen) using 100 μg/mL ampicillin or 50 μg/mL kanamycin for selection.

### Bioreactor cultivation and analysis

For bioreactor cultivation New Brunswick BioFlo310 bioreactors (Eppendorf) were used. Prior to this, a protocol for a stable bioreactor cultivation had to be established. During this process, several hurdles had to be overcome (data not shown). In brief, too high a concentration of calcium chloride (2.7 mM CaCl_2_x2H_2_O) and too low a temperature (37 °C) were causing (independently from each other) a sporulation in batch phase when less than 10% of the supplied glucose were consumed. After adjusting the calcium chloride concentration to 0.27 mM CaCl_2_x2H_2_O and the cultivation temperature to 45°C, a stable batch cultivation without premature sporulation was possible and the chemostat cultivations were started. For this purpose, 1*10^9^ spores/L were inoculated in bioreactor medium containing 76 mM (NH_4_)_2_SO_4_, 2 mM MgSO_4_x7H_2_O, 12 mM KH_2_PO_4_, 7.5 mM KCl, 0.27 mM CaCl_2_x2H_2_O, 0.025 mM biotin, 55.5 mM glucose and trace elements (134 µM EDTA disodium salt dihydrate, 70 µM ZnSO_4_x7H_2_O, 162 µM H_3_BO_3_, 23 µM MnSO_4_xH_2_O, 16.4 µM FeSO_4_x7H_2_O, 6.5 µM CoCl_2_x6H_2_O, 5.8 µM CuSO_4_x5H_2_O, 5.7 µM Na_2_MoO_4_x2H_2_O; pH adjusted to 6 using 1 M NaOH). CaCl_2_x2H_2_O, glucose and trace elements were autoclaved separately and added to the medium after autoclaving. Biotin was sterile filtrated and added to the medium after autoclaving. Prior to autoclaving pH was set to 6.7 using 10 M NaOH. Prior to inoculation, the temperature was set to 45°C, pH value to 6.7 (if necessary), stirring to 100 rpm, and aeration to 0.01 slpm (after reaching 100% DOT). pH regulation was achieved via 25% ammonia solution and 20% phosphoric acid. After inoculation, a time-based profile for aeration and stirring was started. Aeration and stirring were constantly increased within 10 h to 1 slpm and 750 rpm, respectively. At the end of the exponential phase when glucose concentration was close to 0–1 g/L (∼13 g base addition) chemostat cultivation was started by addition of medium at a dilution rate of 0.1 1/h and maintaining culture broth weight at 5 kg. To prevent foaming, PPG 2000 was added with a rate of 20 mg/h during chemostat cultivation. In steady state, the carbon source was changed to cellulose (autoclaved separately) by removing 500 g culture broth and subsequently adding 450 g bioreactor medium (without glucose) and 50 g microcrystalline cellulose resulting in 5 kg total weight of the culture broth. Cultivation was continued as a batch cultivation. Offgas values (O_2_ consumed, CO_2_ produced), temperature, pH, dissolved oxygen (DO), weight, and base addition were monitored during cultivation. Samples for biomass, protein and glucose determination, RNA extraction, and microscopy were taken before and after (0.5 h, 1 h, 2 h, 4 h) the addition of the medium containing cellulose. Every sample taken was split into different aliquots according to the planned analysis. For microscopy, a small amount of the culture broth was transferred to a reaction tube. The biomass sample was gained by filtrating the culture broth sample via vacuum filtration, collecting mycelium on a filter to obtain dry biomass weight. The supernatant of that sample was used for protein and glucose determination. Samples for RNA isolation were taken as described for the biomass sample, but the filter carrying the mycelium was immediately frozen in liquid nitrogen.

### Molecular biology methods

Most molecular techniques were performed according to standard procedures described in (Green and Sambrook, 2012) if not mentioned separately. Transformation of *T. thermophilus* and isolation of genomic DNA were performed as described in (Arentshorst et al., 2012) with exceptions described in (Kwon et al., 2019). Primers and plasmids used in this study are summarized in Supplementary Material S11 and Supplementary Material S12. All Plasmids were obtained by BASF SE except plasmid pBS1.13 for the deletion of *clr4*. This plasmid was generated via circular polymerase extension cloning (CPEC) (Quan and Tian, 2011) using the primers listed in Supplementary Material S11 to generate the different fragments (see Supplementary Material S1) used for CPEC. The structure and content of each deletion cassette was similar for all plasmids except the respective 5′and 3′flanks for homologous recombination.

The progenitor strains of all other mentioned strains were MJK20.2 (Kwon et al., 2019) or MJK20.3 (both Δ*ku80*). MJK20.3 was generated by sub cultivating and re-analyzing MJK20.2 since wildtype contamination was detected in MJK20.2 (due to sensitivity, only detectable with diagnostic PCR not via Southern analysis, data not shown).

The regulator deletion mutants were generated by deleting the respective genes (*clr1*: MYCTH_2298863, *clr2*: MYCTH_38704, and *clr4*: MYCTH_2296492) in MJK20.2 or MJK20.3. Strain BS5.14 (Δ*ku80*, *clr2*:DR-P*AngpdA*–An*amdS*-TAn*amdS*-DR) was generated via transforming 3 µg of each PCR-amplified split marker fragment (see Supplementary Material S11 and Supplementary Material S12 for plasmids and primers used) containing an *amdS* marker and approximately 1 kb flanks each for homologous recombination. The 3′split marker fragment contained a second 5′flank for *amdS* marker removal. Strains BS7.8 (Δ*ku80*, Δ*clr1*) and JK1.8 (Δ*ku80*, *clr4*:DR-P*AngpdA*–An*amdS*-TAn*amdS*-DR) were generated via an RNP based genome editing approach using Cas12a (Kwon et al., 2019) (see Supplementary Material S11 and Supplementary Material S12 for plasmid and primers used). For BS7.8 3 µg of each split marker fragment and for JK1.8 3 µg of the whole plasmid carrying the deletion cassette was used instead of two split marker fragments.

After transformation, the resulting strains BS5.14 and JK1.8 were sub-cultivated on fluoroacetamide (FAA) medium plates according to (Arentshorst et al., 2012) to obtain marker free strains resulting in strains BS6.4 (Δ*ku80*, Δ*clr2*) and JK2.8 (Δ*ku80*, Δ*clr4*). For BS7.8 counterselection on FAA medium was not necessary because sub cultivation already allowed for *amdS* marker removal.

Strains were analyzed via diagnostic PCR and Southern blot analysis to verify the correct integration, the absence of wildtype contamination, and removal of the marker gene. The results of the Southern blot analysis of the marker recycled strains are shown in Supplementary Material S1.

### Biochemical methods

Protein concentration was determined via Bio-Rad Protein Assay Kit II (Bio-Rad) according to the manufacturer’s instructions. Absorbance was measured at 595 nm and bovine serum albumin was used as a reference.

SDS PAGEs were performed using a 12.5% resolving gel and a 5% stacking gel. Samples were prepared via using a defined volume (20 μL) or a defined amount (2 μg) of protein. This was achieved by either freeze drying the respective volume or the respective amount (based on the results of the protein concentration determination) of the sample and adding 10 μL of H_2_O MQ.

Glucose concentration was determined using the Glucose Fluid GOD-PAP Kit (Mti Diagnostics) according to the manufacturer’s instructions with 10 µL sample and 100 µL reagent volume. Absorbance was measured at 505 nm.

### RNA isolation, purification, sequencing, and analysis

RNA was isolated with the Trizol reagent (Invitrogen) using frozen ground mycelium according to the manufacturer’s instructions.

Samples were purified using the innuPREP RNA Mini Kit 2.0 (Analytik Jena) according to the manufacturer’s instructions. Possible remaining DNA was removed via DNA-free™ DNA Removal Kit (Invitrogen) according to the manufacturer’s instructions. After purification and DNAse treatment, samples were ready for RNA sequencing.

RNA was sequenced at Microsynth AG (Balgach) for strains MJK20.3 and BS6.4 and at GenomeScan (Leiden) for strains BS7.8 and JK2.8 using an Illumina platform with 150 bp reads paired end, polyA enrichment, and >5 million reads per sample. A quality check of the RNA samples prior to sequencing was included according to the guidelines of the company. Prior to RNA sequencing at GenomeScan (Leiden), no purification and DNAse treatment was performed.

Obtained read data were first quality controlled via FastQC (Andrews, 2010) and if necessary, trimmed with BBTools (Bushnell, 2014). STAR (Dobin et al., 2013) was used for mapping the reads to the *T. thermophilus* ATCC 42464 genome (assembly ASM22609v1, downloaded from NCBI (https://www.ncbi.nlm.nih.gov/)). Data normalization and differential gene expression analysis was performed with DEseq2 (Love et al., 2014). Differential gene expression was evaluated with Wald test and Benjamini and Hochberg False Discovery Rate (FDR) with a threshold of 0.05 (Benjamini and Hochberg, 1995). Enrichment analyses were performed with DAVID (Huang et al., 2009b; 2009a) using standard settings and a *p*-value cutoff of 0.05. Gene annotations were obtained combining information from DAVID (see above), NCBI (see above), JGI (https://jgi.doe.gov/), the CAZY database (http://www.cazy.org/) and publications (Berka et al., 2011; Karnaouri et al., 2014). Venn analysis was done with the help of http://bioinformatics.psb.ugent.be/webtools/Venn/. Packages used for analysis, creating plots, and diagrams in R via RStudio (https://rstudio.com/) are “complexheatmap”, “circlize”, “devtools”, “rafalib”, “rsamtools”, “BiocParallel”, “DESeq2”, “GenomicFeatures”, “GenomicAlignments”, “ggplot2”, “pheatmap”, “RColorBrewer”, and “gplot”. RNA Seq. raw and processed data have been deposited at the GEO database (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE183387. Supplementary Material S13 includes the raw and normalized read counts.

For quantitative polymerase chain reaction (qPCR), purified and DNAse treated RNA was transcribed into cDNA (RevertAid H Minus First Strand cDNA Synthesis Kit; Thermo Fischer Scientific). The qPCR reaction was performed using the Biozym Blue S´Green qPCR Kit (Biozym) according to the manufacturer’s instructions. No template controls (NTC) and no reverse transcriptase controls (NRT) were included. The primers used for the reaction are listed in Supplementary Material S11. The results are shown in Supplementary Material S4.

## Results

### Generation of *clr1*, *clr2,* and *clr4* deletion strains

The general deletion strategy in *T. thermophilus* was based on a split marker approach using the removable *amdS* as selection marker (Kelly and Hynes, 1985; Nielsen et al., 2006) as well as the CRISPR/Cas12a technology established in our lab (Kwon et al., 2019) (for details see Supplementary Material S1 and Materials and Methods). Strain MJK20.3, which is deleted for the *ku80* gene that encodes a component of the non-homologous end joining machinery (Critchlow and Jackson, 1998) and thus allows highly efficient targeted homologous recombination frequencies (Kwon et al., 2019), was used as parental strain. In this strain, the genes encoding the transcription factors Clr1, Clr2, or Clr4 were individually deleted using the *amdS* marker. The genotypes were verified after marker removal via diagnostic PCR (data not shown) and Southern analysis (Supplementary Material S1). The resulting strains were named BS7.8 (*Δclr1*), BS6.4 (*Δclr2*), and JK2.8 (*Δclr4*) (Table 1).

To test whether the different regulators are important for *T. thermophilus* to feed on monomeric and polymeric carbon sources derived from plant biomass, a growth assay was conducted with the parental and the deletion strains. As depicted in Figure 1, all strains were able to grow on the 16 different carbon sources tested. However, BS6.4 (*Δclr2*) displayed reduced growth on cellulose and pectin and BS7.8 (*Δclr1*) on cellulose and cellobiose, respectively. Notably, *T. thermophilus* prefers glucose, cellobiose, xylan, mannose, starch, and cellulose over the other carbon sources tested.

**FIGURE 1:**
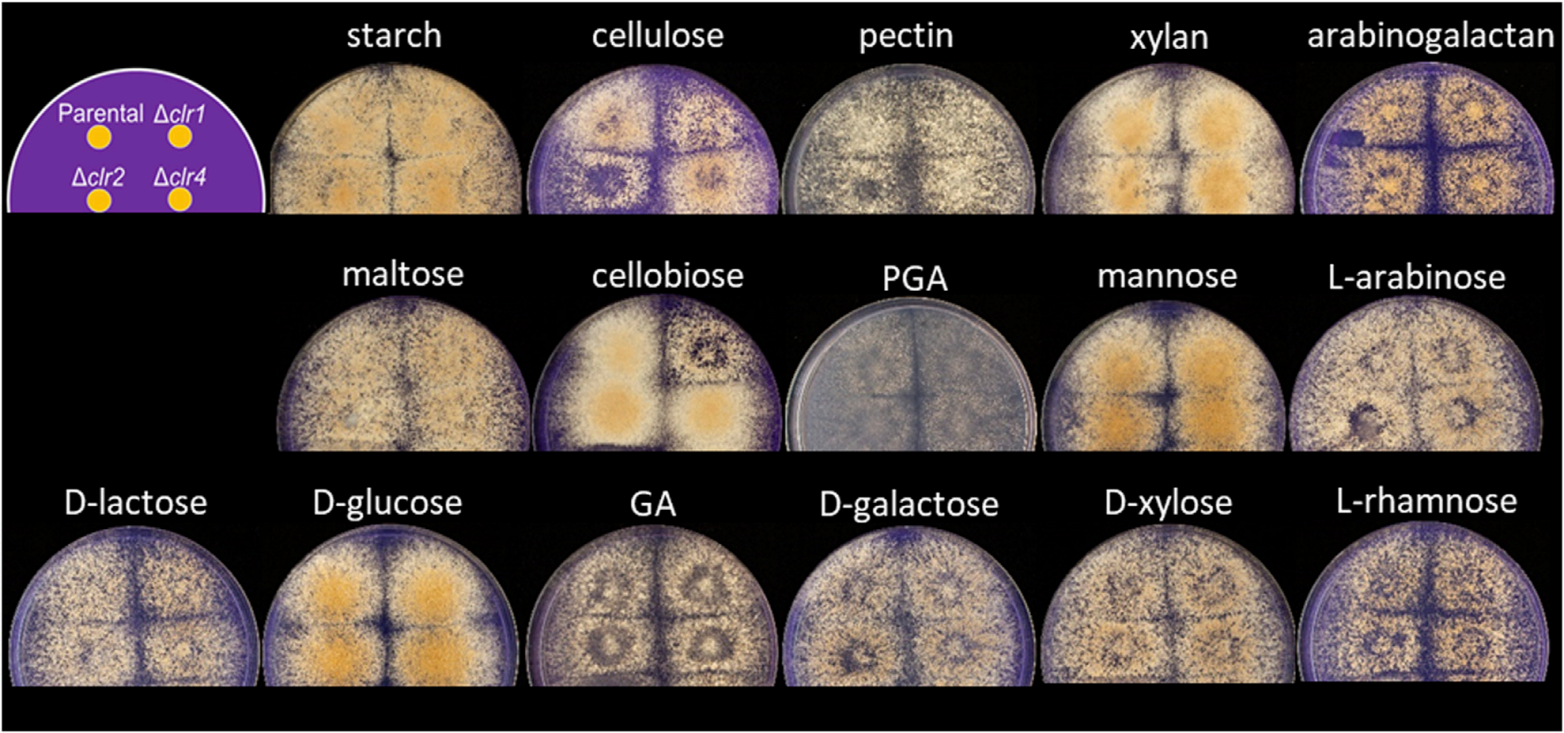
Carbon-source dependent growth of *T. thermophilus* strains deleted for *clr1*, *clr2* or *clr4*, respectively. Minimal medium agar plates were inoculated with 1,000 spores for the strains MJK20.3, BS7.8 (*Δclr1*), BS6.4 (*Δclr2*) or JK2.8 (*Δclr4*) according to the scheme shown in the upper left. Pictures were taken after 4 days of cultivation at 37 °C. GA = galacturonic acid, PGA = polygalacturonic acid.

### Physiology of *T. thermophilus* strains during glucose-limited chemostat cultivations

The parental reference strain MJK20.3 was used to establish a glucose-limited chemostat cultivation protocol. During the late exponential growth phase, when the biomass reached 5 g_DCW_/kg, the cultivation process was switched to the chemostat mode with a dilution rate D = 0.1 h^−1^. Importantly, this switch to glucose-limited feeding provoked a brief sporulation period for about 10 h, after which *T. thermophilus* slowly resumed filamentous growth which was stable until the end of the chemostat runs (Figure 2 A-C; Table 2). Steady state conditions, where biomass, base addition, and off-gas values (CO_2_ produced, O_2_ consumed) were constant for at least 5 residence times, were achieved after about 12–17 residence times. Therefore, strain MJK20.3 and the engineered deletion strains for *clr1*, *clr2*, and *clr4*, respectively, were run in duplicate glucose-limited chemostat cultures for approximately 210 h, after which cellulose was added to the bioreactor medium instead of glucose and the cultivation program switched to a batch mode (for details see Materials and Methods). The reference strain as well as strain JK2.8 (Δ*clr4*) were able to feed on the newly added cellulose and thus started a new exponential growth phase (Figure 2 A-C and Supplementary Material S2; Figures 1A–C), whereas the strains deleted for *clr1* and *clr2*, respectively, were unable to consume cellulose and thus stopped growing (Figure 3 A-C and Supplementary Material S2; Figures 2A–C). Color development of the fermentation broth was comparable between all cultivated strains (Figures 2, 3 D). The maximum growth rates for all strains were very similar, as well as their biomass in steady state (Table 2). Protein secretion as well as specific production rate of extracellular protein in steady state differed especially between JK2.8 (Δ*clr4*) and the other strains (Table 2). Hyphal diameters in exponential state as well as in steady state were very similar between the four strains (Table 2). Nevertheless, notably smaller hyphal diameters could be detected during steady state conditions when compared to the respective diameters in exponential state (Table 2).

**FIGURE 2:**
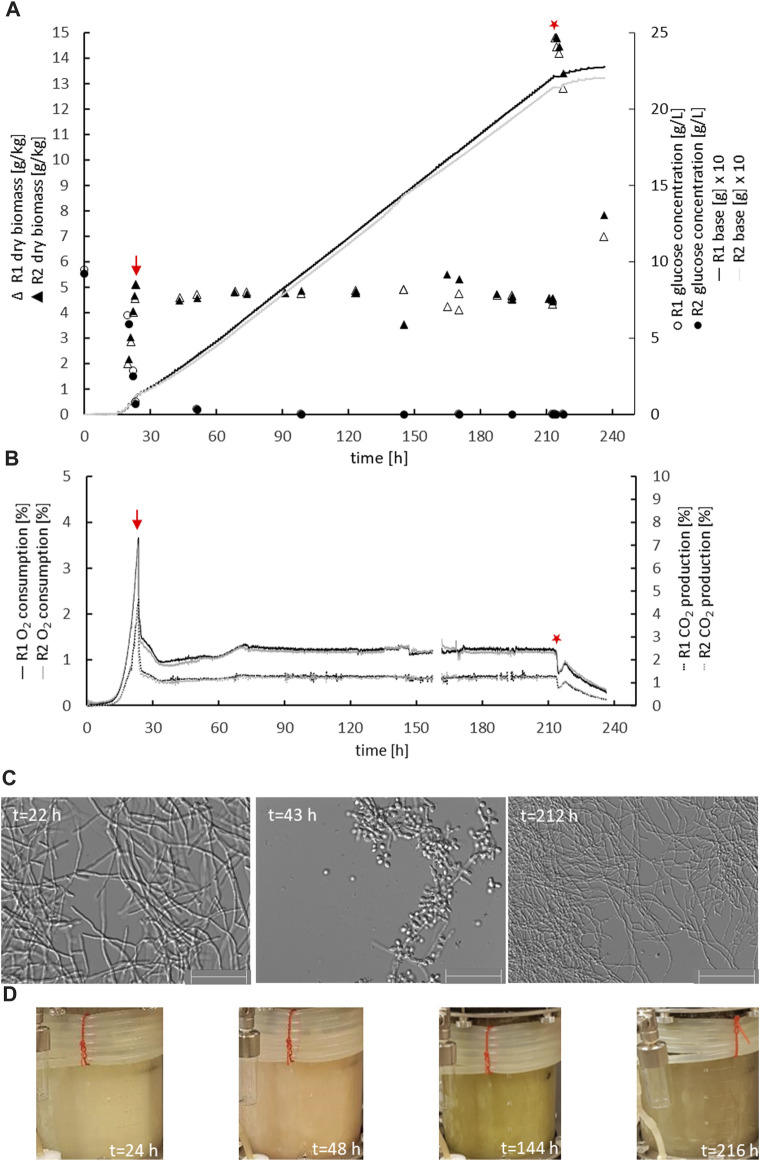
Physiology of the parental strain during chemostat bioreactor cultivation. Biomass accumulation, glucose concentration, base addition **(A)**, oxygen consumption, carbon dioxide production **(B)**, mycelial morphology **(C)**, and colour of the culture broth **(D)** are given for duplicate cultures of strain MJK20.3 (R1, R2). The chemostat cultivation mode was started at the end of the batch phase, indicated with a red arrow. After steady state conditions were reached, 1% cellulose was spiked instead of glucose (red star) and chemostat cultivation was switched to a batch cultivation mode. Note that the addition of cellulose caused an immediate increase in culture dry weight of 10 g/kg and a short-term drop in off gas values. After this, base addition automatically continued, off gas values raised again and biomass decreased, which demonstrated the ability of the control strain to use cellulose as a carbon source. The colour of the culture broth shifted from white-greyish (exponential growth) over pinkish (sporulation after starting chemostat initiation) to brown-greyish (during steady state condition). Scale bar = 50 µm.

**TABLE 2:** Physiological data for the strains MJK20.3, BS7.8 (*Δclr1*), BS6.4 (*Δclr2*) and JK2.8 (*Δclr4*) during bioreactor cultivation. Standard deviations (±) are given for mean values of duplicate independent results. µ_exponential state_: maximum growth rate in exponential state; C_biomass_: biomass concentration in steady state as dry cell weight (DCW); C_protein_: protein concentration in steady state; q_protein_: specific production rate of extracellular protein in steady state. Hyphal diameters in exponential state and steady state were measured from at least 50 individual hyphae.

	Parental	Δ*clr1*		Δ*clr2*		Δ*clr4*
**µ**_**exponential state**_ **(h** ^**-1**^ **)**	0.27 ± 0.01	0.29 ± 0.01		0.29 ± 0.01		0.27 ± 0.00
**C**_**biomass**_ (**g**_**DCW**_ **/kg)**	4.53 ± 0.03	4.58 ± 0.18		4.55 ± 0.03		4.61 ± 0.12
**C**_**protein**_ **(µg/µL)**	89.92 ± 5.89	73.65 ± 3.61		65.08 ± 8.49		58.23 ± 2.51
**q**_**protein**_ (**C**_**protein**_ **/C**_**biomass**_)	19.84 ± 1.30	16.07 ± 0.79		14.30 ± 1.86		12.64 ± 0.54
**hyphal diameter**_**exponential state**_ **(µm)**	2.66 ± 0.33	2.89 ± 0.33		2.53 ± 0.25		2.94 ± 0.32
**hyphal diameter**_**steady state**_ **(µm)**	1.51 ± 0.21	1.54 ± 0.22		1.24 ± 0.17		1.63 ± 0.21

**FIGURE 3:**
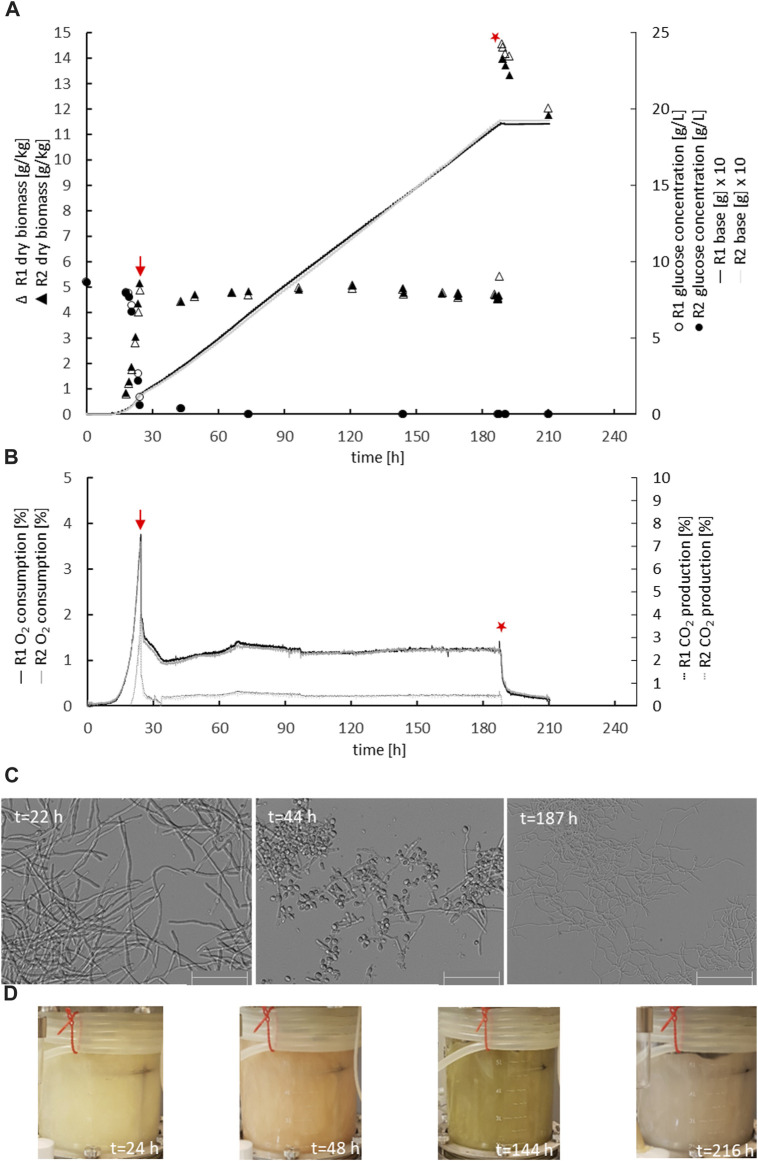
Physiology of the *clr2* deletion strain during chemostat bioreactor cultivation. Strain BS6.4 was cultivated and analysed as described in Figure legend 2. Biomass accumulation, glucose concentration, base addition **(A)**, oxygen consumption, carbon dioxide production **(B)**, mycelial morphology **(C)**, and colour of the culture broth **(D)** are given for duplicate cultures of strain BS6.4 (R1, R2). Scale bar = 50 µm.

To investigate a potential impact of cellulose feeding on protein secretion in the 4 *T. thermophilus* strains, proteins were isolated from the culture supernatants of all strains during steady state conditions as well as 30 min, 1 h, 2 h, and 4 h after the cellulose spike. An increase of approximately 200 mg/L (5 fold vs steady state) and 100 mg/L (3 fold vs steady state) secreted protein was detected for the parental and the *Δclr4* strain, respectively (Figure 4), suggesting that the transcription factor Clr4 is important to fully induce protein secretion in response to ambient cellulose. Notably, an altered protein secretion profile became visible especially 4 h after the cellulose spike in the parental and the *Δclr4* strain (Supplementary Material S3). The *clr1* and *clr2* deletion strains did not show any change in their secreted protein titres when confronted with cellulose (Figure 4), demonstrating that both strains - in contrast to the strain deleted for *clr4* - were not able to adapt to the new polymeric carbon source and suggesting that the transcription factors Clr1 and Clr2 are key for the adaptational response to cellulose.

**FIGURE 4:**
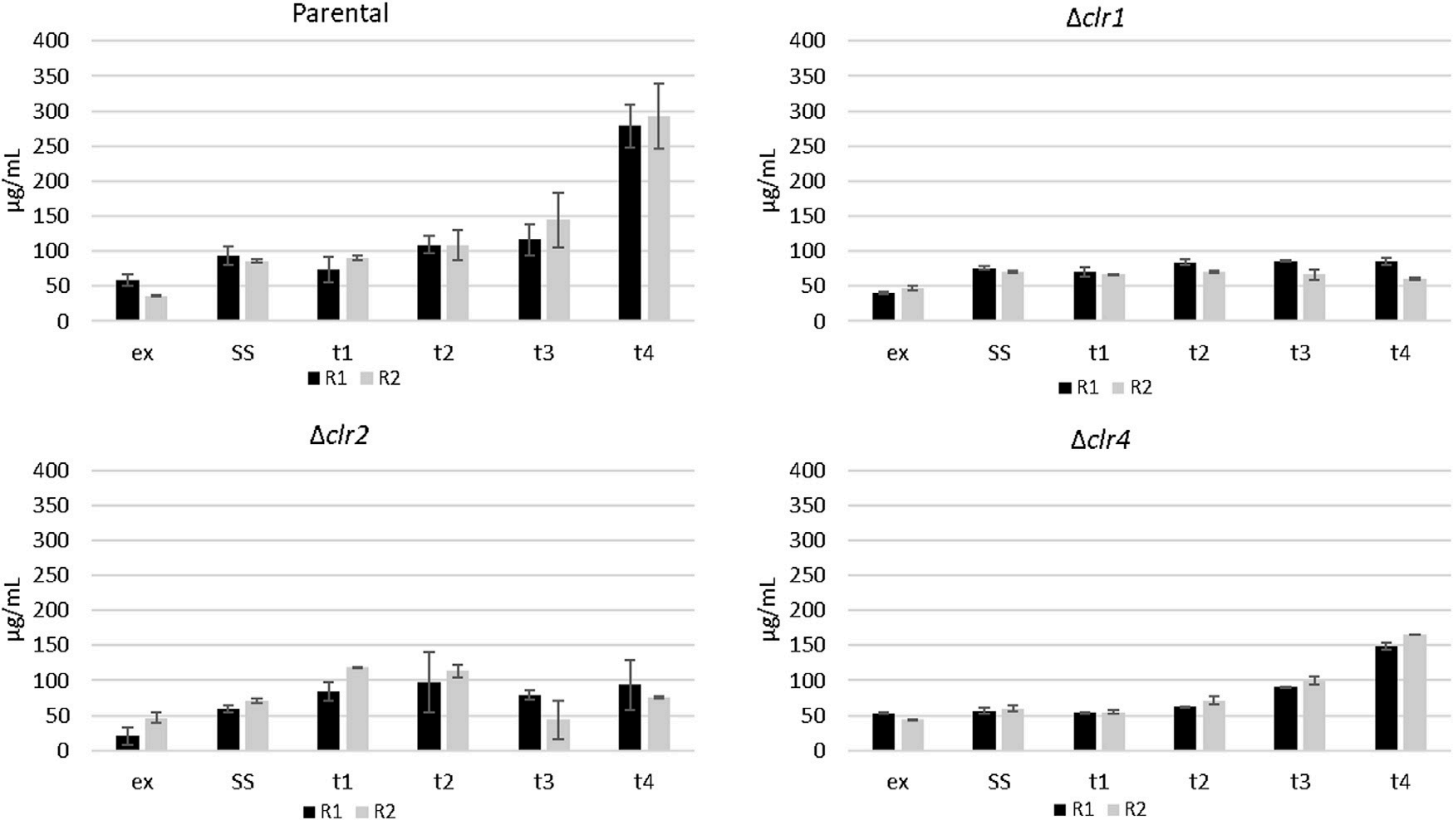
Protein secretion in *T. thermophilus* strains deleted for *clr1*, *clr2* or *clr4* in response to cellulose. The amount of protein in the culture supernatants of the samples taken in exponential state (ex), steady state (SS), as well as 0.5 h (t1), 1 h (t2), 2 h (t3), and 4 h after spiking cellulose (t4) for the two replicates (R1, R2) was determined via Bradford assay. The error bar represents the standard deviation of the mean value, deriving from three technical replicates for each biological duplicate sample.

### Global transcriptomic responses of *T. thermophilus* to cellulose adaptation

RNA-sequencing (RNA-Seq.) analysis using samples extracted from duplicate chemostat cultures corresponding to steady state conditions and 30 min, 1 h, 2h, and 4 h, respectively, after the cellulose spike was performed for all three deletion strains and the parental strain. 

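RNA carrying poly(A) tails was sequenced from the parental strain MJK20.3 and from the strains BS7.8 (*Δclr1*), BS6.4 (*Δclr2*) and JK2.8 (*Δclr4*). Each strain was grown in 2 separate bioreactor cultures. Every culture was sampled in 6 states, namely in exponential batch growth on glucose (ex), at steady state of the glucose-limited chemostat (SS), and 0.5, 1, 2 and 4 h after the cellulose spike (t1 to t4). This makes 48 libraries in 24 groups of 2 biological replicates. GEO lists 49 samples because the library of *Δclr4* replicate 2 at t4 was run on 2 flow cells, and it was counted once. Reads counted on genes were 3440862 to 6404961 per library in the parental strain (median 4707238, 12 libraries), 6128696 to 16755931 in *Δclr1* (median 10554837), 2567179 to 7182468 in *Δclr2* (median 5133051) and 7534029 to 22212257 in *Δclr4* (median 14087979). RNA of the parental strain and of *Δclr2* was purified, treated with DNase and sequenced at Microsynth. RNA of *Δclr1* and *Δclr4* was sequenced at GenomeScan without these steps, so the sequencing centre cannot be separated from the strain when expression levels are compared across this split. A factor of a gene that is constant within a centre cancels when responses to cellulose are compared. The authors trimmed reads where needed, mapped them with STAR to the reference genome of the species and tested the counts with the Wald test of DESeq2. Here, the deposited raw counts of 9292 genes were normalized by the TMM method, and 8565 genes passed edgeR's filter on low counts. A single quasi-likelihood model of edgeR with 24 groups gave log2 fold changes, standard errors and Benjamini-Hochberg adjusted p-values, and a gene was called at an adjusted p under 0.05 with no limit on the fold change. Levels are TMM-normalized CPM, given as the mean ± SD of 2 cultures. With 2 replicates per group, the estimate of spread is shared by all groups, and leaving out a library leaves a lone replicate that is assumed to vary like the others. Lists of CAZY genes, transcription factor genes and GO terms were taken from the paper's supplements, and the list test was camera with a preset correlation of 0.01 between genes. These lists, the contrasts and the rule for named genes were set before the data were examined.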

All 40 samples were normalized to allow for direct comparison and used for differential gene expression analyses using moderated t-statistics with a false discovery rate (FDR) < 0.05 (see Methods). 

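At steady state, the transcript of MYCTH_75490, a trehalase that hydrolyses the storage sugar trehalose, stood at 3730 ± 181 CPM in the parental strain (SD, n = 2), 4690 ± 63.7 in *Δclr1*, 4570 ± 34.7 in *Δclr2* and 4780 ± 235 in *Δclr4*. Between *Δclr2* and the parental strain, which share a sequencing centre, 3 genes were higher and 5 lower at steady state in edgeR, and DESeq2 called 23 genes. Besides *clr2* itself, they included the mannanase MYCTH_84297, which degrades mannan, at 0.35 ± 0.0037 against 9.53 ± 5.15 CPM, a log2 fold change of -4.68 (standard error 0.75, adjusted p = 0.0029). This call was lost without parental replicate 2 (-4.02) or *Δclr2* replicate 1 (-4.67) at steady state or without all libraries of *Δclr2* culture 2 (-4.72). These 8 calls fell to 4, 1, 0 and 3 without parental replicate 1, parental replicate 2, *Δclr2* replicate 1 and *Δclr2* replicate 2 at steady state, respectively. Between *Δclr1* and *Δclr4*, which share the other centre, 10 genes were higher and 23 lower, and leaving out single steady state libraries gave 4 (*Δclr1* replicate 1), 63 (*Δclr1* replicate 2), 9 (*Δclr4* replicate 1) and 82 (*Δclr4* replicate 2) calls. Across the centres, 4399 genes differed between *Δclr1* and the parental strain and 4469 between *Δclr4* and the parental strain. In a principal component analysis of the 500 most variable genes, the steady state groups lay at 17.4 to 18.6 on PC1 and at 8.43 to 14.9 on PC2. Their mean distance on these components was 3.78, against 2.97 between replicates of a group and 65.3 between steady state and exponential state.

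**Figure D1:**
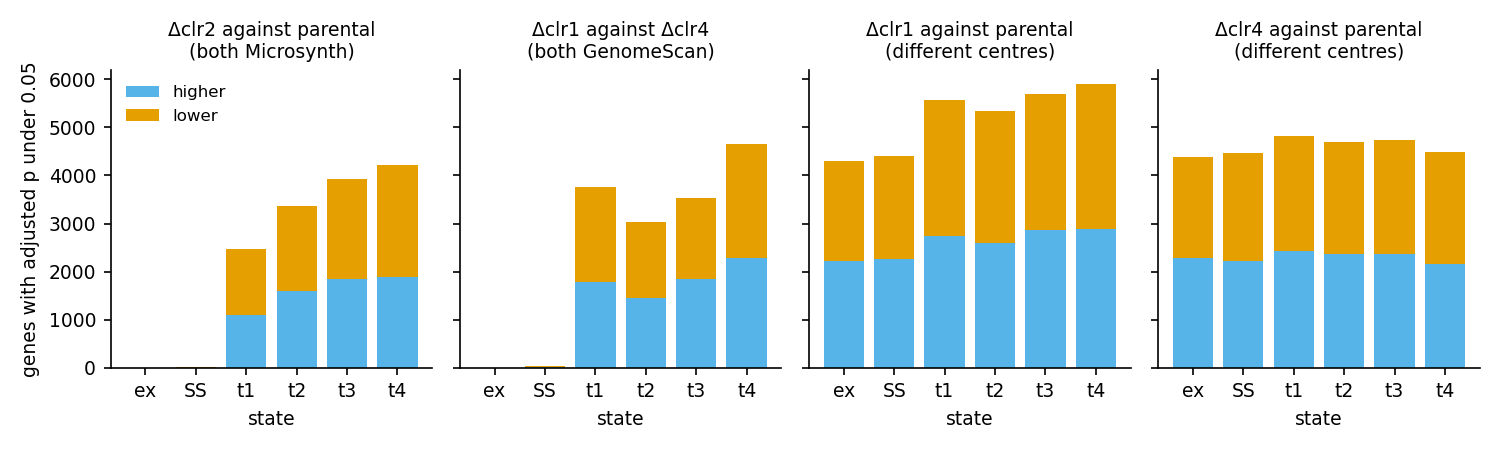
Number of genes with an adjusted p under 0.05 in edgeR (vertical axis) that were higher (blue) or lower (orange) in the strain named first, per state (horizontal axis), for 4 pairs of strains. The bars of the pairs from a common centre are near 0 at ex and SS and rise after the cellulose spike, to 4218 genes at t4 for *Δclr2* against the parental strain, and the bars of the pairs from different centres are between 4299 and 5891 genes high in every state.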

Principal component analysis (PCA) demonstrated that steady state samples from all strains clustered together. As expected, cellulose samples from the parental and *Δclr4* strain clustered together, as did cellulose samples for the *Δ clr1* and *Δ clr2* strains (Supplementary Material S4). 

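After the cellulose spike, the parental strain and *Δclr4* moved to negative values of PC1, from -31.8 to -45.7 and from -36.7 to -48.7 over the group means of t1 to t4, and to negative values of PC2. *Δclr1* moved to PC1 values of 4.37 to 7.41 and *Δclr2* to -19 to -5.62, and both had PC2 values of at least 19. The mean distance on PC1 and PC2 was 9.78 between parental and *Δclr4* libraries of cellulose, 19.4 between *Δclr1* and *Δclr2* libraries, and 67.9 between these 2 sets. PC1 held 46.2%, PC2 23% and PC3 13.4% of the variance. On PC3, the 24 libraries of the parental strain and *Δclr2* lay between 16.7 and 24.2 and the 24 libraries of *Δclr1* and *Δclr4* between -24 and -15.8, which is also the split by sequencing centre. No test was made on the components.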

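MYCTH_2303045, a cellobiohydrolase of family GH6 that releases cellobiose from cellulose chains, had a count of 47976 in replicate 1 of the parental strain at 1 h after the spike, the library that Supplementary Material S4 sets beside the RT-qPCR. MYCTH_2300079, a GH31 family hydrolase, had a count of 240, the actin-like gene MYCTH_2316610 had 1102 and the tubulin gene MYCTH_2294321 had 1820. Relative to steady state of the same strain, the cellobiohydrolase rose at 1 h by a log2 fold change of 10.62 (standard error 0.48, adjusted p = 3.7e-18), and the GH31 gene fell by 6.08 on the log2 scale (standard error 0.23, adjusted p = 1.3e-19). The actin-like gene stood at 285 ± 15.3 CPM at steady state and 256 ± 26.7 CPM at 1 h (SD, n = 2) and the tubulin gene at 475 ± 10.8 and 439 ± 67.1 CPM, and neither passed the test. Over all 48 libraries, the coefficient of variation of the CPM was 26.2% for the actin-like gene and 22.5% for the tubulin gene, against 157% for the cellobiohydrolase and 208% for the GH31 gene. The RT-qPCR values themselves were not analysed here.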

Quantitative real-time PCR performed for four exemplarily selected genes of our interest confirmed the RNA sequencing data (Supplementary Material S4). The complete list of differentially expressed genes of all sample comparisons including log_2_fold change and statistical significance is given in Supplementary Material S5. Several thousand genes out of the 9,292 predicted *T. thermophilus* genes were identified as differentially expressed upon the shift to cellulose relative to the respective steady state condition (Table 3). 

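The strongest responses of the parental strain to cellulose were those of plant cell wall degrading enzymes. The acetylxylan esterase MYCTH_2066457, which removes acetyl groups from xylan, had no count at steady state and 1160 ± 236 CPM at t1 (SD, n = 2), at least 3580-fold higher by a floor of 3 counts over the group. The LPMO MYCTH_110651, an enzyme that cleaves cellulose oxidatively, rose from 0.338 ± 0.2 to 3620 ± 616 CPM at t3, the ß-glucosidase MYCTH_58882 from 0.0982 ± 0.139 to 1070 ± 94.2 CPM at t2, and the GH11 xylanase MYCTH_100068 from 0.0982 ± 0.139 to 443 ± 27.5 CPM at t4. Among the genes that fell, MYCTH_2308157, for which no annotation was used here, went from 10200 ± 796 to 285 ± 16.4 CPM at t3, a log2 fold change of -5.17 (standard error 0.35, adjusted p = 2.3e-13). In total, 1325 genes were higher and 1544 lower at t1 in the parental strain, 1718 and 1896 at t2, 1171 and 1637 at t3, and 638 and 538 at t4. The same contrasts gave 2042 and 2372, 2135 and 2532, 2206 and 2515, and 2198 and 2444 genes in *Δclr1*, and 1933 and 2083, 2244 and 2421, 2015 and 2381, and 1840 and 2219 in *Δclr2*. In *Δclr4* they gave 1529 and 1889, 2013 and 2212, 1376 and 1869, and 714 and 721. The paper's counts have the opposite balance in *Δclr1* and *Δclr2*, with more higher than lower genes at each time (2311 and 2063 in *Δclr1* at t1). The balance of directions therefore depends on the processing, and the cause was not tested. The 1176 calls of the parental strain at t4 depended on single libraries, with 695 without replicate 1 at t4, 712 without replicate 2 at t4 and 711 without replicate 1 at steady state. The 1435 calls of *Δclr4* at t4 became 897, 928 and 821 without replicate 1 at t4, replicate 2 at t4 and replicate 2 at steady state.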

Notably, the number of differentially expressed genes were higher in all deletion strains when compared to the parental strain MJK20.3 with highest numbers in the *Δclr1* strain followed by the *Δclr2* strain (Table 3). 

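Trehalase (MYCTH_75490) and genes of cellulose degradation show how the responses differed between strains. Trehalase fell in the parental strain by 4.26 on the log2 scale (mean of t1 to t4 against SS) but less in *Δclr1* and *Δclr2*, with differences of response of 2.14 (standard error 0.21, adjusted p = 1.4e-09) and 1.87 (standard error 0.21, adjusted p = 4.6e-08). The GH6 cellobiohydrolase MYCTH_2303045 showed the opposite sign, with a difference of -10.17 (standard error 0.49, adjusted p = 7.1e-17) in *Δclr1*. In *Δclr2*, MYCTH_2310672 responded more positively than in the parental strain, with a difference of 4.23 (standard error 0.46, adjusted p = 5e-08). Over the mean of t1 to t4, 1422 genes responded more positively and 1873 more negatively in *Δclr1* than in the parental strain, and 1114 and 1538 in *Δclr2*. The *Δclr2* total of 2652 was 1733 without its replicate 1 at steady state. Between *Δclr1* and *Δclr2*, 336 genes differed, 552 with the culture as a replicate block, and 101, 151 and 165 without *Δclr2* replicate 1, *Δclr2* replicate 2 and *Δclr1* replicate 2 at steady state. In *Δclr4*, 4 genes differed from the parental response. MYCTH_2313501 responded more positively, by 2.17 (standard error 0.26, adjusted p = 1.7e-05), and the α-mannosidase MYCTH_2139585 more negatively, with a log2 value of -1.26 (standard error 0.22, adjusted p = 0.0065), as did MYCTH_2294675 and MYCTH_2139989. The call of MYCTH_2139585 was lost without parental replicate 1 (-1.23), parental replicate 2 (-1.30) or *Δclr4* replicate 2 (-0.71) at steady state, without any of parental culture 1, parental culture 2 and *Δclr4* culture 2, and in a model of these 2 strains alone (-1.27). DESeq2 called 20 such genes and the replicate block 15. Without parental replicate 1, parental replicate 2 or *Δclr4* replicate 2 at steady state 1 gene was called, and 9 and 10 genes were called without *Δclr4* replicate 1 at steady state and at t2. At t4, edgeR called 0 genes and DESeq2 0 genes, 454 genes had an unadjusted p under 0.05, and 2 were called without *Δclr4* replicate 1 at steady state.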

Venn diagrams uncovered that 345/146 (parental), 1,271/1,238 (*Δclr1*), 983/1,053 (*Δclr2*), and 465/225 (*Δclr4*) genes were up-/downregulated across all points in time after the cellulose spike (Supplementary Material S6). 

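Genes that rose at all 4 times in *Δclr1* included MYCTH_2295409, with a log2 fold change of 6.60 (standard error 0.34, adjusted p = 3.4e-16) over the mean of t1 to t4, and MYCTH_2308149, with 5.80 (standard error 0.36, adjusted p = 5.9e-14). In *Δclr2* they included MYCTH_62925, a ß-glucosidase that splits cellobiose into glucose, with 7.63 (standard error 0.46, adjusted p = 5.7e-15), and the cellobiose dehydrogenase MYCTH_81925, which oxidises cellobiose, with 5.63 (standard error 0.43, adjusted p = 7.9e-13). The ß-glucosidase MYCTH_80304 was among the genes lower at all 4 times in *Δclr4*, with -4.46 (standard error 0.16, adjusted p = 8.6e-21). In edgeR, 354 genes were higher and 183 lower at all 4 times in the parental strain, 1117 and 1461 in *Δclr1*, 912 and 1211 in *Δclr2*, and 438 and 280 in *Δclr4*. For *Δclr1* the paper's counts have more higher than lower genes, the opposite balance. The 4 contrasts of a strain share their steady state libraries. Lists drawn independently would share 2.71 and 4.1 genes in the parental strain, 33.6 and 58.8 in *Δclr1*, 25.6 and 42.4 in *Δclr2*, and 4.81 and 8.96 in *Δclr4*. In 8 simulated sets per strain with no change, 0 genes were called at all 4 times, and at most 16, 21, 27 and 19 genes had an unadjusted p under 0.05 at all 4 times in these strains. Neither value accounts for both the shared libraries and the real changes.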

Based on these results, the gene sets were deemed important to study in a more detailed manner. We thus performed GO term enrichment analysis with these gene sets as described earlier (Paege et al., 2016) and in the Methods section (Supplementary Material S7). We note, however, that only ∼30–45% of all *T. thermophilus* genes do have a GO term annotation depending on the GO term category (https://david.ncifcrf.gov/(Huang et al., 2009b; 2009a)). Consequently, fold enrichment values can be very high despite the low number of genes that belong to a respective category. As summarized in Supplementary Material S7, processes being enriched in the upregulated gene sets of the parental and the *Δclr4* strains upon cellulose adaptation belonged to “cellulose catabolic process”, “xylan catabolic process”, “cellulase activity”, “xylanase activity”, and “pectate lyase activity”, whereas processes being enriched in the downregulated gene sets included “carbon metabolic process” and “transferase activity”. 

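Genes with a cellulose-binding module rose in the parental strain and in *Δclr4*. Of the 16 genes of the term "cellulose binding", 16 were higher over the mean of t1 to t4 in the parental strain, 4 in *Δclr1*, 7 in *Δclr2* and 16 in *Δclr4*, and none was lower in edgeR in these strains (the same counts when adjusted over the list alone). All 6 genes of "pectate lyase activity", enzymes that cleave pectin, were higher in the parental strain and in *Δclr4*, against 1 in *Δclr1* (0 when adjusted over the list alone) and 2 in *Δclr2*. All 5 genes of "cellulase activity" were higher in these same strains, and 2 were lower in *Δclr1*. These terms were chosen by the study on these samples, so their direction is not independent evidence. The 4 genes of "purine nucleobase biosynthetic process" were lower at t1, t2 and t3 in all 4 strains, and at t4 in *Δclr1* and *Δclr2*, while the parental strain and *Δclr4* had no call in this list at t4. For "cellulose binding", camera gave an adjusted p of 2.1e-76 in the parental strain (1e-08 with an estimated correlation) and 6.4e-65 in *Δclr4* (4e-08 with an estimated correlation). The difference of responses had adjusted p = 3.3e-43 in *Δclr1* and 4.6e-22 in *Δclr2* (2e-06 and 0.00047 with an estimated correlation).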

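The genes of 4 GO terms of protein synthesis, DNA replication and respiration were examined. The 14 genes of the 43S preinitiation complex, which starts translation, had median log2 fold changes of -1.21 at t2 and 0.12 at t4 in the parental strain, with 14 and 0 genes lower, and of -1.46 and -0.01 in *Δclr4*, also with 14 and 0 genes lower. In *Δclr1* and *Δclr2* all 14 were lower at each time, with medians at t4 of -1.07 and -1.29. Of the 11 genes of the large ribosomal subunit, 0 were lower at t4 in the parental strain and *Δclr4*, 11 in *Δclr1* and 10 in *Δclr2*. The 6 genes of the MCM complex, the helicase of DNA replication, had medians at t4 of 0.03 in the parental strain, -0.29 in *Δclr4*, -2.58 in *Δclr1* and -2.07 in *Δclr2*. For the 7 genes of respiratory chain complex III, 0 were lower at t4 in the parental strain, 2 in *Δclr4* and 7 each in *Δclr1* and *Δclr2*. The 2 calls of *Δclr4* were 1 without its replicate 1 at t4 and 0 without its replicate 2 at t4 or either replicate at steady state. The difference of mean responses was called as lower for 13 and 14 of the 43S genes in *Δclr1* and *Δclr2*, for 10 and 11 ribosomal genes, for 6 and 6 MCM genes and for 4 and 7 complex III genes. Adjusted over the list alone, the counts were the same except for 7 complex III genes in *Δclr1*. As sets, the differences in the 43S genes had adjusted p = 1e-04 and 1.5e-08 from camera in *Δclr1* and *Δclr2*, and adjusted p = 0.16 and 0.061 with an estimated correlation. These terms too were picked by the study from the same samples and are not independent evidence. Autophagy terms were not among the lists tested here.

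**Figure D2:**
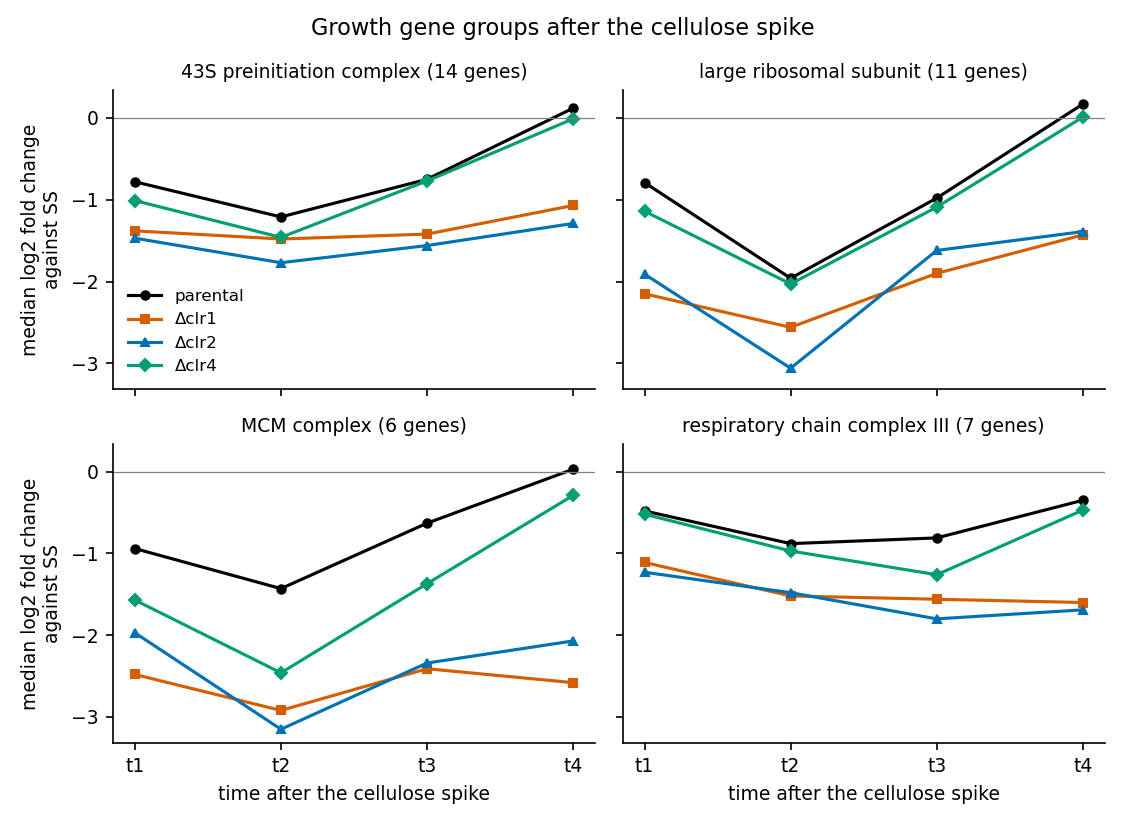
Median log2 fold change against steady state (vertical axes) of the genes of 4 GO terms at t1 to t4 (horizontal axes, 0.5 to 4 h after the spike), with a line per strain. At t4 the lines of the parental strain (circles) and *Δclr4* (diamonds) lie near 0, between -0.29 and 0.17 for the 43S, ribosomal and MCM genes, and those of *Δclr1* (squares) and *Δclr2* (triangles) lie between -2.58 and -1.07.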

The transcriptional response of the deletion strains *Δclr1* and *Δclr2*, which were not able to continue growth after the carbon shift from glucose to cellulose, showed accordingly enriched GO terms connected to cell death in the upregulated gene sets (“mitophagy”, “late nucleophagy”, and “autophagy”) and enriched GO terms connected to growth in the downregulated gene sets (“respiration”, “replication”, “transcription”, “translation”, “biosynthesis”).

**TABLE 3:** Differentially expressed genes in *T. thermophilus* strains in response to the cellulose spike. Number of differentially expressed genes related to the respective steady state condition with a padj. ≤ 0.05, 0.5 h (t1), 1 h (t2), 2 h (t3), and 4 h (t4) after the cellulose spike compared to the respective steady state condition.

Strain	Sample	Upregulated genes	Downregulated genes
MJK20.3 **(parental)**	t1	1,419	1,376
	t2	1797	1721
	t3	1,297	1,308
	t4	604	455
BS7.8 **(*Δclr1*)**	t1	2,311	2063
	t2	2,467	2,174
	t3	2,436	2,251
	t4	2,285	2,238
BS6.4 **(*Δclr2*)**	t1	1981	1936
	t2	2,398	2,232
	t3	2,228	2057
	t4	2012	1939
JK2.8 **(*Δclr4*)**	t1	1734	1,673
	t2	2,102	2052
	t3	1,517	1,535
	t4	733	601

### Transcriptomic response of predicted carbohydrate-hydrolysing enzymes

In order to specifically understand transcriptomic adaptations in *T. thermophilus’* carbohydrate metabolism to the shift from glucose to cellulose, annotations of CAZYs predicted in the genome of *T. thermophilus* were retrieved from the databases JGI (https://jgi.doe.gov/), NCBI (https://www.ncbi.nlm.nih.gov/) and CAZY (http://www.cazy.org/) as well as from published literature (Berka et al., 2011; Karnaouri et al., 2014). In total, 396 predicted CAZY genes were retrieved, which were divided into different classes and types according to their function and the type of organic carbon they degrade. Genes that could not be assigned to a specific CAZY class or type were grouped into the class “other” (Supplementary Material S8). As depicted in Figure 5, CAZY expression in the parental and *Δclr4* strains is almost identical with a slightly stronger differential expression for some upregulated genes especially in the cellulase, hemicellulase, pectinase, and esterase categories in the *Δclr4* strain. 

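Cellulase transcripts rose to a large share of all counts in both the parental strain and *Δclr4*. In the parental strain, the 47 cellulase genes of the count table held 0.193 ± 0.0301% of the counts at steady state (SD, n = 2), 3.37 ± 1.15% at t1, 9.6 ± 1.52% at t2, 11.8 ± 0.629% at t3 and 9.06 ± 0.3% at t4. In *Δclr4* the shares were 0.448 ± 0.152, 6.51 ± 1.11, 12.5 ± 0.394, 12.5 ± 0.468 and 9.46 ± 1.66%. Of the 46 tested cellulase genes, 32 were higher and 1 lower over the mean of t1 to t4 in the parental strain (32 and 2 when adjusted over the list alone), and 34 and 3 in *Δclr4* (35 and 4). The counts for the 62 hemicellulase genes were 29 and 6 in the parental strain and 31 and 6 in *Δclr4* (32 and 6, and 32 and 6, over the list alone). Of the 11 pectinase genes 9 were higher in each strain, and of the 14 esterase genes 7 and 8 were higher, with the same counts over the lists alone. The difference of mean responses was called for 0 cellulase genes in edgeR (6 at an unadjusted p under 0.05, 1 in DESeq2, and 1 with a more positive response when adjusted over the list alone), 0 pectinase genes (2 unadjusted, 0 in DESeq2) and 0 esterase genes (1 unadjusted, 0 in DESeq2). It was called for 1 hemicellulase gene, the α-mannosidase MYCTH_2139585. Compared as levels, of the 29 cellulase genes higher at all 4 times in both strains, 17 were higher and 1 lower in *Δclr4* than in the parental strain at t1, 13 and 0 at t2, 8 and 4 at t3, and 6 and 1 at t4, against 4 and 4 at steady state. The 8 calls at steady state were 3 without parental replicate 2 at steady state, and the 7 at t4 were 4 without parental replicate 2 at t4. The median log2 differences were 1.02, 0.58, 0.32 and 0.04 from t1 to t4 and 0.51 at steady state. These strains were sequenced at different centres, and 9 of the 46 cellulase genes were already higher and 6 lower in *Δclr4* at steady state (15 in total, and 7 without parental replicate 2 at steady state).

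**Figure D3:**
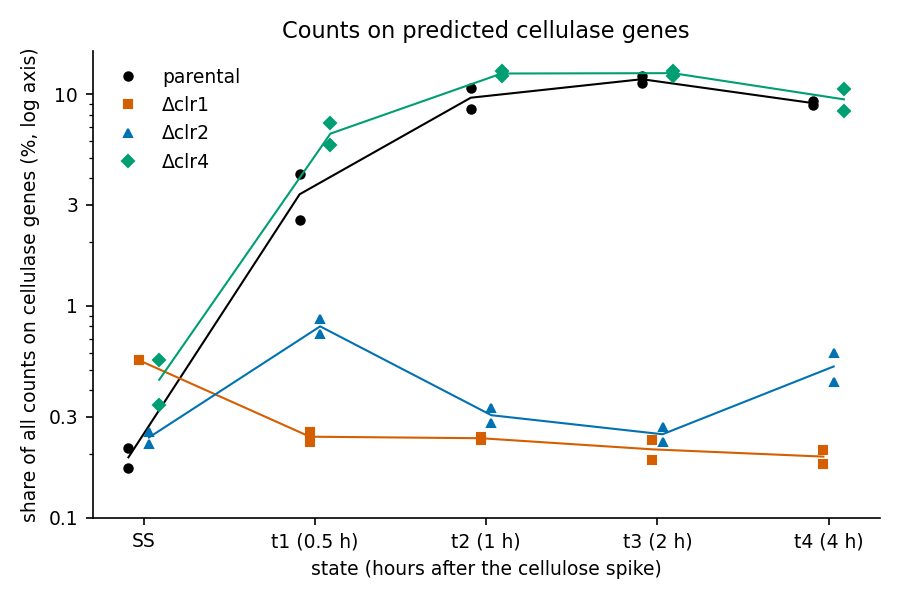
Share of all counts of a library that fell on the predicted cellulase genes (vertical axis, percent on a log axis) in each state (horizontal axis). Points are libraries (2 per strain and state) and lines join the group means. The parental strain and *Δclr4* reach group means of 11.8% and 12.5% at t3, where *Δclr1* and *Δclr2* are at 0.211% and 0.248%.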

Genes that are predicted to function in starch metabolism showed strongest downregulation. In contrast, nearly all predicted cellulase, hemicellulase, pectinase, esterase and “other” encoding genes that were strongly upregulated in the parental and *Δclr4* strains, were not or only moderately upregulated in *the Δclr2* strain, and not differentially expressed in the *Δclr1* strain (Figure 5B).

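Of the 12 tested genes of starch metabolism, 5 were lower and 1 higher over the mean of t1 to t4 in the parental strain, and 5 and 3 in *Δclr4* (the same counts when adjusted over the list alone). The glucoamylase MYCTH_72393, which releases glucose from starch and lies on chromosome 7 from 1578424 to 1580831, fell from 727 ± 42.1 to 13.9 ± 0.101 CPM at t1 in the parental strain (SD, n = 2), a log2 fold change of -5.71 (standard error 0.41, adjusted p = 6.2e-12), and from 2510 ± 1030 to 32.2 ± 12.4 CPM at t4 in *Δclr4*. The lowest mean response among the CAZY genes was that of the GH31 hydrolase MYCTH_2300079 of the class "other", at -6.15 (standard error 0.13, adjusted p = 4.2e-27) in the parental strain and -6.09 (standard error 0.13, adjusted p = 3.9e-27) in *Δclr4*. Its level fell in *Δclr1* and *Δclr2* as well, to 60.7 ± 1.32 and 60.9 ± 3.6 CPM at t2. Of the 10 CAZY genes with the lowest mean response, 3 were starch genes in the parental strain and 1 in each of *Δclr1*, *Δclr2* and *Δclr4*. These 10 were taken from called genes with a mean of at least 50 CPM, and starch genes were 12 of the 373 CAZY genes tested. Starch genes as a list had an adjusted p of 0.00073 toward lower values in the parental strain from camera (0.008 with an estimated correlation) and 0.058 in *Δclr4*. In *Δclr1* and *Δclr2*, 6 and 5 starch genes were higher, and the difference from the parental response was positive for 7 and 5 of them.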

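In *Δclr1* the share of cellulase transcripts fell from 0.555 ± 5.22e-05% of the counts at steady state (SD, n = 2) to 0.241 ± 0.0179% at t1 and 0.195 ± 0.0208% at t4. In *Δclr2* it was 0.24 ± 0.0215% at steady state, 0.801 ± 0.0879% at t1, 0.248 ± 0.0281% at t3 and 0.518 ± 0.112% at t4. Of 46 cellulase genes, 10 were higher and 7 lower over the mean of t1 to t4 in *Δclr1* (6 and 7 when adjusted over the list alone), and 21 and 2 in *Δclr2*. The total of 17 calls in *Δclr1* was 10 without its replicate 2 at steady state, and the total of 23 in *Δclr2* was 15 without its replicate 1 at steady state. The difference from the parental response was negative for 28 cellulase genes in *Δclr1* (30 over the list alone) and for 21 in *Δclr2* (23). Of 62 hemicellulase genes, 23 were higher and 12 lower in each of these strains, and 34 and 25 responded more negatively than in the parental strain (35 and 26 over the list alone). The 32 calls of either sign among the hemicellulases for *Δclr2* were 20 without its replicate 1 at steady state. The mannanase MYCTH_84297 is an example. It rose by 7.24 (adjusted p = 1.8e-16) on the log2 scale in the parental strain, where its level at t3 was 2050 ± 260 CPM (SD, n = 2), and its difference of response was -6.06 (adjusted p = 1.4e-10) in *Δclr1* and -8.00 (adjusted p = 0.0033) in *Δclr2*, the second of which was not called without *Δclr2* replicate 1 at steady state (-8.01). Pectinase genes were higher in 2 of 11 cases in *Δclr1* and in 4 in *Δclr2*, and 9 and 6 of them responded more negatively than in the parental strain. Esterase genes were higher in 4 and 3 of 14 cases, with 6 and 4 negative differences, and the 7 calls of either sign in *Δclr1* were 3 and 4 without its replicates 1 and 2 at steady state. Of the 113 genes of the class "other", 35 were higher and 28 lower in *Δclr1*, 45 and 25 in *Δclr2*, and 39 and 19 in the parental strain. As a list, the cellulases had adjusted p = 4.8e-33 for the difference from the parental response in *Δclr1* (0.00022 with an estimated correlation) and 1.9e-17 in *Δclr2* (0.0079) from camera. For the esterases in *Δclr1* the adjusted p = 0.017 became adjusted p = 0.08 with an estimated correlation, and for the hemicellulases in *Δclr2* adjusted p = 0.011 became 0.22 with an estimated correlation.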

**FIGURE 5:**
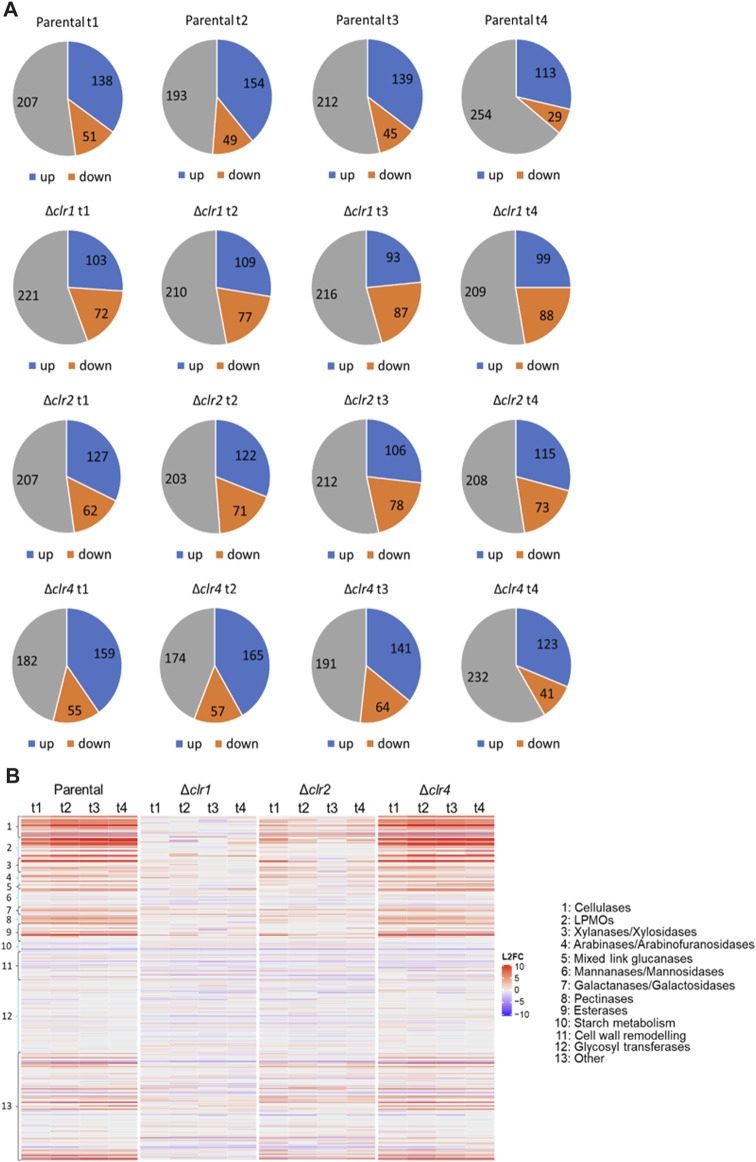
Number of differentially expressed genes predicted to encode CAZYs **(A)** Numbers of up- (blue) and downregulated (orange) genes as well as genes with no differential expression (grey) at 0.5 h (t1), 1 h (t2), 2 h (t3), and 4 h (t4) after the cellulose spike compared to the respective steady state condition **(B)** Heatmap showing the respective log2 fold change values of these genes (L2FC) belonging to different CAZY classes. Negative values (blue) represent downregulated and positive values (red) upregulated genes.

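Over all 4 times after the spike, 94 CAZY genes were higher and 17 lower in the parental strain at an adjusted p under 0.05 in edgeR at each time, out of 373 CAZY genes tested. They included 30 higher and 1 lower cellulase genes, of which 14 were LPMO genes, 7 endoglucanase genes, 5 cellobiohydrolase genes and 4 ß-glucosidase genes that were higher. The remaining classes contributed 22 higher hemicellulase genes, 8 pectinase genes, 4 esterase genes, 2 genes of cell wall remodelling, 4 glycosyltransferase genes and 24 genes of the class "other". The pectate lyase MYCTH_102322, on chromosome 4 from 4004917 to 4006053, rose from 0.97 ± 0.017 to 424 ± 191 CPM at t2 (SD, n = 2), a log2 fold change of 8.75 (standard error 0.82, adjusted p = 2e-09). Its response was lower in *Δclr1* by a difference of -8.40 (standard error 1.17, adjusted p = 2.6e-06). At all 4 times, 41 CAZY genes were higher and 54 lower in *Δclr1*, 60 and 46 in *Δclr2*, and 104 and 29 in *Δclr4*.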

We individually analysed this set of 113 differentially expressed genes including 17 cellulases to identify candidate genes that are supposedly under strongest control of the three transcription factors Clr1, Clr2, or Clr4. Of interest are the predicted endoglucanases MYCTH_86753, MYCTH_76901, MYCTH_116384, and MYCTH_116157, because they were upregulated at highest level in the parental and *Δclr4* strains but not in the *Δclr1* and *Δclr2* strains (Figure 6 and Supplementary Material S9). 

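Endoglucanases cut inside cellulose chains. MYCTH_86753, on chromosome 1 from 2823610 to 2825549, had the highest mean level over t1 to t4 of the 9 tested endoglucanase genes in the parental strain and in *Δclr4*. It rose from 29.2 ± 1.71 at steady state to 7980 ± 917 CPM at t3 (SD, n = 2) in the parental strain, with a log2 fold change of 8.09 (standard error 0.30, adjusted p = 4.2e-20), and to 14400 ± 483 CPM in *Δclr4*. In *Δclr1* and *Δclr2* it stood at 25 ± 1.67 and 25.9 ± 1.85 CPM at t3. MYCTH_76901 ranked second and rose to 2230 ± 361 CPM at t3 in the parental strain. In *Δclr2* it rose from 17.4 ± 5.39 to 540 ± 44.1 CPM at t1, a log2 fold change of 5.00 (standard error 0.39, adjusted p = 1.3e-11), and was at 42.7 ± 6.96 CPM at t3. MYCTH_116384 reached 1080 ± 143 CPM at t4 in the parental strain and 4080 ± 132 CPM at t3 in *Δclr4*, against 19.5 ± 1.74 and 7.22 ± 0.142 CPM at t4 in *Δclr1* and *Δclr2*. MYCTH_116157 rose by 3.60 (standard error 0.29, adjusted p = 2.5e-11) over the mean of t1 to t4 in the parental strain, and by 1.56 (adjusted p = 1.1e-05) in *Δclr2*, while in *Δclr1* it had 0.35 (adjusted p = 0.18). Differences from the parental response over the mean of t1 to t4 were -7.78 (adjusted p = 1e-18) for MYCTH_86753 and -8.69 (adjusted p = 2.9e-15) for MYCTH_76901 in *Δclr1*, and -7.42 (adjusted p = 5e-18) and -4.20 (adjusted p = 4e-08) in *Δclr2*. Of the 9 endoglucanase genes, 6 responded more negatively in *Δclr1* and 5 in *Δclr2* (the same counts when adjusted over the list alone).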

Among the predicted cellobiohydrolases, the four highest expressed upregulated genes in the parental and *Δclr4* strains but not in the *Δclr1* and *Δclr2* strains were MYCTH_109566, MYCTH_97137, MYCTH_66729, and MYCTH_2303045 (Figure 6). Notably, none of these genes showed expression in the *Δclr1* and *Δclr2* strains, except for MYCTH_109566, which showed some residual expression in the *Δclr2* strain. 

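MYCTH_109566, on chromosome 1 from 9753507 to 9755507, was the cellobiohydrolase gene with the highest mean level over t1 to t4 in the parental strain, where it rose from 154 ± 24.1 to 30600 ± 6540 CPM at t2 (SD, n = 2), a log2 fold change of 7.64 (standard error 0.43, adjusted p = 9.1e-16). In *Δclr1* it stood at 80.7 ± 11.5 CPM at t2. In *Δclr2* it rose to 1050 ± 221 CPM at t4, a log2 fold change of 3.61 (standard error 0.36, adjusted p = 9.3e-10) against 86.3 ± 3.79 CPM at steady state. MYCTH_2303045 rose in *Δclr2* to 386 ± 33.7 CPM at t1, a log2 fold change of 6.03 (standard error 0.42, adjusted p = 4.8e-13), while it reached 16100 ± 848 CPM at t3 in the parental strain. MYCTH_66729 reached 13600 ± 870 CPM at t3 in the parental strain, 18.5 ± 0.437 CPM at t4 in *Δclr1* and 76.6 ± 11.7 CPM at t1 in *Δclr2*, which is 3.11 (adjusted p = 1.7e-08) on the log2 scale against its steady state. MYCTH_97137 rose to 12200 ± 4430 CPM at t3 in the parental strain and to 53.8 ± 8.7 CPM at t1 in *Δclr2* (2.83 (adjusted p = 0.00077), a call lost without all libraries of *Δclr2* culture 1 at 2.59), and was at 8.28 ± 2.02 CPM at t1 in *Δclr1* (log2 fold change 0.34 (adjusted p = 0.67)). All 6 tested cellobiohydrolase genes responded more negatively in *Δclr1* than in the parental strain, and 5 of them in *Δclr2* (6 when adjusted over the list alone). *Δclr2* and the parental strain share a sequencing centre, and *Δclr1* was sequenced at the other.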

The highest expressed and upregulated predicted ß-glucosidase genes were MYCTH_115968, MYCTH_62925, and MYCTH_66804. 

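MYCTH_115968, on chromosome 3 from 1092854 to 1095039, rose in the parental strain from 103 ± 19.6 to 7830 ± 1050 CPM at t2 (SD, n = 2), a log2 fold change of 6.24 (standard error 0.30, adjusted p = 1.3e-17). MYCTH_62925 rose to 1720 ± 607 CPM and MYCTH_66804 to 649 ± 10.5 CPM at t3. In this order they held ranks 1, 2 and 3 by mean level over t1 to t4 among the 9 tested ß-glucosidase genes, which encode enzymes that split cellobiose into glucose. In *Δclr4*, MYCTH_115968 was at 12800 ± 68.3 CPM at t1 and at 9470 ± 880 CPM at t3. Of the 9 genes, 4 were higher and 1 lower over the mean of t1 to t4 in the parental strain, with the same counts when adjusted over the list alone. The gene that fell was MYCTH_80304, with a log2 fold change of -3.63 (adjusted p = 2.2e-18).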

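In *Δclr1*, MYCTH_115968 stood at 151 ± 31.3 CPM at steady state and 88.8 ± 5.97 CPM at t3 (SD, n = 2), and MYCTH_62925 at 3.25 ± 0.274 and 6.55 ± 0.171 CPM at steady state and t4. MYCTH_66804 went from 10.8 ± 0.37 to 35 ± 1.87 CPM at t1 in this strain. In *Δclr2*, MYCTH_115968 rose to 4080 ± 979 CPM at t1, a log2 fold change of 5.07 (standard error 0.28, adjusted p = 3.5e-15), and was at 495 ± 22.1 CPM at t3. MYCTH_62925 rose from 1.58 ± 0.76 to 476 ± 84.6 CPM at t1, and its difference from the parental response over the mean of t1 to t4 did not pass the test (-2.02 (standard error 0.82, adjusted p = 0.06)), although DESeq2 called it (-2.02) and so did edgeR without parental replicate 2 at t3 (-2.10), *Δclr2* replicate 1 at t2 (-1.91) or t3 (-2.12), or *Δclr2* replicate 2 at t2 (-2.15) or t4 (-2.08). MYCTH_66804 rose from 3.6 ± 1.4 to 55.1 ± 19.4 CPM at t1, a log2 fold change of 4.05 (standard error 0.61, adjusted p = 3.4e-06). For MYCTH_115968 the difference from the parental response was -6.11 (standard error 0.31, adjusted p = 1.1e-16) in *Δclr1* and -2.47 (standard error 0.28, adjusted p = 4.6e-08) in *Δclr2*.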

No expression of these genes was observed in the *Δclr1* and *Δclr2* strains with exceptions for MYCTH_115968 (the strongest expressed ß-glucosidase in the parental strain) and MYCTH_62925 in *Δclr2*, where a residual expression can be observed (Figure 6). 

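LPMOs are copper enzymes that break cellulose chains by oxidation. MYCTH_111088, on chromosome 2 from 2466758 to 2468370, rose in the parental strain from 3.47 ± 0.179 to 3150 ± 623 CPM at t3 (SD, n = 2), a log2 fold change of 9.83 (standard error 0.40, adjusted p = 2.7e-19). MYCTH_112089 rose from 1.59 ± 1.14 to 3050 ± 929 CPM at t2 and MYCTH_80312 from 1.26 ± 0.434 to 1790 ± 282 CPM at t2. In *Δclr4* the same genes rose to 6340 ± 806 CPM (MYCTH_111088 at t3), 3300 ± 1090 CPM (MYCTH_112089 at t3) and 9440 ± 690 CPM (MYCTH_80312 at t2). Of the 22 tested LPMO genes, 14 were higher and 0 lower over the mean of t1 to t4 in edgeR in the parental strain (14 and 1 when adjusted over the list alone), and 16 and 2 in *Δclr4* (17 and 2). The difference of mean responses between the 2 strains was called for 0 of the 22 genes in edgeR (3 at an unadjusted p under 0.05, 1 in DESeq2) and for 1 gene when adjusted over the list alone.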

Three genes predicted to encode lytic polysaccharide monooxygenases (LPMOs) were very highly expressed and upregulated in the parental and *Δclr4* strains (MYCTH_80312, MYCTH_111088, MYCTH_112089, Figure 6). 

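Compared as levels, MYCTH_80312 was higher in *Δclr4* than in the parental strain by log2 fold changes of 2.96, 2.40, 2.11 and 1.94 at t1, t2, t3 and t4 (adjusted p = 2.9e-08, 8.5e-07, 5.2e-06 and 1.8e-05 in edgeR), that is by 7.8-fold at most and 3.83-fold at least (2.49-fold without *Δclr4* replicate 2 at t4). MYCTH_111088 was higher by 1.91, 1.17, 1.01 and 0.94 at the same times (adjusted p = 2.2e-07, 0.00024, 0.0011 and 0.0023), and its call at t4 was lost without *Δclr4* replicate 2 at t4 (0.67). Averaged over t1 to t4, MYCTH_46583, MYCTH_100518, MYCTH_2298502, MYCTH_79765 and MYCTH_85556 stood at 3640, 3210, 2260, 1470 and 1360 CPM in the parental strain and at 2930, 3150, 1440, 1060 and 757 CPM in *Δclr4*, all lower in *Δclr4*. At single times, MYCTH_2298502 was lower in *Δclr4* at t3, with a log2 value of -1.23 (standard error 0.32, adjusted p = 0.002), and also at steady state, with a log2 value of -1.97 (standard error 0.39, adjusted p = 0.00011), but higher at t1, by 0.90 (standard error 0.32, adjusted p = 0.019), a call that was lost without parental replicate 1 (0.41) or *Δclr4* replicate 2 (0.34) at t1. MYCTH_85556 was at 140 ± 85.7 and 60.7 ± 28.7 CPM at t1 in the parental strain and *Δclr4*, a log2 fold change of -1.21 (standard error 0.42, adjusted p = 0.015) that was not called without parental replicate 2 (-0.39) or *Δclr4* replicate 1 (-0.79) at t1 or in a model of these 2 strains alone (-1.20). At t3 it was lower as well, with a log2 value of -1.03 (standard error 0.40, adjusted p = 0.032), which was not called by DESeq2 (-1.03), without parental replicate 1 (-1.04), parental replicate 2 (-1.01) or *Δclr4* replicate 1 (-0.67) at t3, without the libraries of the exponential state (-1.02) or in a model of these 2 strains alone (-1.03). For MYCTH_46583 and MYCTH_100518 no time after the spike passed the test, with levels of 5270 ± 742 and 3950 ± 33.1 CPM (SD, n = 2) for MYCTH_46583 and 2660 ± 1030 and 2330 ± 326 CPM for MYCTH_100518 at t2 in the parental strain and *Δclr4*. MYCTH_79765 had log2 fold change of -0.65 (standard error 0.26, adjusted p = 0.035) at t3, which was not called without parental replicate 1 (-0.70), parental replicate 2 (-0.59) or *Δclr4* replicate 1 (-0.46) at t3, without the libraries of the exponential state (-0.64), or in a model of these 2 strains alone (-0.64). Over the 22 LPMO genes, 6 were higher and 2 lower in *Δclr4* at t1, 4 and 2 at t2, 3 and 7 at t3, and 3 and 5 at t4. The parental strain and *Δclr4* were sequenced at different centres. Over the mean of t1 to t4, the differences of response of MYCTH_80312 and MYCTH_111088 were 1.01 (standard error 0.81, adjusted p = 0.85) and 0.75 (standard error 0.44, adjusted p = 0.74).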

Notably, MYCTH_80312 and MYCTH_111088 showed about 2-4-fold higher expression in the *Δclr4* strain, when compared to the parental strain, whereas five other predicted LPMO genes (MYCTH_85556, MYCTH_46583, MYCTH_2298502, MYCTH_100518, and MYCTH_79765) showed slightly higher expression in the parental strain when compared to the *Δclr4* strain. None of these LPMOs showed expression neither in the *Δclr1* nor in the *Δclr2* strain (Figure 6). Such a trend for cellulase-encoding genes was also observed for the categories hemicellulases, pectinases, and esterases (Supplementary Material S8 and Supplementary Material S9), i.e., many genes showed higher expression levels in the *Δclr4* strain when compared to the parental strain but very low or no expression in the *Δclr1* and *Δclr2* strains.

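In *Δclr1*, MYCTH_80312 was at 2.52 ± 0.892 (t2) to 4.05 ± 0.0434 (t4) CPM over t1 to t4 (SD, n = 2) and MYCTH_112089 at 0.316 ± 0.447 (t3) to 2.77 ± 1.08 (t4) CPM. MYCTH_46583 rose in *Δclr1* at t4, from 5.08 ± 3.06 to 33.6 ± 14.3 CPM, a log2 fold change of 2.77 (standard error 0.35, adjusted p = 8.3e-08). In *Δclr2*, MYCTH_111088 stood at 6.66 ± 1.09 CPM at t4 and MYCTH_79765 at 6.58 ± 1.38 CPM at t1. MYCTH_85556 rose in *Δclr2* from 4.12 ± 0.167 to 54.3 ± 0.0615 CPM at t1, a log2 fold change of 3.73 (standard error 0.59, adjusted p = 6.5e-06), and MYCTH_80312 from 0.35 ± 0.0037 to 14.8 ± 4.18 CPM at t1. Over the mean of t1 to t4, 3 of 22 LPMO genes were higher and 1 lower in *Δclr1*, and 9 and 1 in *Δclr2* (2 and 1, and 8 and 1, when adjusted over the list alone). The response was more negative than in the parental strain for 11 LPMO genes in *Δclr1* and for 9 in *Δclr2*, and none was more positive in either strain. The 4 calls in *Δclr1* were 2 without its replicate 2 at steady state, and the 10 in *Δclr2* were 3 and 6 without its replicates 1 and 2 at steady state.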

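The GH11 xylanase MYCTH_100068 reached 1900 ± 141 CPM at t2 in *Δclr4* and 218 ± 22.8 CPM in the parental strain (SD, n = 2), a log2 difference in level of 3.12 (standard error 0.31, adjusted p = 2.1e-09). In *Δclr1* and *Δclr2* it stood at 1.27 ± 0.0209 and 0.611 ± 0.0469 CPM at t2. At steady state its level was also higher in *Δclr4*, at 0.779 CPM, than in the parental strain, with few counts in both. The gap at t2 can therefore not be read as a difference of response. Of the 21 hemicellulase genes higher at all 4 times in both the parental strain and *Δclr4*, 10 were higher and 4 lower in level in *Δclr4* at t1, 11 and 2 at t2, 7 and 3 at t3, and 7 and 3 at t4, with median log2 differences of 0.89, 0.91, 0.03 and 0.17. At steady state 4 were higher and 4 lower. Of the 7 such pectinase genes, 3 were higher and 1 lower at t1 and 0 and 2 at t4, with medians of 0.57 and -0.29. The pectate lyase MYCTH_102322 was lower in *Δclr4* at t4, with a log2 value of -2.03 (standard error 0.50, adjusted p = 0.0012). The sequencing centre differs between these strains, and the same comparison of all 88 CAZY genes gave 16 higher and 10 lower at steady state (26 in total, and 17 without parental replicate 2 at steady state), 46 and 9 at t1, and 19 and 13 at t4.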

**FIGURE 6:**
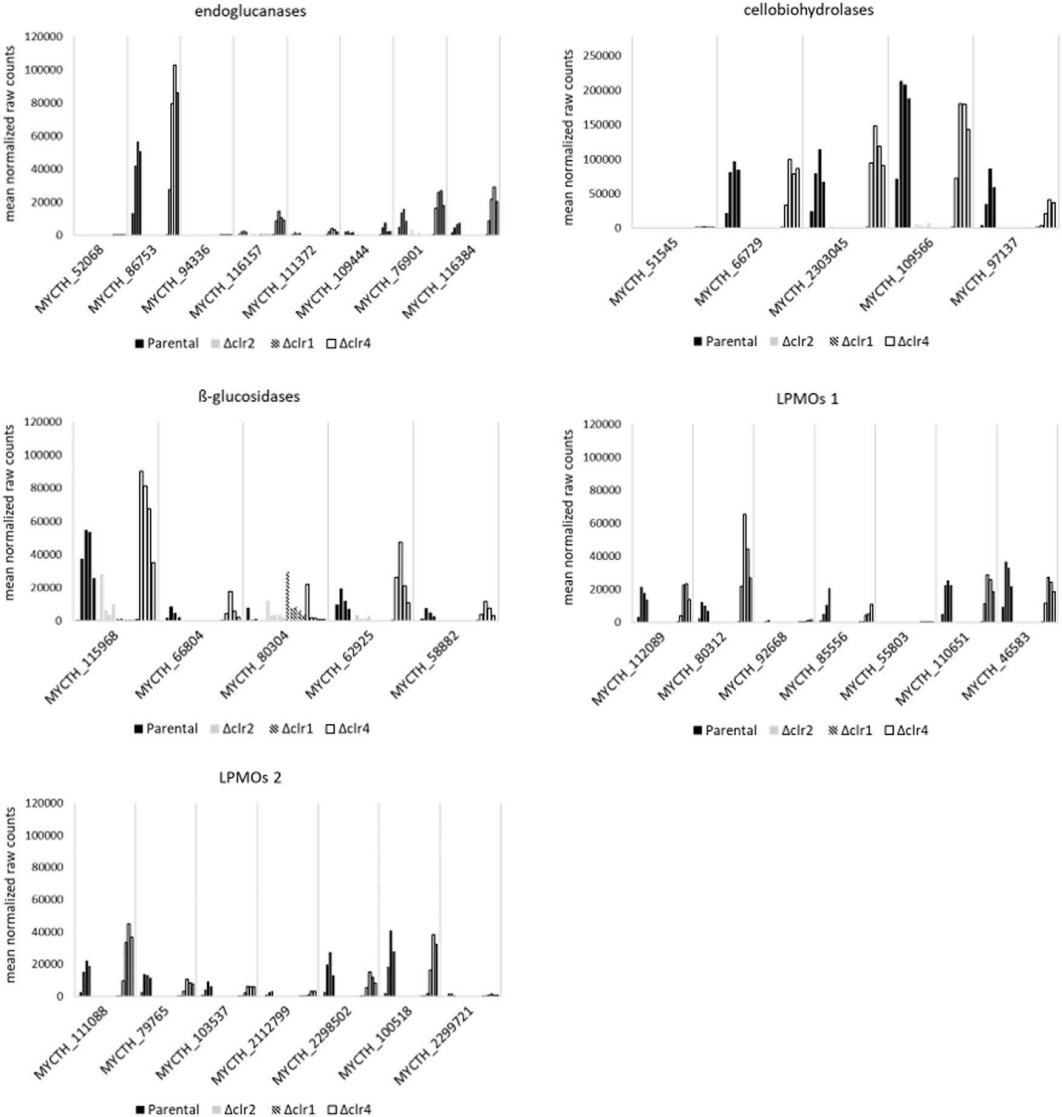
Expression of predicted cellulase genes in response to cellulose. Shown are the mean values of the normalized raw counts of the two replicates at steady state, 0.5 h, 1 h, 2 h, and 4 h after spiking with cellulose (left to right bar) for cellulases that are differentially expressed at all points in time after the cellulose spike in *T. thermophilus* strains deleted for *clr1* (patterned), *clr2* (grey), or *clr4* (black, empty) in comparison to the parental strain (black, filled).

### Transcriptomic response of predicted transcription factors

Annotations of predicted transcription factor genes of *T. thermophilus* were retrieved from the databases JGI (https://jgi.doe.gov/), NCBI (https://www.ncbi.nlm.nih.gov/) and published literature. In total, 357 genes were retrieved to potentially encode transcription factors, which were grouped into different classes according to their DNA binding domain (Supplementary Material S10). Since transcription factors can have multiple DNA binding domains, single transcription factors can be found in several classes. Classes with less than two members were grouped together in the category “other”. Transcription factors that were up- or downregulated across all time points after the cellulose spike, were for us of highest interest as these presumably control the lignocellulolytic response to cellulose. Up to 30% of the predicted transcription factors showed differential expression in the parental strain after the shift to cellulose (∼130), which increased to about 50% of the predicted transcription factors in the *Δclr1* and *Δclr2* strains (∼190), again suggesting that both Clr1 and Clr2 are of fundamental regulatory importance for *T. thermophilus* to feed on cellulose (Figure 7A). 

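The list of Supplementary Material S10 holds 357 memberships of 312 distinct genes, since 45 genes belong to more than 1 class, and 304 genes could be tested. Of the 312 genes, 87 (27.9%) differed from steady state at t1 in the parental strain, 118 (37.8%) at t2, 97 (31.1%) at t3 and 45 (14.4%) at t4. In *Δclr1* the counts were 145, 160, 161 and 163, in *Δclr2* 125, 157, 139 and 122, and in *Δclr4* 102, 146, 110 and 55. The regulator gene *clr2* (MYCTH_38704) had the largest mean response among them in the parental strain, a log2 fold change of 5.57 (standard error 0.37, adjusted p = 7.2e-12). In *Δclr1*, the xylanase regulator gene *xyr1* (MYCTH_2310145) did not pass the test at any time. Over the mean of t1 to t4, the response differed from that of the parental strain for 127 transcription factor genes in *Δclr1* (66 more positive and 61 more negative, the same when adjusted over the list alone) and for 82 in *Δclr2* (80 over the list alone). At all 4 times, 24 transcription factor genes were called in the parental strain, 76 in *Δclr1* and 59 in *Δclr2*, and the last count was 34 without *Δclr2* replicate 1 at steady state.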

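In *Δclr4*, the mean response of transcription factor genes did not differ from the parental one for any of the 304 genes tested in edgeR, also when adjusted over the list alone, while 32 had an unadjusted p under 0.05 and DESeq2 called 1. Over the mean of t1 to t4, 67 were higher and 54 lower in *Δclr4*, and 54 and 43 in the parental strain. Of the 47 regulator orthologs, 19 were higher and 5 lower in *Δclr4*, 17 and 3 in the parental strain, 21 and 11 in *Δclr1*, and 16 and 9 in *Δclr2*. For *clr2* (MYCTH_38704), the difference between *Δclr4* and the parental strain in mean response was 1.21 (standard error 0.41, adjusted p = 0.38), and for *xyr1* (MYCTH_2310145) it was 1.03 (standard error 0.35, adjusted p = 0.37). Both have a positive sign and did not pass the test.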

A less dramatic effect was seen in the *Δclr4* strain, which is congruent with a nearly identical heatmap when compared to the parental strain but considerably different when compared to both *Δclr1* and *Δclr2* strains, respectively (Figure 7B). 

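Fungal-specific Zn(2)-Cys(6) binuclear cluster proteins form the largest class of transcription factors of this fungus, with 97 tested genes, 31.9% of those tested. Of them, 18 were higher and 16 lower over the mean of t1 to t4 in the parental strain, 35 and 19 in *Δclr1*, 32 and 18 in *Δclr2*, and 25 and 13 in *Δclr4* (the same counts when adjusted over the list alone). The 50 calls in *Δclr2* were 25 and 30 without its replicates 1 and 2 at steady state, and the 38 in *Δclr4* were 25 without its replicate 2 at steady state. Among the 10 transcription factor genes with the largest absolute mean response, taken from called genes with a mean of at least 50 CPM, 7 were of this class in the parental strain, 2 in *Δclr1*, 3 in *Δclr2* and 6 in *Δclr4*. The xylanase regulator gene *xyr1* (MYCTH_2310145) rose by 3.71 (standard error 0.31, adjusted p = 5.4e-11) in the parental strain and by 4.74 (standard error 0.33, adjusted p = 4.9e-13) in *Δclr4*. The median absolute log2 fold change in the parental strain was 0.32 over this class and 0.28 over all transcription factor genes, with 0.88 for the homeodomain class and 0.60 for the bZIP class. These medians were compared without a test.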

Notably, strongest differential expression were observed for genes predicted to encode fungal-specific Zn (2)-Cys (6) binuclear cluster domain transcription factors (Figure 7B).

**FIGURE 7:**
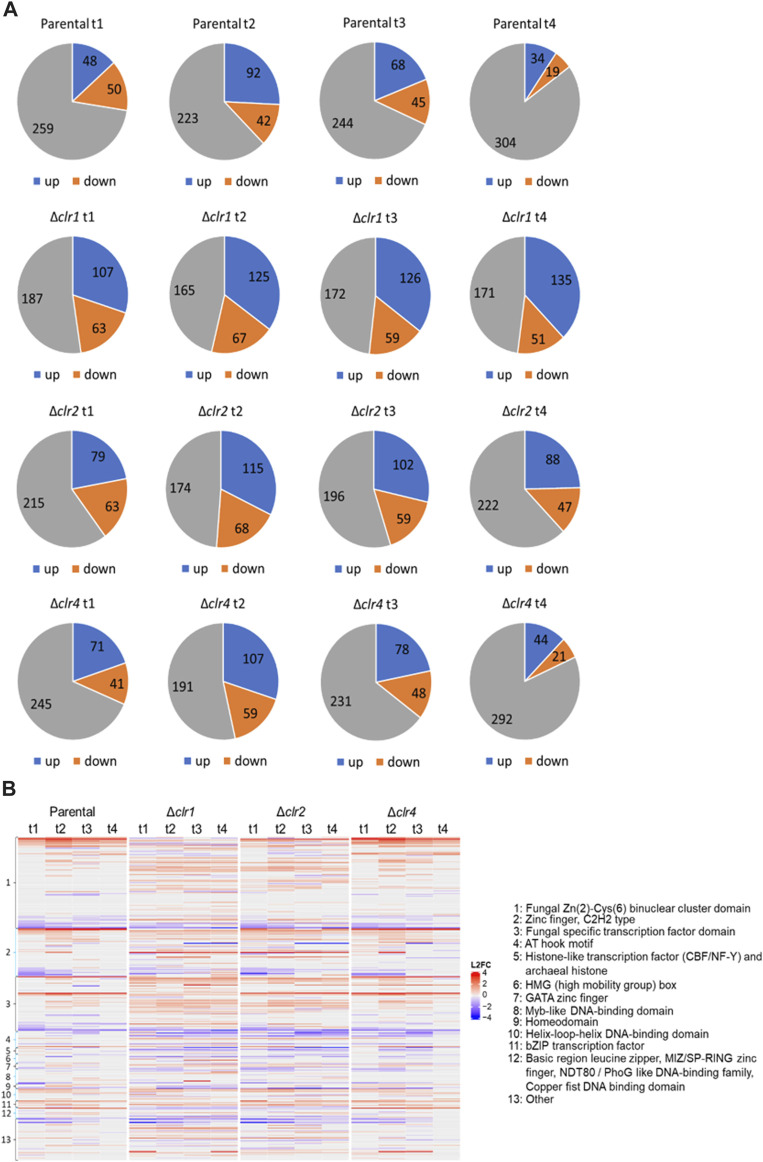
Number of differentially expressed genes predicted to encode transcription factors. **(A)** Numbers of up- (blue) and downregulated (orange) genes as well as genes with no differential expression (grey) at 0.5 h (t1), 1 h (t2), 2 h (t3), and 4 h (t4) after the cellulose spike compared to the respective steady state condition **(B)** Heatmap showing the respective log2 fold change values of these genes (L2FC) belonging to different transcription factor classes. Negative values (blue) represent downregulated genes and positive values (red) upregulated genes.

Although the function of the majority of transcription factors is unknown in *T. thermophilus*, we specifically scrutinized the expression pattern of 47 orthologs of known filamentous fungal transcription factors involved in carbon metabolism and growth control (Figure 8). 

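The transcript of *clr1* (MYCTH_2298863), on chromosome 1 from 8699924 to 8702395, was at 0.911 ± 0.486 CPM over the 12 libraries of *Δclr1* (SD), with 0 to 20 counts per library, against 267 ± 108 CPM over the 12 parental libraries. For *clr2* (MYCTH_38704), on chromosome 1 from 8537416 to 8539985, 11 of the 12 libraries of *Δclr2* had 0 counts and the other had 1, against 389 ± 329 CPM in the parental strain. For *clr4* (MYCTH_2296492), on chromosome 1 from 4434273 to 4437501, the libraries of *Δclr4* had 0 to 2 counts, 8 in total, and 6 of the 12 had 0, against 179 ± 20.1 CPM in the parental strain. In each other strain, each of these genes had at least 5 counts in every library. The remaining counts of *clr1* in *Δclr1* summed to 125.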

Lack of any expression of *clr1*, *clr2*, or *clr4* in the respective deletion strains confirmed their successful deletions in strains BS7.8, BS6.4, and JK2.8, respectively. Highest expression as well as upregulation in the parental and the Δ*clr4* strain were observed for MYCTH_38704 (Clr2), MYCTH_2310085 (Cre1), MYCTH_46266 (GaaR/Pdr2), MYCTH_2310995 (Hac1/A), and MYCTH_2310145 (Xyr1) (Figure 8). 

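HacA/1 (MYCTH_2310995), the regulator of the unfolded protein response, had the highest mean level over t1 to t4 of the 47 orthologs in the parental strain and rose from 522 ± 45.9 to 5520 ± 327 CPM at t2 (SD, n = 2), a log2 fold change of 3.40 (standard error 0.18, adjusted p = 2.2e-16). The carbon catabolite repressor gene *cre1* (MYCTH_2310085) rose from 332 ± 29.4 to 822 ± 24.7 CPM at t3, by 1.31 (standard error 0.16, adjusted p = 1.8e-07), and the pectin regulator gene *gaaR/pdr2* (MYCTH_46266) from 122 ± 2.14 to 880 ± 29.5 CPM at t2, by 2.85 (standard error 0.18, adjusted p = 1.7e-14). *xyr1* (MYCTH_2310145) rose from 73.1 ± 10.1 to 1430 ± 219 CPM and *clr2* (MYCTH_38704) from 11.7 ± 4.39 to 897 ± 87.8 CPM at t2. In *Δclr4* these genes rose too, *hacA/1* by 3.50 (adjusted p = 8.8e-17), *cre1* by 1.09 (adjusted p = 2.2e-06) and *gaaR/pdr2* by 3.13 (adjusted p = 1.1e-15) on the log2 scale at the same times. By mean level over t1 to t4 in the parental strain, *hacA/1*, *xyr1*, *mcmA/1*, *cre1*, *clr2*, *gaaR/pdr2* and *clr1* held ranks 1 to 7 of the 47 orthologs, and *clr4* rank 16.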

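At 0.5 h after the spike, *clr2* (MYCTH_38704) was higher in *Δclr4* than in the parental strain by a log2 fold change of 2.46 (standard error 0.32, adjusted p = 3.9e-07), *xyr1* (MYCTH_2310145) by 1.20 (standard error 0.30, adjusted p = 0.0012), *hacA/1* (MYCTH_2310995) by 0.82 (standard error 0.17, adjusted p = 9.9e-05) and *gaaR/pdr2* (MYCTH_46266) by 0.55 (standard error 0.17, adjusted p = 0.0059). None of these genes passed the test at steady state, where *hacA/1* stood at 584 ± 19 CPM in *Δclr4* (SD, n = 2). The call of *gaaR/pdr2* at 0.5 h was lost without parental replicate 1 (0.48) or *Δclr4* replicate 2 (0.21) at t1, and those of *xyr1* (0.90) and *hacA/1* (0.42) were lost without all libraries of *Δclr4* culture 2. From t2 on, *clr2* was the only one of the 4 genes that passed it, with 1.48, 1.24 and 1.04 at t2, t3 and t4 (adjusted p = 0.00023, 0.0012 and 0.0056 in edgeR), and its call at t4 was lost without parental replicate 2 (0.92) or *Δclr4* replicate 2 (0.77) at t4. These strains were sequenced at different centres. In *Δclr1* and *Δclr2* the levels were lower than in the parental strain at t2, with a log2 value of -3.88 (adjusted p = 7.8e-18) and -4.14 (adjusted p = 6.1e-18) for *hacA/1*, and with a log2 value of -1.83 (adjusted p = 6.4e-11) and -1.84 (adjusted p = 2.3e-10) for *gaaR/pdr2*. *cre1* (MYCTH_2310085) was lower in *Δclr4* at t2, with a log2 value of -0.41 (adjusted p = 0.03), which was not called without any 1 of the 4 libraries of t2 in these strains (-0.44 to -0.38), and in *Δclr1* and *Δclr2* with a log2 value of -1.29 (adjusted p = 3.5e-08) and -1.74 (adjusted p = 4e-10).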

From these, all except MYCTH_2310085 (Cre1) were more strongly expressed in the Δ*clr4* strain, and conversely more weakly expressed in the *Δclr1* and *Δclr2* strains. 

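In *Δclr2*, *xyr1* (MYCTH_2310145) rose from 50.5 ± 10.4 CPM at steady state to 478 ± 49.2, 447 ± 98.4, 643 ± 175 and 1000 ± 85.3 CPM at t1 to t4 (SD, n = 2). At t4 the parental strain had 923 ± 28.6 CPM, and the difference did not pass the test. At t2, *xyr1* was lower in *Δclr2* than in the parental strain, with a log2 value of -1.67 (standard error 0.31, adjusted p = 6.5e-05). Both strains were sequenced at the same centre.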

A further exception is MYCTH_2310145 (Xyr1), which displayed higher expression after 4 h in the Δ*clr2* strain. Notably, MYCTH_2310145 (Xyr1) showed nearly no expression in the Δ*clr1* strain but was highly expressed in the three other strains during all time points. 

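The level of *xyr1* (MYCTH_2310145, on chromosome 6 from 1227369 to 1230624) in *Δclr1* was 87.3 ± 44.9 CPM at steady state and 111 ± 27.9, 72.4 ± 18.5, 82.2 ± 30.3 and 104 ± 51.5 CPM at t1 to t4 (SD, n = 2), and no time passed the test against steady state. In *Δclr4* it was 1460 ± 393 CPM at t1 and 1250 ± 259 CPM at t4. The difference of mean responses from the parental strain was -3.65 (standard error 0.36, adjusted p = 3.2e-09) in *Δclr1*, and -0.11 (standard error 0.36, adjusted p = 0.87) in *Δclr2*, which did not pass the test and ranged from -0.31 to 0.11 when libraries were left out.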

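The *clr1* transcript (MYCTH_2298863) was at 336 ± 50.5 CPM at steady state and 299 ± 44.6, 347 ± 42, 273 ± 6.21 and 298 ± 8.46 CPM at t1 to t4 in the parental strain (SD, n = 2), and no time passed the test. In *Δclr2* it was lower at t2, at 165 ± 28.8 CPM, with a log2 value of -1.09 (standard error 0.22, adjusted p = 8.2e-05), and at t3 with a log2 value of -0.88 (standard error 0.22, adjusted p = 0.0011), a call that was lost without all libraries of *Δclr2* culture 1 (-0.75) or culture 2 (-0.85). The *clr4* transcript (MYCTH_2296492) was at 191 ± 23.3 CPM at steady state and between 163 and 208 CPM after the spike in the parental strain. In *Δclr1* it rose at each time, by 0.52, 0.59, 0.62 and 0.65 on the log2 scale (adjusted p = 0.0023, 0.00061, 0.00034 and 0.00019 in edgeR). *mcmA/1* (MYCTH_2132441), which encodes a MADS-box protein, was at 688 ± 33 CPM at steady state in the parental strain and between 707 and 865 CPM after the spike, with no time past the test.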

Transcription factor encoding genes that displayed high expression levels although they were not differentially expressed in all four strains (or only at one point in time after the cellulose spike) included MYCTH_2298863 (Clr1), MYCTH_2296492 (Clr4) and MYCTH_2132441 (McmA/1) (Figure 8). 

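In *Δclr4*, *clr1* (MYCTH_2298863) was at 367 ± 20.7 CPM at steady state and 442 ± 13.8 CPM at t1 (SD, n = 2). Its level was above that of the parental strain at t1, by 0.57 (standard error 0.22, adjusted p = 0.026), a call that was lost without parental replicate 1 (0.43), *Δclr4* replicate 1 (0.60) or *Δclr4* replicate 2 (0.54) at t1. The level did not differ by the test at t2, t3 and t4. *mcmA/1* (MYCTH_2132441) was at 519 ± 1.74 CPM at t2 in *Δclr4*, below the parental strain with a log2 value of -0.74 (standard error 0.14, adjusted p = 4.6e-05). It was below the parental strain on glucose as well, with a log2 value of -0.53 (standard error 0.14, adjusted p = 0.002) at steady state (not called without *Δclr4* replicate 1 at steady state, -0.36), and its mean response to cellulose was not called as different. The sequencing centre differs between these 2 strains.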

From these, MYCTH_2298863 (Clr1) was stronger and MYCTH_2132441 (McmA/1) more weakly expressed in the *Δclr4* strain when compared to the parental strain. In contrast, MYCTH_2132441 (McmA/1) was more highly expressed in the *Δclr2* strain (t1, t4 only) and much more weakly expressed in the *Δclr1* strain when compared to the parental strain. 

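In *Δclr1*, *mcmA/1* (MYCTH_2132441) fell from 532 ± 95.8 CPM at steady state to 307 ± 11.5 CPM at t3 (SD, n = 2), a log2 fold change of -0.80 (standard error 0.14, adjusted p = 1.4e-05). It stood below the parental level with a log2 value of -1.38 (standard error 0.14, adjusted p = 4.7e-10) at t3, with sequencing at different centres. The difference of mean responses, in which a constant factor of a centre cancels, was -0.77 (standard error 0.16, adjusted p = 0.00019). In *Δclr2* the gene had 820 ± 39.4 CPM at steady state and 721 ± 66.2, 747 ± 70.1, 715 ± 1.13 and 779 ± 65.5 CPM at t1 to t4. No time differed from the parental strain by the test.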

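*stk12* (MYCTH_2297068, on chromosome 1 from 5607770 to 5614063) was at 21.3 ± 4.81 CPM at steady state in the parental strain (SD, n = 2), 20.6 ± 3.74 in *Δclr2*, 315 ± 63.3 in *Δclr1* and 530 ± 181 in *Δclr4*. On glucose in exponential state the levels were 12.9 ± 1.25, 12.5 ± 1.09, 209 ± 23.9 and 272 ± 32.3 CPM in the same order. At steady state it was above the parental level by 3.90 (standard error 0.26, adjusted p = 7e-14) in *Δclr1* and by 4.65 (standard error 0.26, adjusted p = 2.5e-15) in *Δclr4*. The strains with the high level are those sequenced at GenomeScan, and those with the low level were sequenced at Microsynth. After the spike, *stk12* rose in *Δclr1* to 1150 ± 44.3 CPM at t4, by 1.87 (standard error 0.22, adjusted p = 1.8e-08), and in *Δclr2* by 1.26 (standard error 0.25, adjusted p = 7.9e-05) at t2. The mean response differed from the parental strain by 1.00 (standard error 0.27, adjusted p = 0.0036) in *Δclr1*, a call that was lost without parental replicate 2 at steady state (0.76). In *Δclr4* the difference did not pass the test.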

For another predicted transcription factor, MYCTH_2297068 (Stk12), the opposite trend was observed, i.e., a strong expression in the *Δclr1* and *Δclr4* strains but not in the *Δclr2* and parental strains. 

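In *Δclr1*, *clr2* (MYCTH_38704) was at 29.4 ± 16, 15 ± 2.75, 17.7 ± 6.49 and 44.4 ± 2.84 CPM at t1 to t4 (SD, n = 2), against 396 ± 138, 897, 512 ± 6.57 and 515 ± 65 CPM in the parental strain. The difference of mean responses was -4.90 (standard error 0.42, adjusted p = 1.3e-09). In *Δclr4*, *clr2* reached 2170 ± 103, 2500 ± 472, 1210 ± 116 and 1060 ± 261 CPM at t1 to t4 from 14.6 ± 2.22 CPM at steady state. The response of *clr2* at t1 exceeded the parental one by 2.12 (standard error 0.49, adjusted p = 0.088), and those of *xyr1* (MYCTH_2310145) and *hacA/1* (MYCTH_2310995) by 1.63 (standard error 0.44, adjusted p = 0.13) and 0.65 (standard error 0.23, adjusted p = 0.33). None of these differences of response passed the test over all genes in edgeR with all 48 libraries. DESeq2 called those of *clr2* (2.16) and *xyr1* (1.65), edgeR in a model of these 2 strains alone called both (2.13 and 1.63), edgeR with a replicate block called that of *xyr1* (1.60), and edgeR without parental replicate 2 at t1 called that of *clr2* (2.53). *stk12* (MYCTH_2297068) at t3 was at 920 CPM in *Δclr1* and 543 CPM in *Δclr4*, against 30.9 in the parental strain and 50.2 in *Δclr2*. The paper reasons from the low level of *clr2* in *Δclr1* and from the higher levels of *clr2*, *xyr1* and *hacA/1* in *Δclr4*, which Figure 8 shows as mean counts of 2 replicates. It names as possibilities that Clr1 regulates *clr2*, that Clr4 is a brake on these regulators, and that McmA/1 and Stk12 have a part in the control of cellulase genes.

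**Figure D4:**
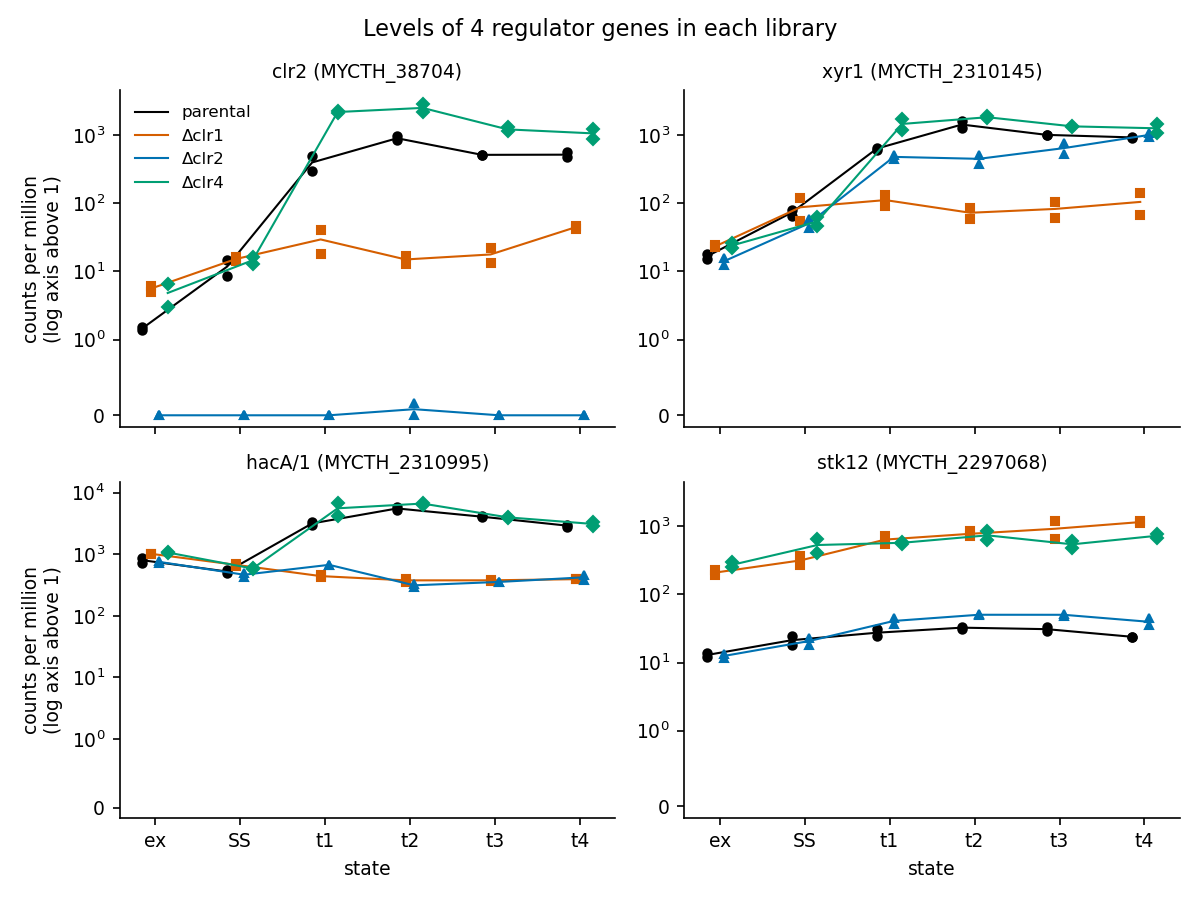
CPM (vertical axes, logarithmic above 1 and linear below) of *clr2*, *xyr1*, *hacA/1* and *stk12* in each library, by state (horizontal axes), with lines through the means of 2 replicates. *clr2* rises to 2500 CPM in *Δclr4* and 897 CPM in the parental strain at t2, is at 15 CPM in *Δclr1* at t2 and is near 0 in *Δclr2* (triangles), and *stk12* is high in *Δclr1* and *Δclr4* in every state.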

The data altogether imply that within the regulatory network i) Clr1 could potentially regulate *clr2* expression, which is implied by the low expression levels of *clr2* in the Δ*clr1* strain, ii) Clr4 might act as a transcriptional brake, which is implied by the much higher expression levels of, e.g., *clr2*, *xyr1*, and *hacA/1* in the Δ*clr4* strain and iii) McmA/1 and Stk12 might play an important regulatory role for cellulase expression.

**FIGURE 8:**
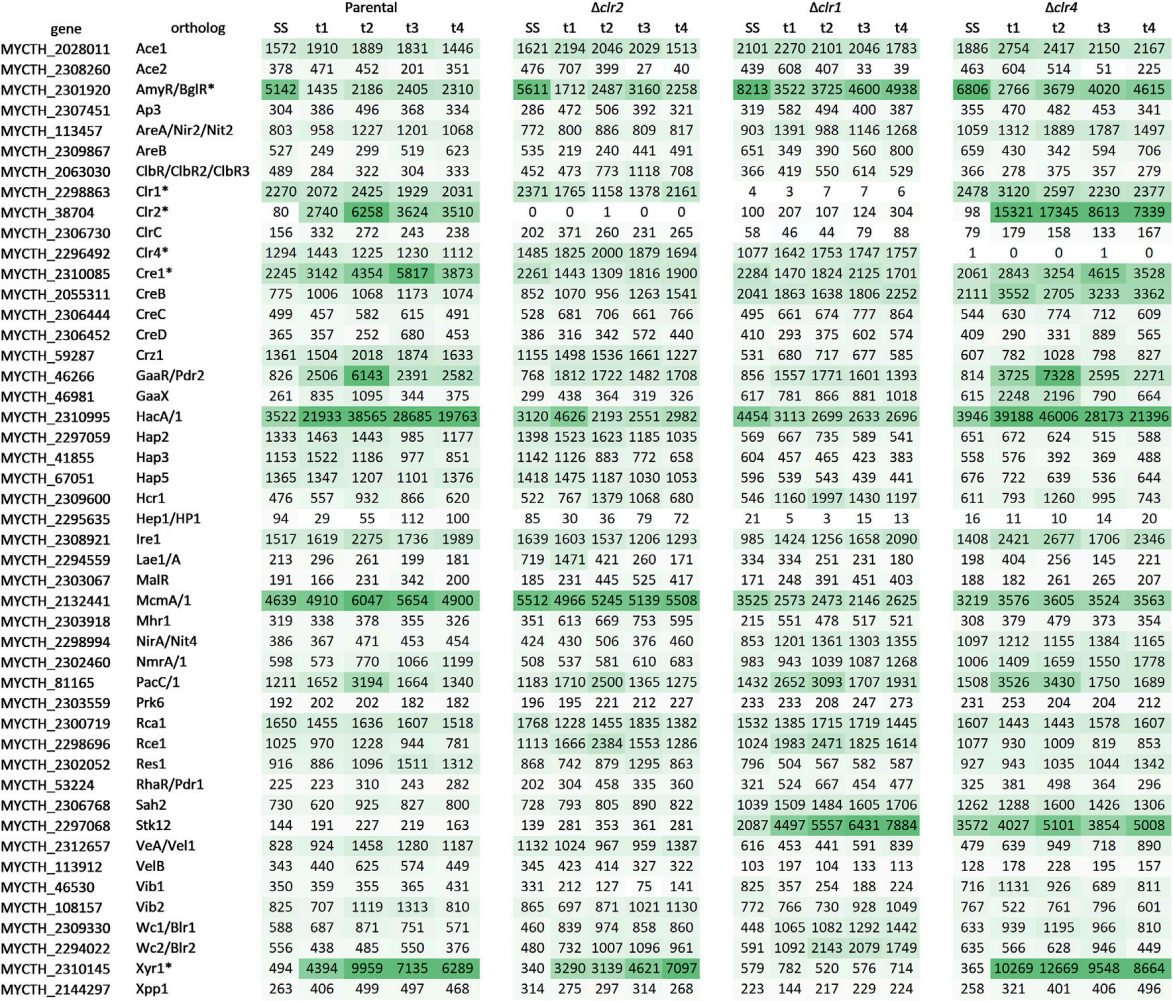
Qualitative heatmap with expression profiles of orthologous genes predicted to encode fungal transcription factors involved in carbon degradation. Shown are the mean values of the normalized raw counts of the two replicates at steady state (SS) as well as 0.5 h (t1), 1 h (t2), 2 h (t3), and 4 h (t4) after the cellulose spike compared to the respective steady state condition. The green colour scales with the expression level of the gene (the darker the higher). A dash separates possible orthologs of this regulator if more than one was found. An asterisk marks regulators that have already been investigated in *T. thermophilus*. The original data including the respective log2 fold change values can be found in Supplementary Material S10.

## Discussion

The experimental approach followed in this study enabled us to obtain and compare physiological and transcriptomic fingerprints for strains deleted for the transcriptional regulators Clr1, Clr2, and Clr4 with their parental *T. thermophilus* strain. The results from mutually confirming data obtained from PCA plot analyses, differential gene expression analyses, GO term enrichment analyses, protein analyses and growth assays indicate an important role of these transcription factors for the expression of lignocellulosic enzymes including cellulases, hemicellulases, pectinases, and esterases.

### The role of Clr1 in *T. thermophilus*

We could confirm a key role of Clr1 for growth on cellulose and cellobiose as described earlier for *N. crassa* (Coradetti et al., 2012) and *T. thermophilus* (Haefner et al., 2017a). 

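At all 4 times after the spike, 1 cellulase gene was higher in *Δclr1* and 4 were lower in edgeR, against 11 and 1 in *Δclr2*. For hemicellulase genes the counts were 8 and 6 in *Δclr1*. The 5 cellulase calls in *Δclr1* were 3, 2, 2, 2 and 3 without its replicate 1 at t1, replicate 1 at t2, replicate 2 at t1, replicate 2 at t2 and replicate 2 at steady state. The endoglucanase MYCTH_111372, on chromosome 3 from 4135959 to 4137568, rose from 0.295 ± 0.417 to 187 ± 22.3 CPM at t4 in the parental strain (SD, n = 2) and was at 0.387 ± 0.424 CPM in *Δclr1* at t4.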

Nearly all predicted cellulase, hemicellulase, pectinase, and esterase genes, which became upregulated in the parental strain in response to cellulose, failed to do so in the strain deleted for *clr1*. Nevertheless, growth on glucose was unaffected in the *clr1* deletion strain. 

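On glucose in exponential growth, *clr1* (MYCTH_2298863) was at 48.7 ± 7.48 CPM in the parental strain, 45.6 ± 5.52 in *Δclr2* and 44.1 ± 7.34 in *Δclr4* (SD, n = 2). At steady state of the glucose-limited chemostat it was higher in each of them, and the log2 fold change of ex against SS was -2.78 (standard error 0.24, adjusted p = 4.1e-11) in the parental strain, -2.94 (standard error 0.24, adjusted p = 1.5e-11) in *Δclr2* and -3.05 (standard error 0.23, adjusted p = 2.2e-12) in *Δclr4*.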

Based on the observations in this study, *clr1* seems to be constitutively expressed. As described for *N. crassa* and *A. nidulans*, Clr1 becomes activated via inducers only (e.g., cellulose) (Coradetti et al., 2013) and *clr1* overexpression does not lead to expression of Clr1 target genes in *N. crassa* (Coradetti et al., 2012; Craig et al., 2015). It remains to be shown in future studies whether this is also the case in *T. thermophilus*. 

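In *Δclr1*, *hacA/1* (MYCTH_2310995) fell on cellulose with a log2 value of -0.76 (standard error 0.12, adjusted p = 3e-06) over the mean of t1 to t4 and *cre1* (MYCTH_2310085) with a log2 value of -0.46 (standard error 0.12, adjusted p = 0.0018), while both rose in the parental strain. The call of *cre1* in *Δclr1* was lost without all libraries of its culture 1 (-0.33). The differences of mean responses were -3.62 (standard error 0.20, adjusted p = 6.6e-16) and -1.31 (standard error 0.18, adjusted p = 7.7e-07). *gaaR/pdr2* (MYCTH_46266) rose in *Δclr1* by 0.80 (standard error 0.14, adjusted p = 9e-06), less than in the parental strain with a log2 value of -1.08 (standard error 0.19, adjusted p = 3e-05). In *Δclr2* the differences were -3.00 (adjusted p = 2.5e-13) for *hacA/1*, -1.43 (adjusted p = 4.1e-07) for *cre1*, -0.82 (adjusted p = 0.0014) for *gaaR/pdr2* and -0.31 (adjusted p = 0.13) for *mcmA/1* (MYCTH_2132441), of which the last did not pass the test. Of the 47 regulator orthologs, 10 responded more positively and 16 more negatively in *Δclr1* than in the parental strain, and 7 and 8 in *Δclr2* (the same counts when adjusted over the list alone).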

Our data further suggest that the transcriptional factors Clr2, Cre1, Xyr1, GaaR/Pdr2, HacA/1, and McmA/1 are under direct or indirect control of Clr1 in *T. thermophilus*. Regarding regulation of Clr2, so far it has only been shown in *N. crassa* that Clr1 controls *clr2* expression (Coradetti et al., 2012; Coradetti et al., 2013). A more detailed discussion regarding the Clr1 dependent regulation of *clr2* follows in the next section of the discussion. The weaker expression of *cre1* compared to the parental strain in *T. thermophilus* is likely caused by the inability of the *clr1* deletion strain to degrade cellulose and thus not releasing glucose which itself acts as an inducer of CreA/1 as shown in *A. nidulans* and *N. crassa* (Orejas et al., 1999; Orejas et al., 2001; Tamayo et al., 2008; Sun and Glass, 2011). Clr1 dependent *xlr1* expression as observed in this study (*clr1* deletion strain) was also described for *N. crassa* (Craig et al., 2015), *T. thermophilus* (Haefner et al., 2017a) and *Aspergilli* (Raulo et al., 2016) and was accompanied by reduced expression of predicted hemicellulase genes known to be under control of Xyr1. It was earlier proposed that Xyr1 is presumably not involved in cellulose degradation in *T. thermophilus* (Dos Santos Gomes et al., 2019). However, in this study we observed a very high expression level of *xyr1* in the parental strain after spiking with cellulose. This fits well to the observed strong expression of predicted hemicellulase and acetyl esterase genes, whose expression could be regulated by Xyr1 as already shown for predicted xylanase genes in *T. thermophilus* (Dos Santos Gomes et al., 2019). 

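Among the 47 regulator orthologs, *xyr1* (MYCTH_2310145) had the second highest mean level over t1 to t4 in the parental strain. It rose by 3.11 (standard error 0.33, adjusted p = 8.3e-09) at t1 and by 3.66 (standard error 0.34, adjusted p = 6.5e-10) at t4. On glucose it was at 16.6 ± 1.71 CPM in exponential state (SD, n = 2). Hemicellulase genes as a list were higher in the parental strain by camera, with adjusted p = 8.6e-16 (0.00021 with an estimated correlation), and esterase genes with adjusted p = 7.9e-06 (0.0025).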

Hemicellulase expression in *T. thermophilus* might therefore be coupled with cellulase expression. GaaR/Pdr2 is known to be exclusively involved in pectin degradation and not described so far to be regulated via ClrA/1 in filamentous fungi (Alazi et al., 2016; Niu et al., 2017). As the *T. thermophilus clr1* deletion strain expresses less of the ortholog of GaaR/Pdr2 and also less of predicted pectin lyase genes compared to the parental strain, we suggest that cellulase and pectinase genes are co-regulated by Clr1 similar to hemicellulose gene expression (see above). 

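All 8 tested pectin lyase genes were higher over the mean of t1 to t4 in the parental strain, against 1 higher and 1 lower in *Δclr1* (0 and 1 when adjusted over the list alone, and 1 call in total without replicate 1 or 2 at steady state) and 2 and 0 in *Δclr2*. All 8 responded more negatively in *Δclr1* than in the parental strain and 6 in *Δclr2* (8 and 7 over the list alone). The pectate lyase MYCTH_102322 was at 1.5 ± 0.701 CPM at t2 in *Δclr1* (SD, n = 2) and at 262 ± 8.79 CPM in *Δclr4*. From camera, the difference had adjusted p = 1.7e-07 in *Δclr1* (0.023 with an estimated correlation).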

The importance of HacA/1 for balancing protein secretion during the lignocellulolytic response was already earlier described for filamentous fungi (Huberman et al., 2016) and might also be the case for *T. thermophilus*. A weaker expression of the HacA/1 ortholog is in good agreement with the observed lower secretion in the *clr1* deletion strain, meaning that the unfolded protein response is less needed when compared to the parental strain where high expression of CAZYs and thus a high protein secretion load occurs. McmA/1 is known to positively control cellulase expression presumably via interaction with ClrB*/2* in *A. nidulans*, but has no impact on cellulase production in *Talaromyces cellulolyticus* (Yamakawa et al., 2013; Tani et al., 2014; Fujii et al., 2015). Due to the high constitutive expression of *mcmA/1* and its transcriptional dependency of *clr1* expression, a similar function compared to Clr1, or even a transcriptional regulation of *mcmA/1* via Clr1, might be possible to allow fine tuning of cellulase expression in *T. thermophilus*. Finally, the gene predicted to encode the ortholog of *N. crassa* Stk12 is much more highly expressed in the *clr1* deletion strain when compared to the parental strain. The function of Stk12 could be similar as reported for *N. crassa*, where the deletion of *stk12* resulted in a 7-fold higher cellulase production compared to the wildtype (Lin et al., 2019).

### The role of Clr2 besides Clr1 in *T. thermophilus*

The phenotypic and transcriptomic consequences for *T. thermophilus* when deleted for *clr2* were very similar compared to the *clr1* deletion strain, with the exception that the *clr2* deletion strain is still able to grow on cellobiose. An importance of Clr2 for growth on cellulose was already observed in *N. crassa* (Coradetti et al., 2012). Furthermore, *T. thermophilus* was shown to have a reduced ability to secrete proteins when deleted for *clr2* (Haefner et al., 2017b). This fits to the finding that the DNA-binding domain of Clr2 in *T. thermophilus* was recently shown to be important for the response to cellulose (Zhang et al., 2022). Our transcriptomic data uncovered why cellobiose can still be utilized as a carbon source after the deletion of *clr2*: the predicted ß-glucosidase gene MYCTH_115968, the highest expressed predicted ß-glucosidase gene in the parental strain, is still expressed in the Δ*clr2* strain although at a low level. 

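At t4, MYCTH_115968 was at 1380 ± 397 CPM in *Δclr2* (SD, n = 2), 110 ± 5.34 in *Δclr1* and 3780 ± 782 in the parental strain. *Δclr2* was below the parental strain with a log2 value of -1.46 (standard error 0.24, adjusted p = 7e-06) and above *Δclr2* at steady state by 3.51 (standard error 0.26, adjusted p = 2.7e-12). At t1 these 2 strains did not differ by the test. MYCTH_58882, another ß-glucosidase gene, rose in *Δclr2* to 55.3 ± 22.4 CPM at t1. Of the 9 ß-glucosidase genes, 4 were higher and 1 lower at all 4 times in *Δclr2*.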

The importance and high level expression of this ß-glucosidase during cellulose degradation was also shown by previous transcriptomic analysis experiments. Here it was also shown that this ß-glucosidase has the highest expression levels after cellulose induction similar to our observations (Qin et al., 2022). Due to such residual expression of some predicted cellulase, hemicellulase, pectinase, and esterase genes like MYCTH_115968 in the Δ*clr2* strain (which is not the case in the Δ*clr1* strain), we speculate that i) Clr1 is important for a basal expression of these lignocellulolytic enzymes to ensure their expression as scouting enzymes and that ii) the main lignocellulolytic response might become two-step triggered via Clr1-dependent expression of *clr2*. Future studies which will analyse *clr1, clr2* double deletion strains can affectively assess this hypothesis. Another remarkable difference between the Δ*clr1* and Δ*clr2* strains is expression of genes encoding for the orthologs of McmA/1, Stk12, and Xyr1. The genes encoding McmA/1 as well as Stk12 are regulated by Clr1 in *T. thermophilus* but likely not by Clr2 since similar expression levels were observed in the *clr2* deletion strain when compared to the parental strain. 

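The response of *mcmA/1* (MYCTH_2132441) over the mean of t1 to t4 was -0.61 (standard error 0.11, adjusted p = 8e-06) in *Δclr1* and -0.15 (standard error 0.11, adjusted p = 0.26) in *Δclr2*, of which the second did not pass the test. For *stk12* (MYCTH_2297068) it was 1.43 (standard error 0.19, adjusted p = 7.1e-08) in *Δclr1* and 1.10 (standard error 0.21, adjusted p = 5.4e-05) in *Δclr2*. The difference from the parental response of *stk12* in *Δclr2* was 0.67 (standard error 0.30, adjusted p = 0.084), which did not pass the test but was called with a replicate block (0.67) and in a model of these 2 strains alone (0.66). In level, *stk12* was at 39.6 ± 6.53 CPM in *Δclr2* and 23.9 ± 0.00321 CPM in the parental strain at t4 (SD, n = 2).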

Based on these observations and published literature (see previous section) we speculate that Clr1 and McmA/1 could have overlapping functions in *T. thermophilus* and could potentially regulate each other’s gene expression to enable fine tuning of cellulase expression. As, however, the expression trend of *mcmA/1* and *stk12* behaves contrary in the *clr1* deletion strain, they could have opposing functions. These two hypotheses are worth studying further. Finally, expression of *xyr1* in the Δ*clr2* strain is also very different compared to its expression in the Δ*clr1* strain. 

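*xyr1* (MYCTH_2310145) rose in *Δclr2* by 3.61 (standard error 0.32, adjusted p = 3.4e-11) over the mean of t1 to t4. In *Δclr1* the mean response did not pass the test. In level, *Δclr1* was below the parental strain with a log2 value of -4.30 (standard error 0.35, adjusted p = 5.2e-12) at t2 and -3.14 (standard error 0.33, adjusted p = 8e-10) at t4, in strains sequenced at different centres. At steady state the difference did not pass the test. The counts of *xyr1* in *Δclr1* correspond to 23.4 CPM in exponential state and were above 0 in every library.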

*Xyr1* expression is absent in the *clr1* deletion strain but detectable in the clr2 deletion strain, implying that Clr1 could be directly or indirectly the main regulator of xyr1 expression.

### The role of Clr4 besides Clr1 and Clr2 in *T. thermophilus*

This study suggests that besides Clr1 and Clr2, Clr4 is also of importance for cellulase expression in *T. thermophilus*. A considerable number of predicted cellulase, hemicellulase, pectinase, and esterase genes that become upregulated in the parental strain upon the shift to cellulose (especially the highest expressed ones) display a much higher expression in the Δ*clr4* deletion strain. This is accompanied by upregulation of genes predicted to encode transcription factors (e.g., *clr2*, *gaaR/pdr2*, *hacA/1*, and *xyr1*). 

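Of all 46 tested cellulase genes, 22 were higher and 2 lower in level in *Δclr4* than in the parental strain at t1, 17 and 2 at t2, 13 and 7 at t3, and 10 and 5 at t4, where the 15 calls were 7 without parental replicate 2 at t4. The endoglucanase MYCTH_116157 was higher by 3.31 (standard error 0.30, adjusted p = 1.1e-10) at t1, and its level in *Δclr4* at t2 was 2100 ± 350 CPM against 351 ± 4.27 CPM in the parental strain (SD, n = 2). The endoglucanase MYCTH_86753 was higher by 1.02 (standard error 0.22, adjusted p = 2e-04) at t1, and the cellobiohydrolase MYCTH_109566, the most highly expressed of its type, did not differ by the test at t1 (10300 ± 3270 and 10300 ± 2030 CPM in the parental strain and *Δclr4*) or t2. The differences of mean response, in which a constant factor of a centre cancels, did not pass the test for MYCTH_116157 (1.06 (standard error 0.34, adjusted p = 0.31)) or MYCTH_86753 (0.27 (standard error 0.26, adjusted p = 0.89)). At steady state MYCTH_116157 was already higher in *Δclr4*, by 1.44 (standard error 0.31, adjusted p = 0.00023).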

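Of the 47 regulator orthologs, *clr2* (MYCTH_38704) rose in *Δclr4* by 6.79 (standard error 0.38, adjusted p = 1.3e-13) over the mean of t1 to t4, *gaaR/pdr2* (MYCTH_46266) by 2.07 (standard error 0.15, adjusted p = 5.5e-13), and *hacA/1* (MYCTH_2310995) by 2.98 (standard error 0.16, adjusted p = 2.4e-16). In the parental strain the same responses were 1.88 for *gaaR/pdr2* and 2.86 for *hacA/1*. The difference of responses between *Δclr4* and the parental strain passed the test for 0 of the 47 orthologs over the mean of t1 to t4 in edgeR and in DESeq2, with 6 at an unadjusted p under 0.05, and for 1 that responded more negatively when adjusted over the list alone.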

We propose that the higher expression of these regulators and CAZYs in the *clr4* mutant is presumably because of the much higher expression of *clr2*. In agreement, it was recently shown that Clr4 is able to bind to *clr2* promotor sequences in *T. thermophilus* and *N. crassa* (Liu et al., 2019). Interestingly, expression trends of the orthologs of Stk12 and McmA/1 are similar in the *clr1* and *clr4* deletion strains but not when compared to the parental strain. Therefore, it could be conceivable that a direct or indirect interaction between Clr1 and Clr4, besides the possibility of an independent trigger by the single transcription factors, could potentially regulate the expression of *stk12* and *mcmA/1*. Future experiments could unravel whether Clr1 and Clr4 could potentially co-coordinate carbon-catabolite repression and fine-tuning of lignocellulolytic enzyme expression via these regulators in *T. thermophilus*. In addition, further deletion experiments are necessary to clarify whether the orthologs of McmA/1 and Stk12 are inducers or repressors of cellulase expression. 

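*clr4* (MYCTH_2296492) was at 161 ± 12.1 CPM in exponential state in the parental strain, 142 ± 13.3 in *Δclr1* and 160 ± 5.24 in *Δclr2* (SD, n = 2). After the spike it was at 208 ± 8.25, 175 ± 6.13, 174 ± 13 and 163 ± 16.6 CPM at t1 to t4 in the parental strain, and the mean response did not pass the test. In *Δclr1* the response differed from that of the parental strain by 0.69 (standard error 0.16, adjusted p = 0.00076).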

Due to the constitutive expression of the *clr4* gene, we furthermore propose that Clr4 could, similar to Clr1, require an inducer to become activated as a transcription factor. Intriguingly, upregulation of genes predicted to encode transcription factors (e.g., *clr2*, *gaaR/pdr2*, *hacA/1*, and *xyr1*) and lignocellulolytic enzymes in the *clr4* deletion strain could either suggest that Clr4 acts as a repressor, i.e., as a transcriptional brake, of this lignocellulolytic network and/or as an activator of other genes encoding hydrolytic enzymes that enter the secretory pathway and block it otherwise for secretion of lignocellulolytic enzymes. Notably, the data obtained for the *Δclr4* deletion strain in this study deviate from data published earlier for *T. thermophilus* and *N. crassa* obtained from shake flask cultures (Liu et al., 2019). There, protein band patterns observed in SDS-PAGE analyses differed considerably from the reference strain used. Also, much less secreted proteins were observed in the deletion strain when cultivated on cellulose, and *clr2* and *xyr1* showed reduced expression. We assume that this is because of the different experimental setup and sampling times used. As the transcriptional response to changing carbon sources is a very fast and dynamic one, usually followed by homeostatic feedback loop mechanisms generally inherent to all biological systems, it will become an important question for future experiments to dissect the time-dependent responses of *T. thermophilus* to cellulose.

## Conclusion

This study uncovered that cellulase gene expression is tightly coupled with hemicellulase, pectinase, and esterase gene expression in *T. thermophilus* when cultivated on cellulose. The transcription factors Clr1 and Clr2 are the main regulators of these CAZYs, and presumably perform this function by co-regulating other transcriptional factors including Xyr1, GaaR/Pdr2, Stk12 and McmA/1 to name but a few. The data suggest that Clr1 ensures basal expression of cellulases irrespective of the presence of cellulose and that *clr2* expression requires Clr1. When *T. thermophilus* becomes confronted with cellulose as main carbon source, Clr1 initiates the main lignocellulolytic response via Clr2. Finally, the results of this study suggest that Clr4 acts as a repressor of cellulase expression presumably via regulation of *clr2* expression.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Supplementary material

SUPPLEMENTARY MATERIAL S1 clr1, clr2, and clr4 deletion and marker removal.

SUPPLEMENTARY MATERIAL S2 Bioreactor cultivations (*clr1* and *clr4* deletion strains).

SUPPLEMENTARY MATERIAL S3 Secreted protein profiles of all four strains.

SUPPLEMENTARY MATERIAL S4 PCA and quantitative real-time PCR.

SUPPLEMENTARY MATERIAL S5 Candidate genes important for cellulose adaptation.

SUPPLEMENTARY MATERIAL S6 Venn diagrams.

SUPPLEMENTARY MATERIAL S7 GO term enrichment analysis.

SUPPLEMENTARY MATERIAL S8 List of CAZYs and expression values.

SUPPLEMENTARY MATERIAL S9 Differentially expressed CAZY categories.

SUPPLEMENTARY MATERIAL S10 List of transcription factors and expression values.

SUPPLEMENTARY MATERIAL S11 Oligonucleotides used in this study.

SUPPLEMENTARY MATERIAL S12 Plasmids used in this study.

SUPPLEMENTARY MATERIAL S13 Raw counts, normalized counts, DE values all genes.

# Supplementary material for: Transcriptomic insights into the roles of the transcription factors Clr1, Clr2 and Clr4 in lignocellulose degradation of the thermophilic fungal platform Thermothelomyces thermophilus
**Source:** Front Bioeng Biotechnol. 2023 Oct 6;11:1279146. doi: 10.3389/fbioe.2023.1279146
**Supplement:** Supplementary file 1

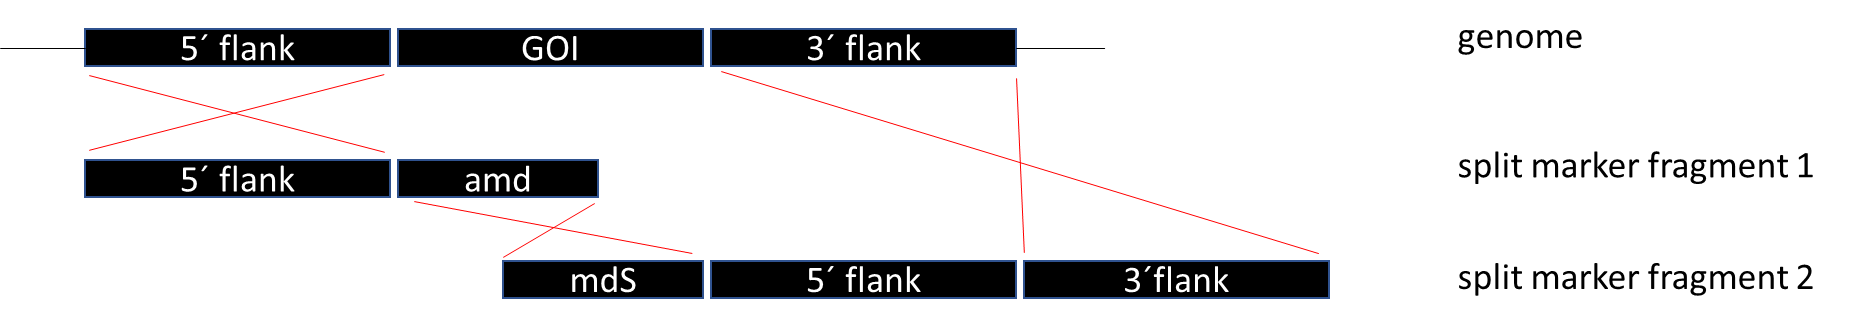

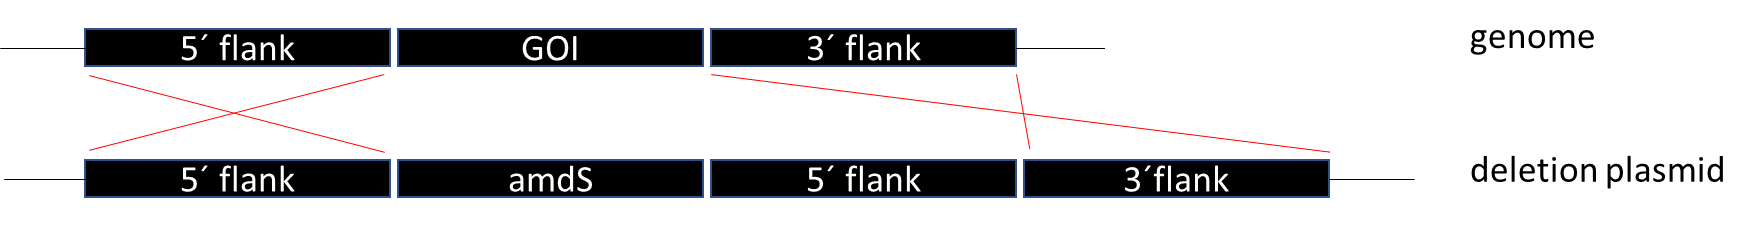

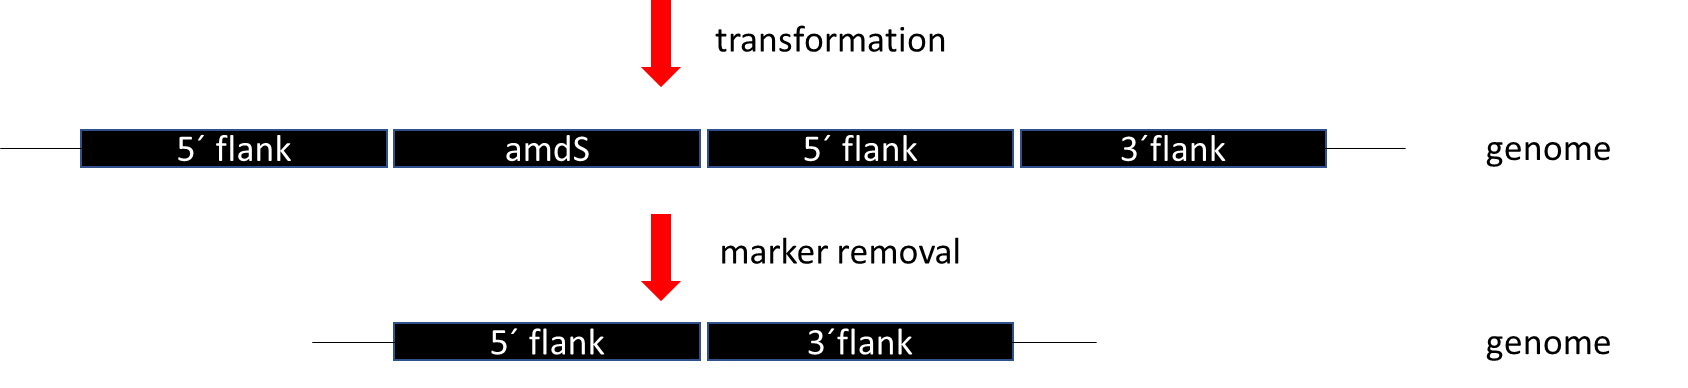

**A**

**B**

**C**

**D**

**S1 Figure 1: Schematic illustration of gene deletion strategies used in this work. Homologous recombination sites are shown as red lines.** (A) Split marker approach. Two split marker fragments were transformed in T. thermophilus to enhance the possibility of correct homologous recombination, resulting in (C). (B) CRISPR/Cas12a approach. The whole plasmid carrying the deletion cassette was transformed in T. thermophilus, where CRISPR/Cas12a (depicted by scissors) was used to cut in the gene of interest (GOI) to enhance the possibility of correct homologous recombination. This approach also resulted in (C). After the gene was successfully deleted (C), the marker (amdS) was removed via FAA plating, resulting in (D).

S1 Figure 2

**
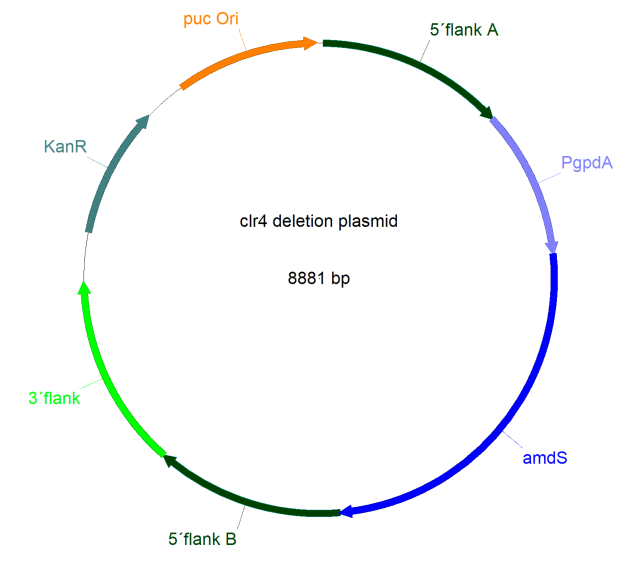
**

**S1 Figure 2: Map of the plasmid used for clr4 deletion.** The plasmid is carrying a 5´ flank (A) and a 3´flank, surrounding the clr4 ORF for homologous integration of the via PgpdA from A. nidulans constitutively expressed amdS selection marker gene (including terminator) and a second 5´flank (B) for marker removal. KanR and puc Ori are required for selection and amplification in E. coli.

| fragment | template used to amplify fragment | primer used to amplify fragment | fused fragments | primer used to fuse fragments |
| --- | --- | --- | --- | --- |
| BB | MT134 | 2132+2089 | BB+5´flank A | 2132+2136 |
| 5´flank A | gDNA | 2128+2081 |  |  |
| P An *gpdA–*An *amdS*-T An *amdS* | pMJK19.7 | 2129+2083 |  |  |
| 5´flank B | gDNA | 2130+2085 | 5´flank B+3´flank | 2130+2139 |
| 3´flank | gDNA | 2131+2087 |  |  |

**S1 Table 1: Templates and primers used to amplify fragments and fused fragments for CPEC.** The fused fragments and the amdS selection marker fragment were subsequently used in CPEC. BB= backbone. An= Aspergillus nidulans.

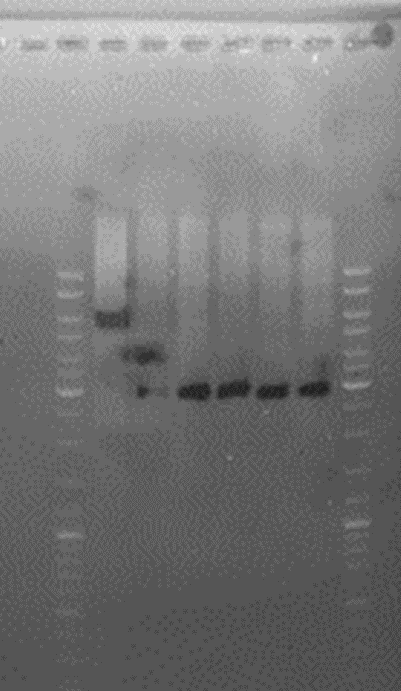

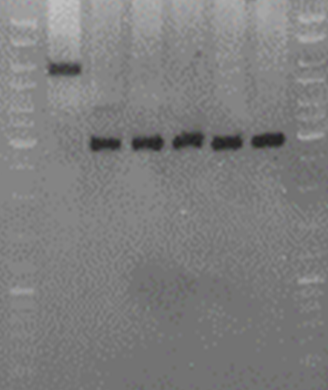

3000 bp

2500 bp

6000 bp

5000 bp

M

M

M

M

MJK20.3

BS7.14

BS7.13

BS7.10

BS7.8

BS7.4

MJK20.3

BS7.14

BS7.13

BS7.10

BS7.8

BS7.4

**A**

**B**

**S1 Figure 3: Deletion of clr1 in MJK20.3.** Shown are the results of the Southern analysis after marker recycling using a 5´probe (A) and a 3´probe (B). Enzymatic digestion was performed using XmnI. A marker (M) was used as a reference for fragment sizes. The expected fragment sizes are shown in S1 Table 2.

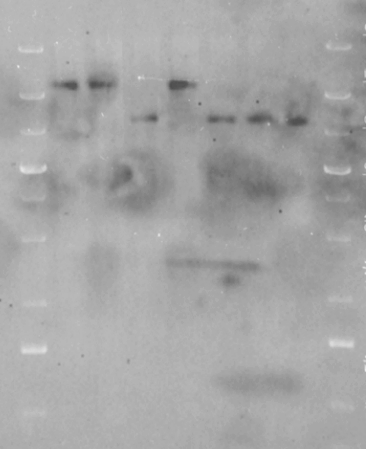

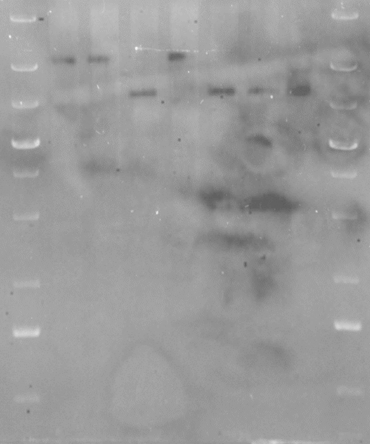

20000 bp

10000 bp

7000 bp

5000 bp

M

MJK20.2

#15

BS6.4

#12

BS6.3

BS6.2

BS6.1

MJK20.2

#15

BS6.4

#12

BS6.3

BS6.2

BS6.1

M

M

M

**A**

**B**

**S1 Figure 4: Deletion of clr2 in MJK20.2.** Shown are the results of the Southern analysis after marker recycling using a 5´probe (A) and a 3´probe (B). Enzymatic digestion was performed using XbaI. A marker (M) was used as a reference for fragment sizes. The expected fragment sizes are shown in S1 Table 2.

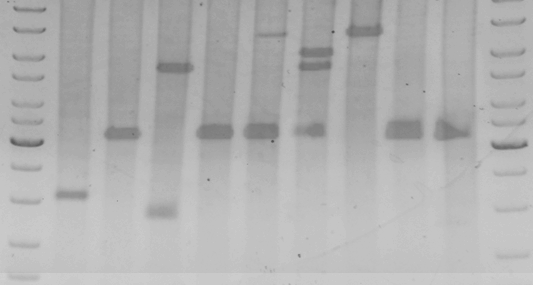

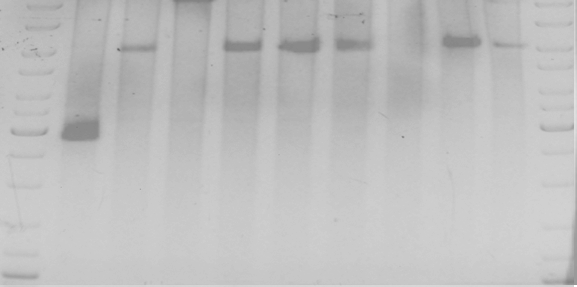

3000 bp

3500 bp

2500 bp

2000 bp

6000 bp

8000 bp

M

M

M

M

MJK20.3

JK2.10

JK2.10

MJK20.3

#9

#9

JK2.8

JK2.8

#6

#6

#5

#5

#3

#3

JK2.2

JK2.2

JK2.1

JK2.1

**A**

**B**

**S1 Figure 5: Deletion of clr4 in MJK20.3.** Shown are the results of the Southern analysis after marker recycling using a 5´probe. Enzymatic digestion was performed using SalI (A) and KpnI (B). A marker (M) was used as a reference for fragment sizes. The expected fragment sizes are shown in S1 Table.

**S1 Table 2: Expected fragment sizes depending on the enzyme used for digestion and the possible genotype.** The parental strain (Δku80) was used as a negative control.

| deleted gene | enzyme | genotype | fragment size [bp] |
| --- | --- | --- | --- |
| *clr2* | XbaI | Δ*ku80* | 11879 |
|  |  | Δ*ku80*, Δ*clr2* | 8180 |
| *clr1* | XmnI | Δ*ku80* | 5660 |
|  |  | Δ*ku80*, Δ*clr1* | 2940 |
| *clr4* | SalI | Δ*ku80* | 2150 |
|  |  | Δ*ku80*, Δ*clr4* | 3274 |
|  | KpnI | Δ*ku80* | 2919 |
|  |  | Δ*ku80*, Δ*clr4* | 6054 |

# Supplementary material for: Transcriptomic insights into the roles of the transcription factors Clr1, Clr2 and Clr4 in lignocellulose degradation of the thermophilic fungal platform Thermothelomyces thermophilus
**Source:** Front Bioeng Biotechnol. 2023 Oct 6;11:1279146. doi: 10.3389/fbioe.2023.1279146
**Supplement:** Supplementary file 2

| name | description | reference |
| --- | --- | --- |
| MT121 | puc Ori, 5´*clr2*, P An *gpdA*, An *amdS* part 1, kanR | BASF SE (Ludwigshafen, Germany) |
| MT122 | puc Ori, 5´*clr1*, P An *gpdA*, An *amdS* part 1, kanR | BASF SE (Ludwigshafen, Germany) |
| MT227 | puc Ori, An *amdS* part 2, T An *amdS*, 5´*clr1*, 3´*clr1*, kanR | BASF SE (Ludwigshafen, Germany) |
| MT28 | puc Ori, An *amdS*, ampR; positive control for transformation | BASF SE (Ludwigshafen, Germany) |
| MT497 | puc Ori, An *amdS* part 2, T An *amdS*, 5´*clr2*, 3´*clr2*, kanR | BASF SE (Ludwigshafen, Germany) |
| pBS1.13 | puc Ori, 5´*clr4*, P An *gpdA*, An *amdS,* T An *amdS*, 5´*clr4*, 3´*clr4*, kanR | this study |
| pMJK19.7 | ColE1 Ori, 5´*ku70*, P An *gpdA*, An *amdS*, 3´*ku70*, ampR | Min Jin Kwon, data not published |

**S12 Table 1*:* Plasmids used in this study.** An= *Aspergillus nidulans*.

# Supplementary material for: Transcriptomic insights into the roles of the transcription factors Clr1, Clr2 and Clr4 in lignocellulose degradation of the thermophilic fungal platform Thermothelomyces thermophilus
**Source:** Front Bioeng Biotechnol. 2023 Oct 6;11:1279146. doi: 10.3389/fbioe.2023.1279146
**Supplement:** Supplementary file 3

|  |  |  | MJK20.3 | | BS6.4 | | BS7.8 | | JK2.8 | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **class** | type | genes | t1-t4 up | t1-t4 down | t1-t4 up | t1-t4 down | t1-t4 up | t1-t4 down | t1-t4 up | t1-t4 down |
| **cellulases** | endoglucanases | 9 | 7 | 0 | 2 | 0 | 1 | 0 | 8 | 0 |
|  | cellobiohydrolases | 7 | 5 | 0 | 3 | 0 | 0 | 0 | 5 | 0 |
|  | ß-glucosidases | 9 | 4 | 1 | 4 | 1 | 0 | 1 | 4 | 1 |
|  | LPMOs | 24 | 14 | 0 | 1 | 0 | 0 | 0 | 13 | 0 |
| **hemicellulases** | xylanases | 12 | 5 | 0 | 2 | 0 | 1 | 0 | 5 | 0 |
|  | xylosidases | 4 | 3 | 0 | 2 | 0 | 1 | 0 | 2 | 0 |
|  | endoarabinases | 3 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
|  | exoarabinases/ arabinofuranosidases | 11 | 3 | 0 | 2 | 0 | 2 | 0 | 3 | 0 |
|  | mixed-linked glucanase | 5 | 1 | 0 | 0 | 0 | 0 | 1 | 3 | 0 |
|  | mannanases | 10 | 3 | 0 | 1 | 1 | 2 | 1 | 3 | 1 |
|  | mannosidases | 11 | 3 | 1 | 0 | 1 | 0 | 2 | 3 | 2 |
|  | galactanases | 2 | 1 | 0 | 0 | 0 | 0 | 0 | 1 | 0 |
|  | galactosidases | 7 | 3 | 0 | 4 | 0 | 2 | 0 | 3 | 0 |
| **pectinases** | polygalacturonases | 2 | 1 | 0 | 0 | 0 | 0 | 0 | 1 | 0 |
|  | rhamnosidases | 1 | 0 | 0 | 1 | 0 | 1 | 0 | 0 | 0 |
|  | pectin lyases | 8 | 7 | 0 | 2 | 0 | 0 | 0 | 6 | 0 |
| **esterases** | feruloyl esterases | 4 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
|  | acetyl esterases | 9 | 5 | 0 | 1 | 0 | 1 | 0 | 5 | 1 |
|  | pectin esterases | 4 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
|  | glycuronoyl esterases | 2 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| **starch metabolism** | alpha amylases | 4 | 0 | 2 | 1 | 1 | 2 | 2 | 0 | 1 |
|  | alpha glucosidases | 4 | 0 | 0 | 3 | 0 | 3 | 0 | 0 | 0 |
|  | glucoamylases | 2 | 0 | 1 | 1 | 1 | 1 | 1 | 0 | 1 |
|  | glycogen debranching enzymes | 2 | 0 | 1 | 0 | 1 | 0 | 1 | 0 | 1 |
| **cell wall remodeling** | glucanases | 12 | 1 | 1 | 1 | 3 | 1 | 2 | 0 | 2 |
|  | transglucosylases | 4 | 0 | 1 | 0 | 1 | 0 | 1 | 0 | 2 |
|  | chitosanases | 2 | 1 | 0 | 0 | 0 | 0 | 0 | 1 | 0 |
|  | diacetylmuramidase | 1 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 1 |
|  | glucosaminidase | 3 | 0 | 0 | 0 | 0 | 0 | 1 | 0 | 0 |
|  | chitinases | 8 | 1 | 0 | 2 | 2 | 3 | 2 | 1 | 0 |
|  | crosslinking transglycosidase | 3 | 0 | 1 | 0 | 1 | 0 | 1 | 0 | 1 |
| **glycosyltransferases** | glycosyltransferases | 83 | 4 | 2 | 8 | 11 | 10 | 17 | 5 | 4 |
| **other** | other | 124 | 24 | 6 | 13 | 6 | 8 | 6 | 20 | 4 |
|  | total | 396 | 96 | 17 | 9 | 8 | 4 | 7 | 12 | 4 |

**S9 Table 1*:* Differentially expressed CAZY categories.** Shown are the numbers of genes belonging to different CAZY classes that are differentially expressed at all points in time after the cellulose spike in strains BS6.4, BS7.8, JK2.8, and the reference strain MJK20.3.

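The table counts genes that were called at 0.5, 1, 2 and 4 h after the spike alike, per CAZY class and strain. From the deposited counts, edgeR called 24 higher and 6 lower genes of the class "other" in the parental strain, 32 and 8 in *Δclr4*, 21 and 15 in *Δclr2*, and 12 and 13 in *Δclr1*. For starch metabolism the counts were 0 and 4 in the parental strain and 6 and 4 in *Δclr1*. Glucoamylase MYCTH_72393 and trehalase MYCTH_75490 were among the genes lower at all 4 times in all strains. For hemicellulases in *Δclr4* the counts were 22 and 3, and for cellulases 30 and 1.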

# Supplementary material for: Transcriptomic insights into the roles of the transcription factors Clr1, Clr2 and Clr4 in lignocellulose degradation of the thermophilic fungal platform Thermothelomyces thermophilus
**Source:** Front Bioeng Biotechnol. 2023 Oct 6;11:1279146. doi: 10.3389/fbioe.2023.1279146
**Supplement:** Supplementary file 4

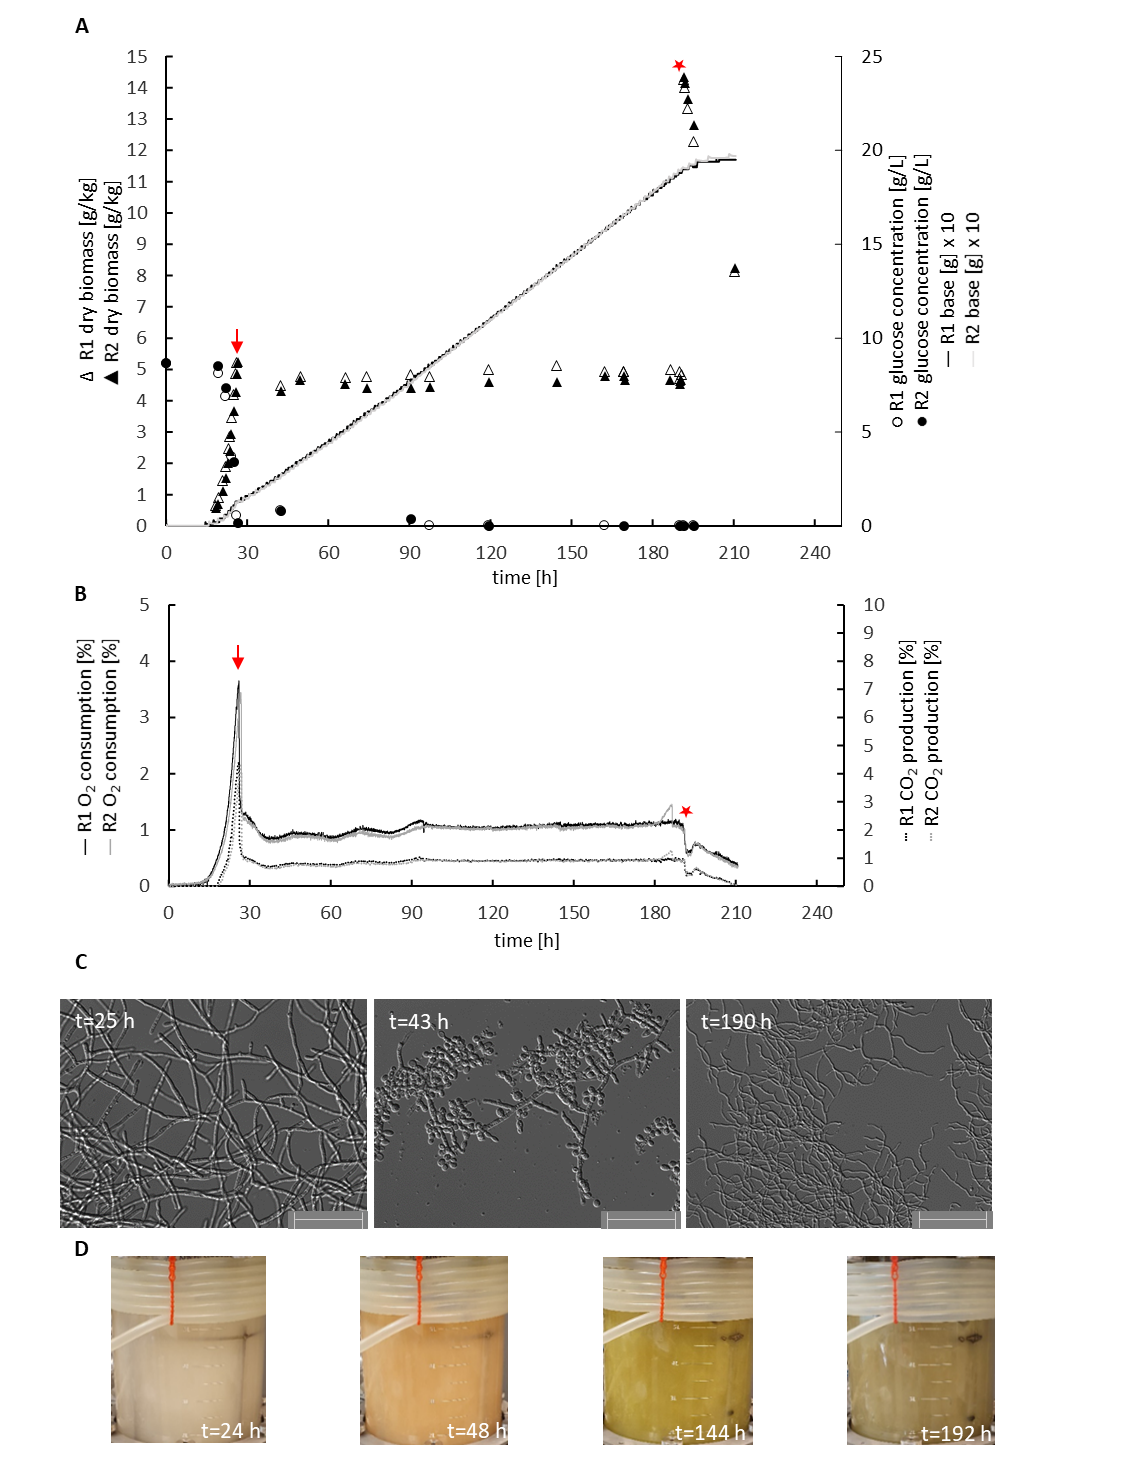

**S2 Figure 1: Physiology of the clr4 deletion strain during chemostat bioreactor cultivation.** Strain JK2.8 was cultivated and analysed as described in Figure legend 2. Biomass accumulation, glucose concentration, base addition (A), oxygen consumption, carbon dioxide production (B), mycelial morphology (C), and colour of the culture broth (D) are given for duplicate cultures of strain JK2.8 (R1, R2). Scale bar= 50 µm.

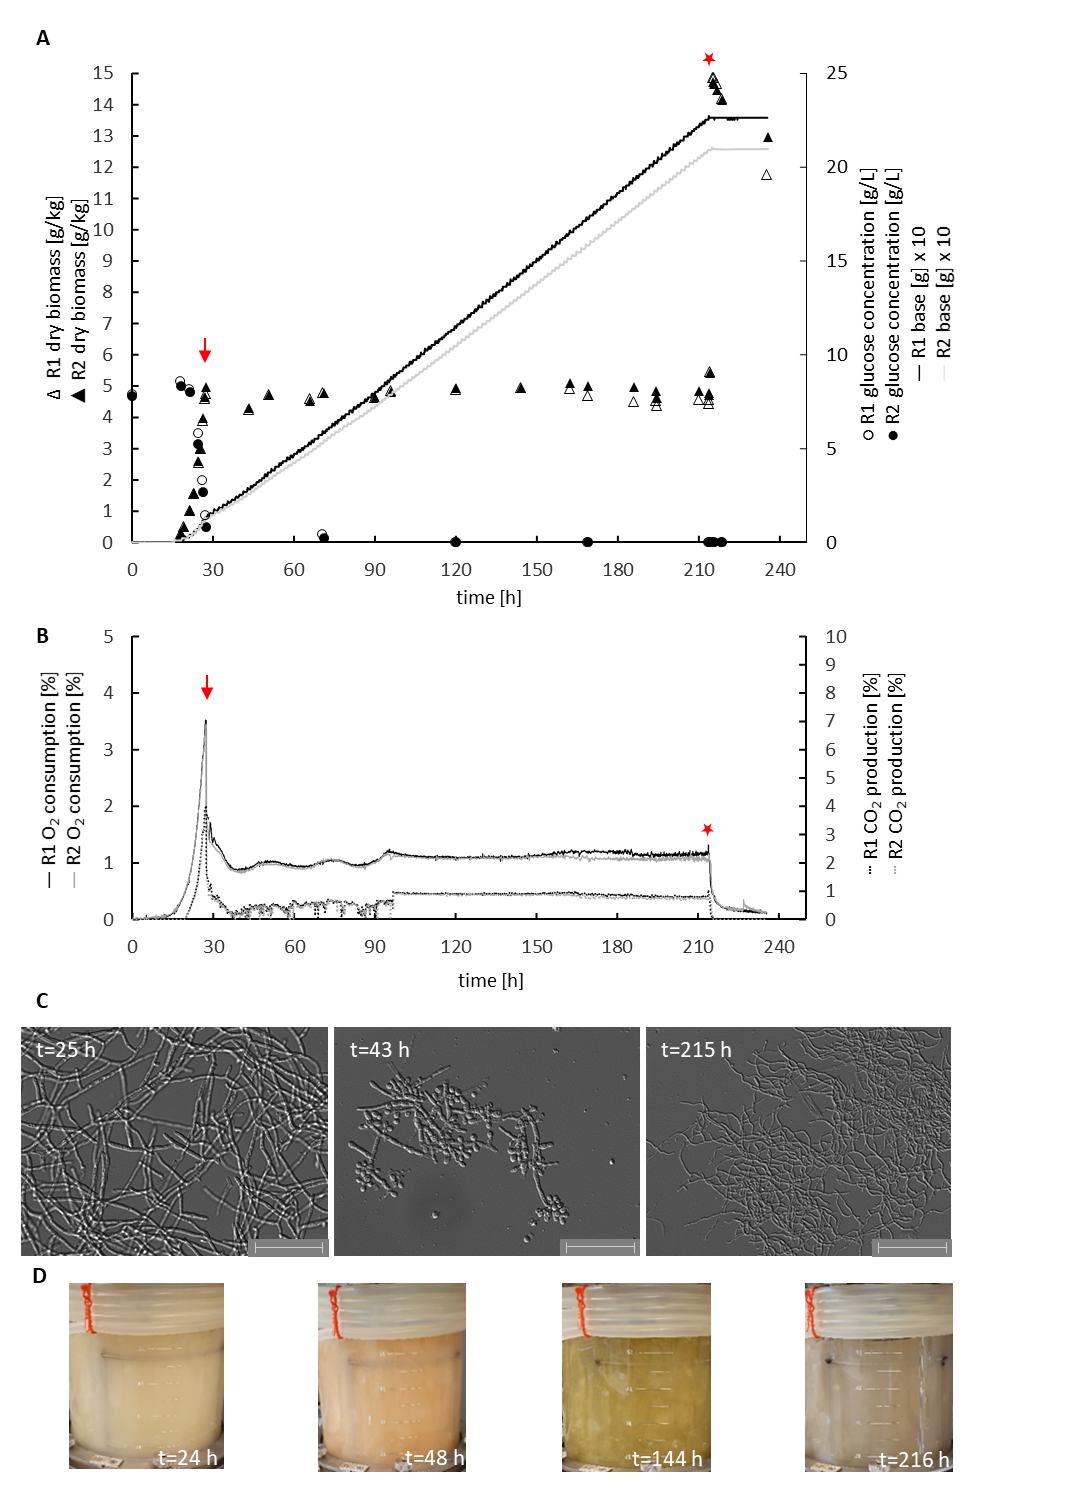

**S2 Figure 2: Physiology of the clr1 deletion strain during chemostat bioreactor cultivation.** Strain BS7.8 was cultivated and analysed as described in Figure legend 2. Biomass accumulation, glucose concentration, base addition (A), oxygen consumption, carbon dioxide production (B), mycelial morphology (C), and colour of the culture broth (D) are given for duplicate cultures of strain BS7.8 (R1, R2). Scale bar= 50 µm.

# Supplementary material for: Transcriptomic insights into the roles of the transcription factors Clr1, Clr2 and Clr4 in lignocellulose degradation of the thermophilic fungal platform Thermothelomyces thermophilus
**Source:** Front Bioeng Biotechnol. 2023 Oct 6;11:1279146. doi: 10.3389/fbioe.2023.1279146
**Supplement:** Supplementary file 5

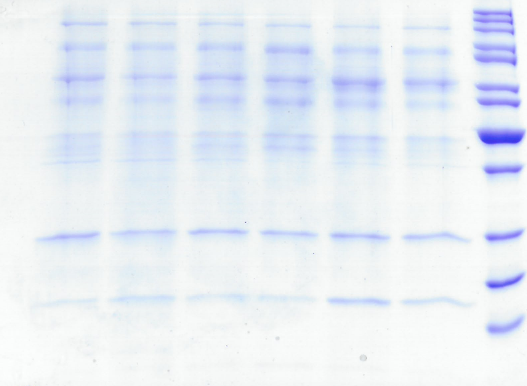

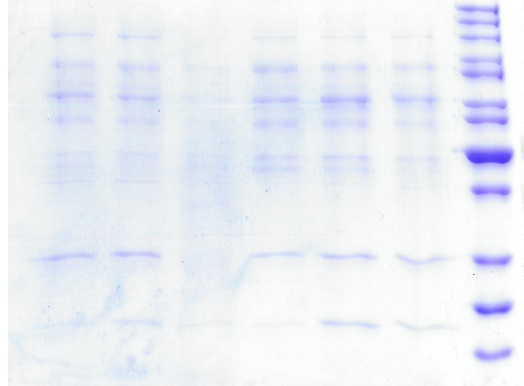

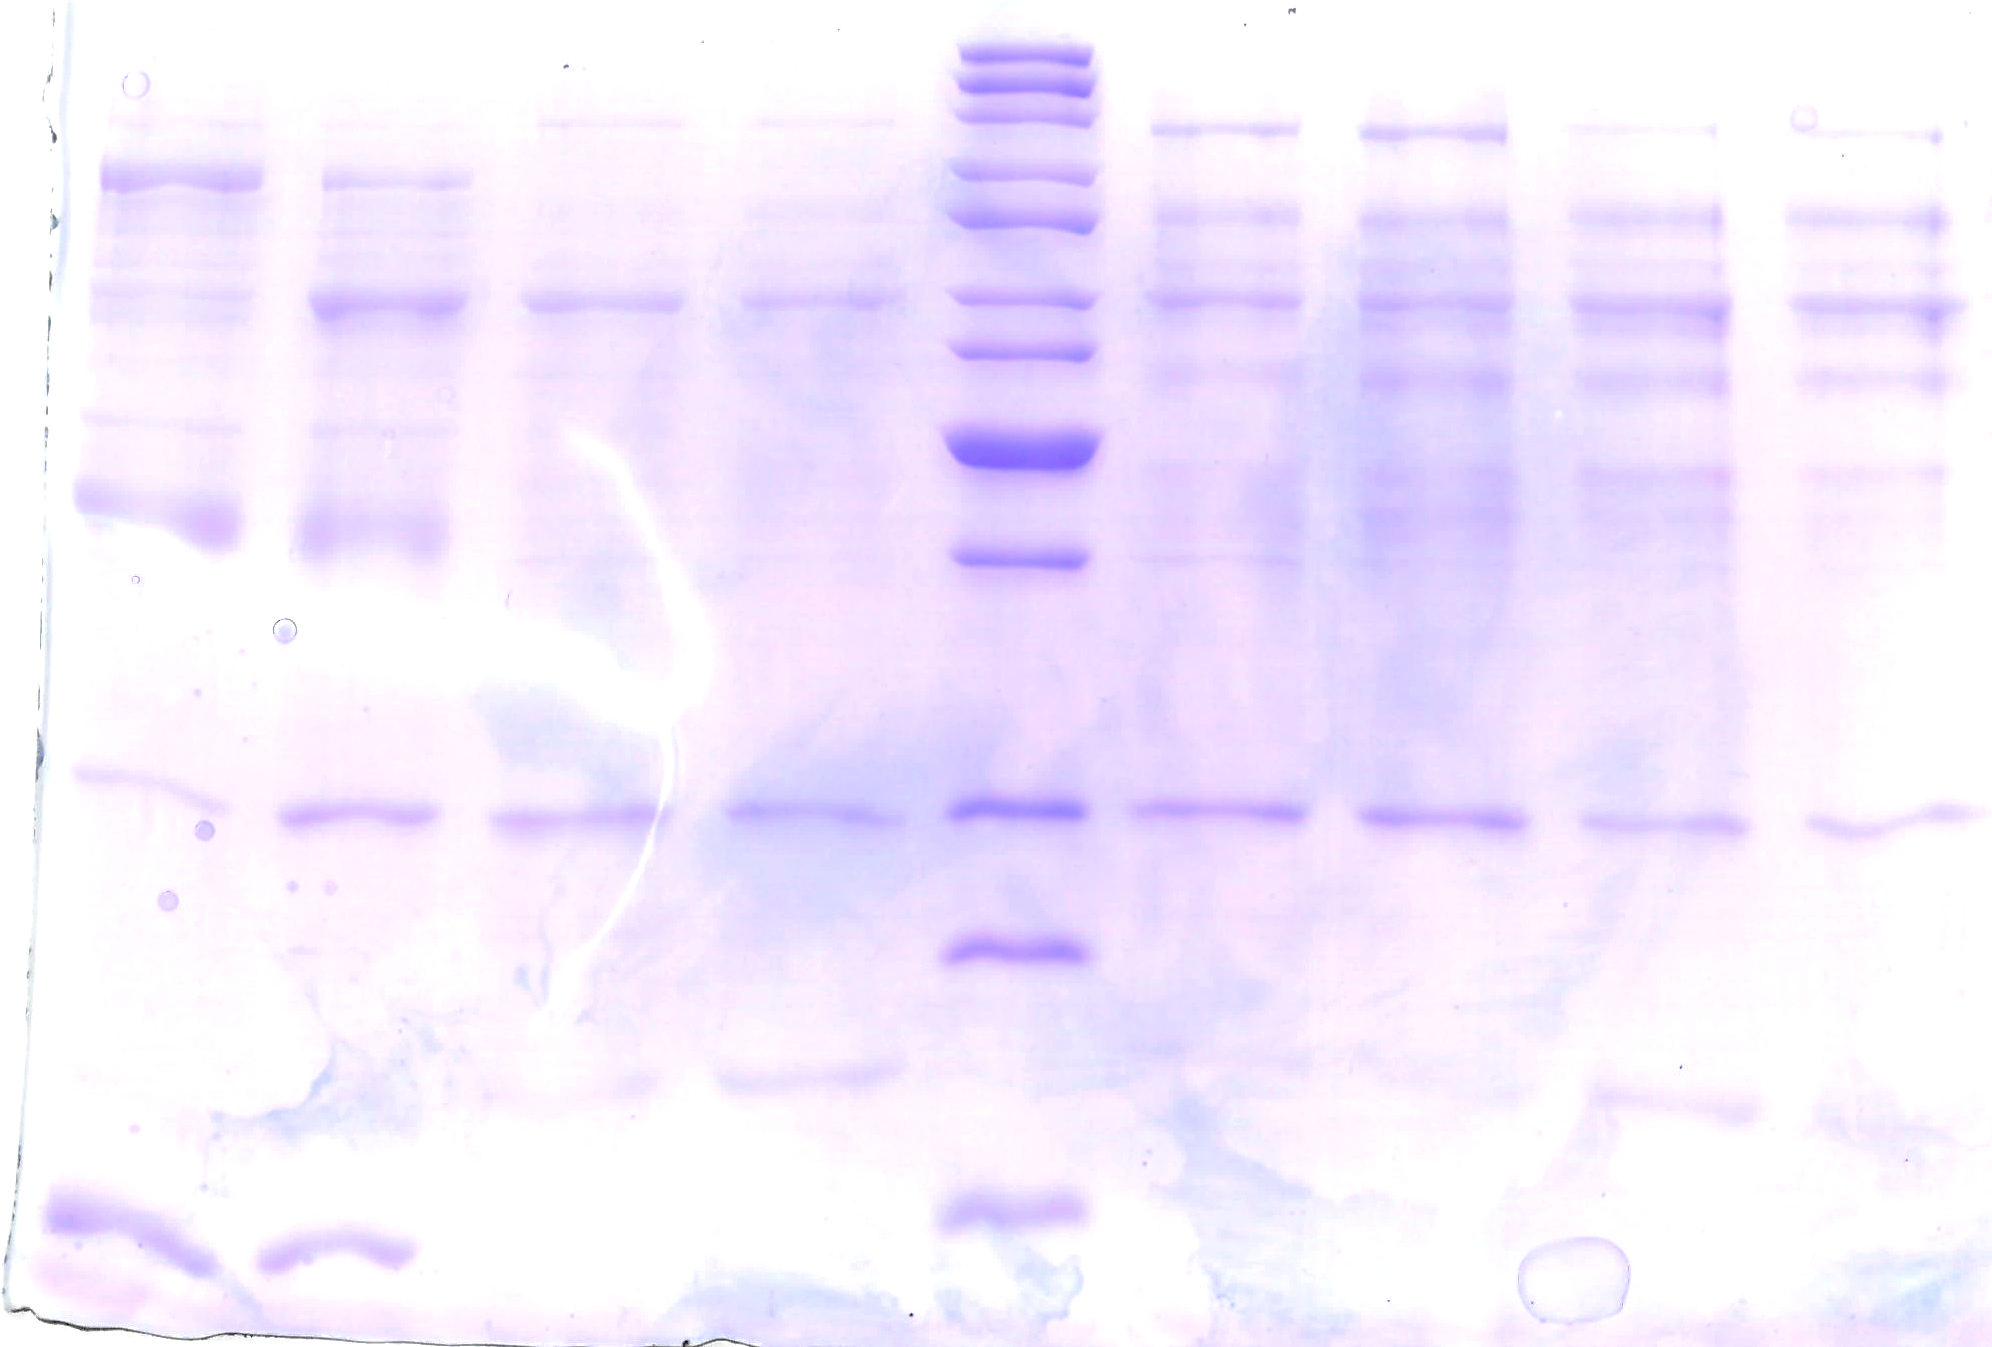

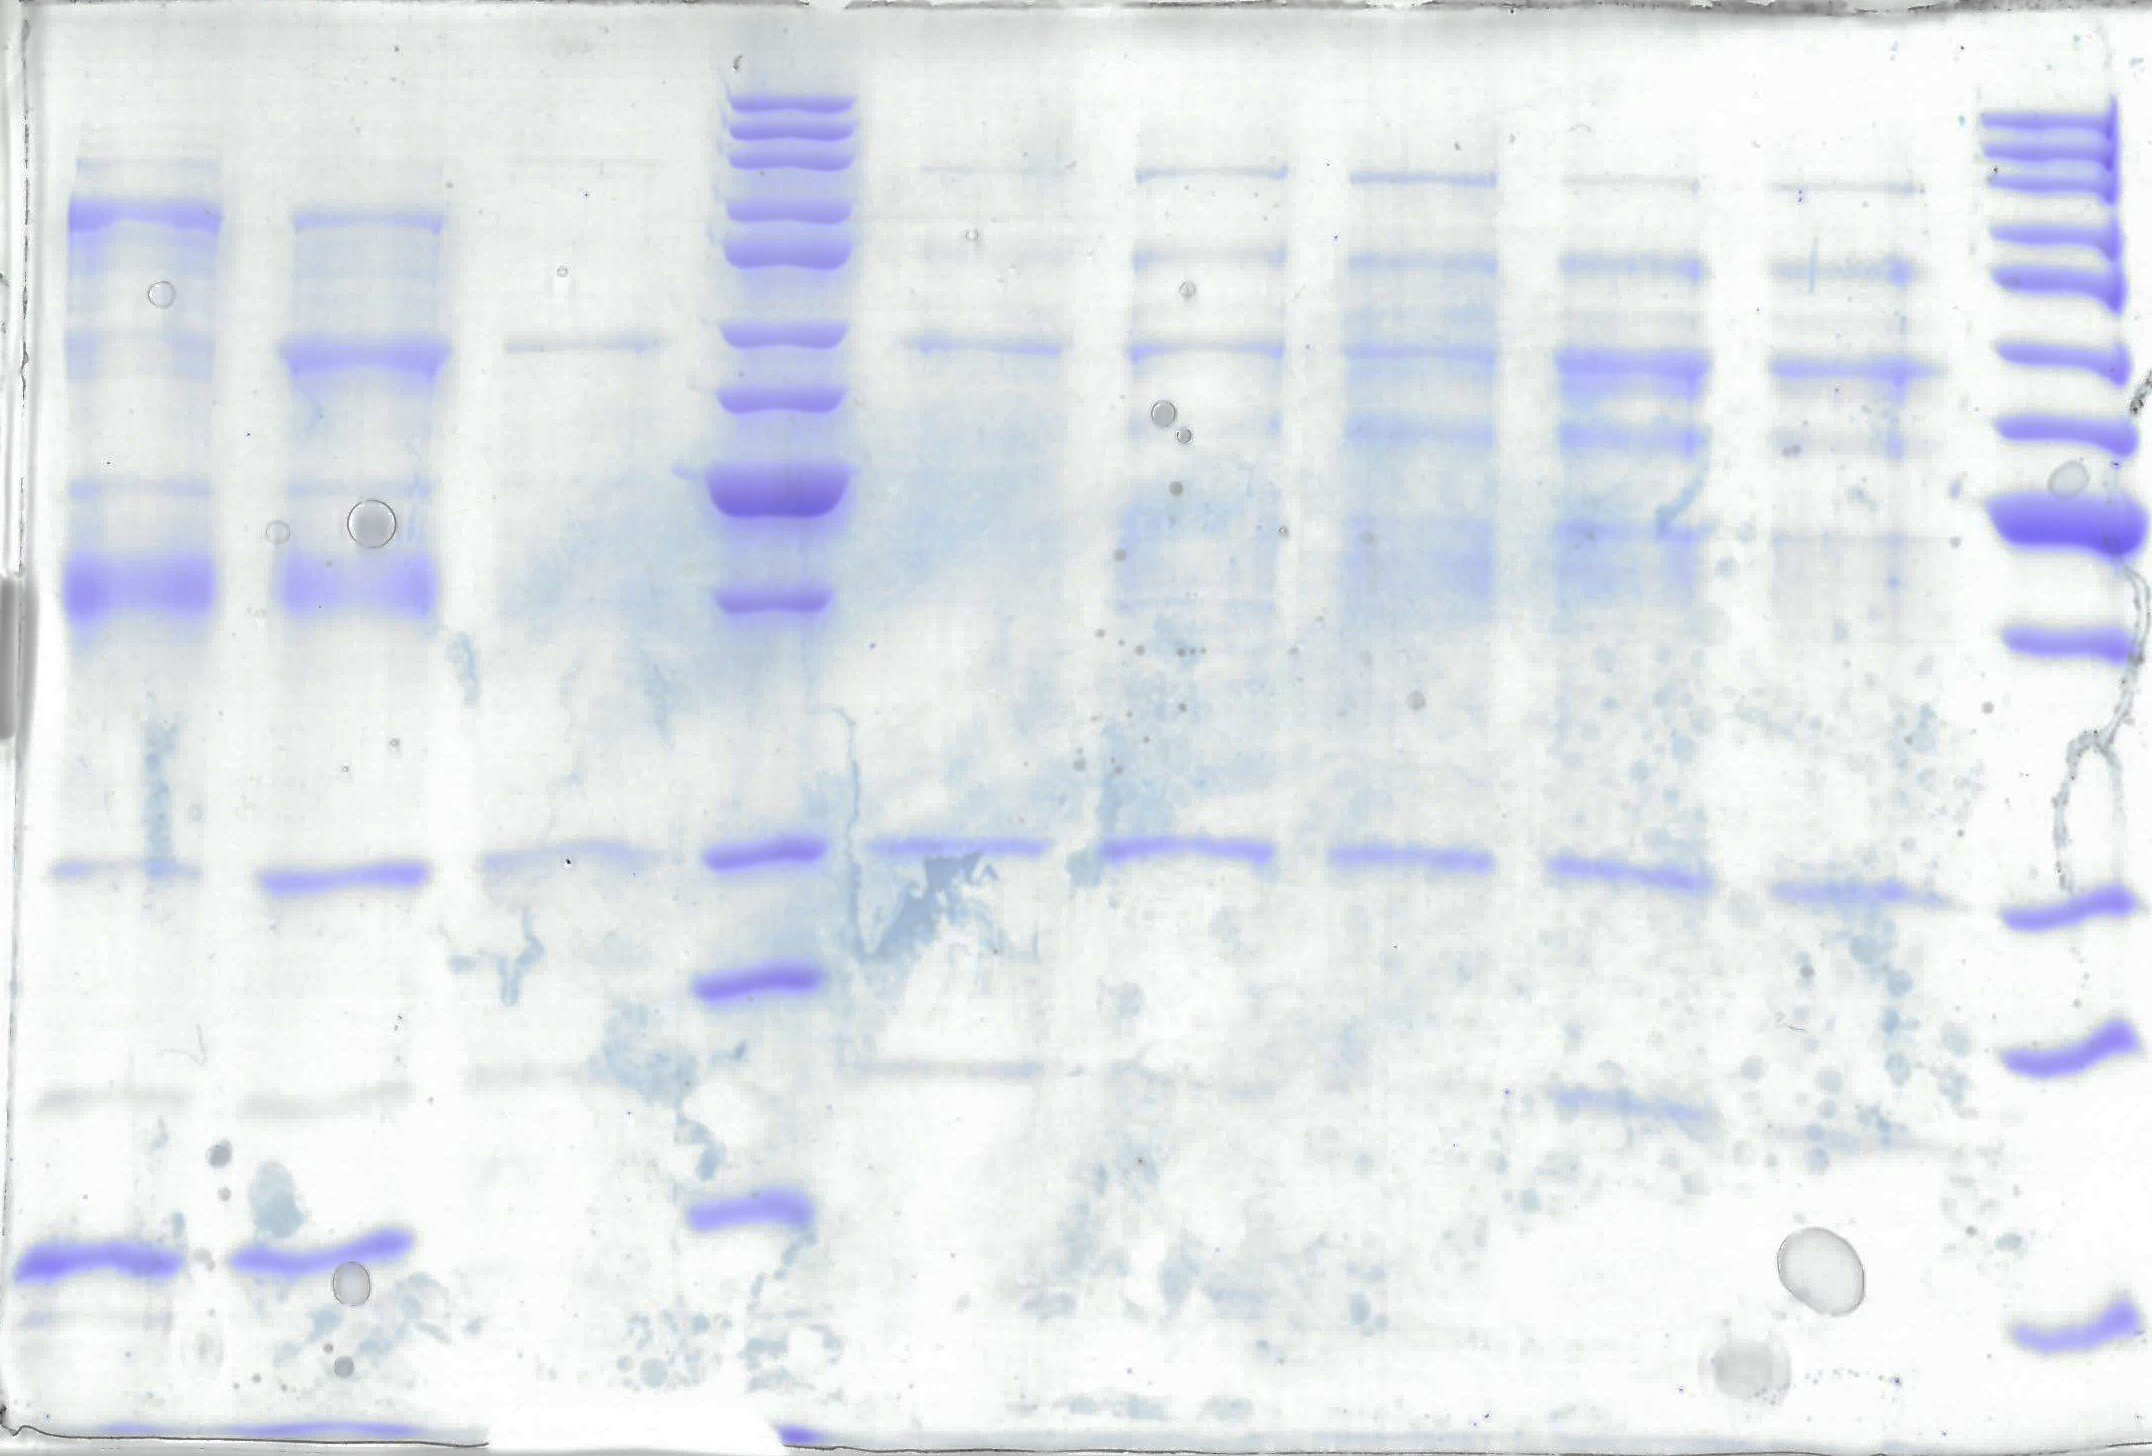

MJK20.3 R1

MJK20.3 R2

BS6.4 R1

BS6.4 R2

MJK20.3 R1

MJK20.3 R2

BS6.4 R1

BS6.4 R2

M

M

M

M

M

MJK20.3 R1

MJK20.3 R2

BS7.8 R1

BS7.8 R2

JK2.8 R1

JK2.8 R2

MJK20.3 R1

MJK20.3 R2

BS7.8 R1

BS7.8 R2

JK2.8 R1

JK2.8 R2

120 kDa

85 kDa

70 kDa

60 kDa

50 kDa

40 kDa

30 kDa

25 kDa

20 kDa

A

B

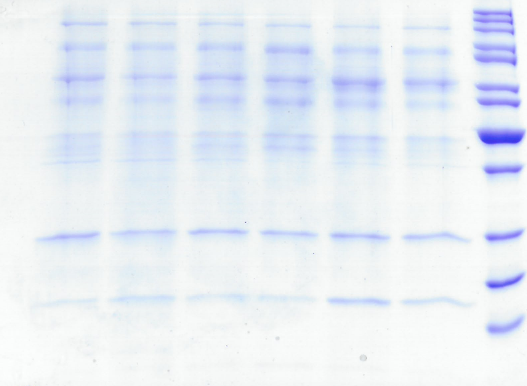

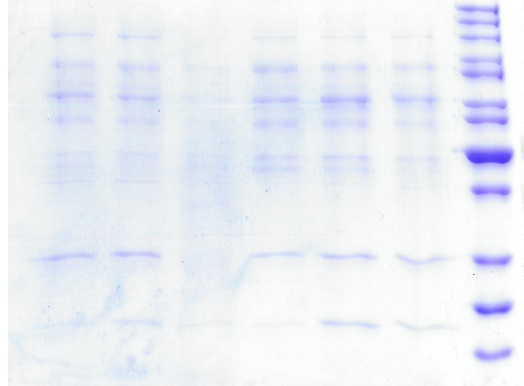

**S3 Figure 1: Protein analysis of culture supernatants at steady state via SDS-PAGE.** Shown are the results of the SDS PAGEs with (A) 2 µg protein (determined via Bradford assay) and (B) 20 µL supernatant for the two replicates (R1, R2) of the strains MJK20.3, BS6.4, BS7.8 and JK2.8 at steady state (SS). As a marker for protein size determination [kDa], PageRuler Unstained Protein Ladder (M) was used.

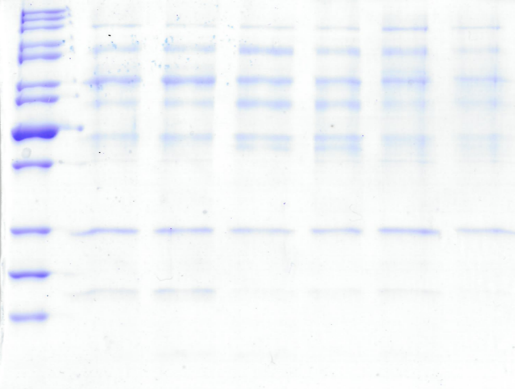

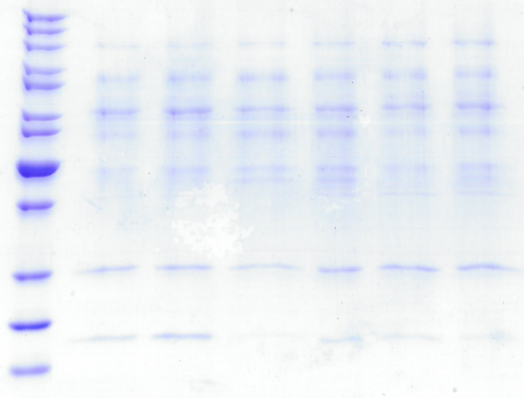

M

M

MJK20.3 R1

MJK20.3 R2

BS6.4 R1

BS6.4 R2

MJK20.3 R1

MJK20.3 R2

BS6.4 R1

BS6.4 R2

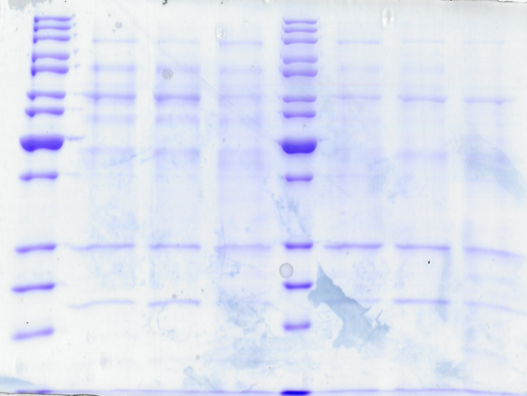

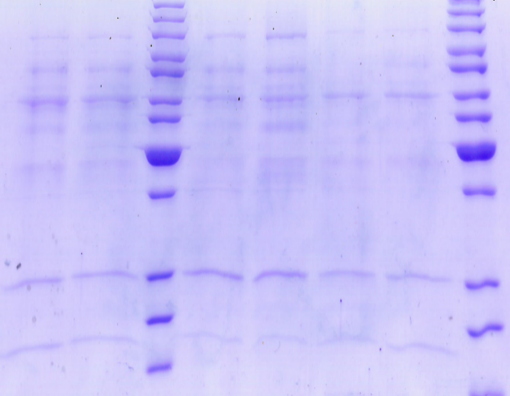

MJK20.3 R1

MJK20.3 R2

BS7.8 R1

BS7.8 R2

JK2.8 R1

JK2.8 R2

MJK20.3 R1

MJK20.3 R2

BS7.8 R1

BS7.8 R2

JK2.8 R1

JK2.8 R2

M

M

M

M

A

B

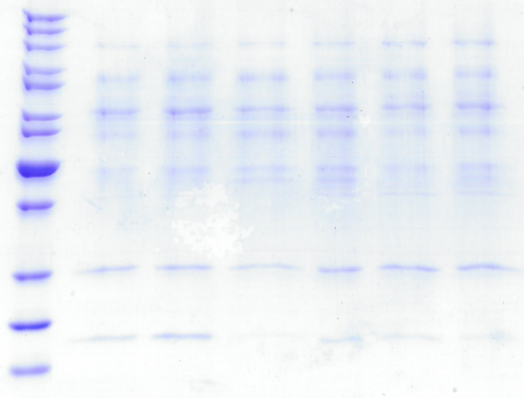

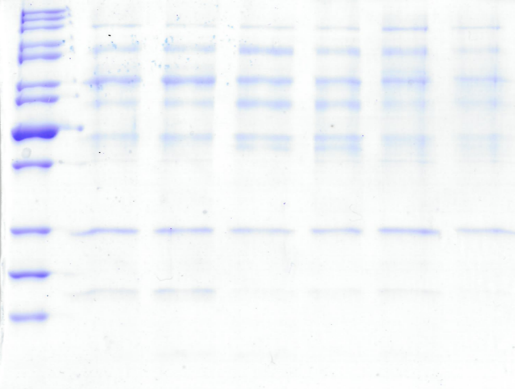

**S3 Figure 2: Protein analysis of culture supernatants 0.5 h after spiking cellulose via SDS-PAGE.** Shown are the results of the SDS PAGEs with (A) 2 µg protein (determined via Bradford assay) and (B) 20 µL supernatant for the two replicates (R1, R2) of the strains MJK20.3, BS6.4, BS7.8 and JK2.8 0.5 h after spiking cellulose (t1). As a marker for protein size determination [kDa], PageRuler Unstained Protein Ladder (M) was used.

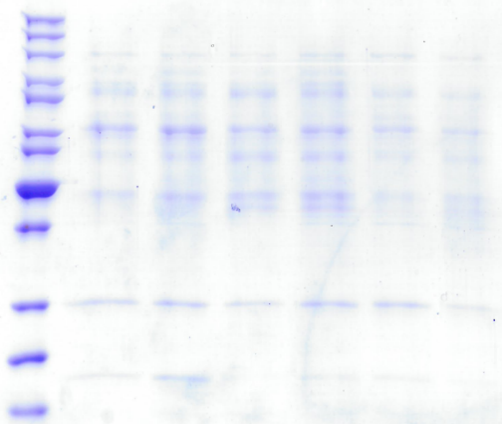

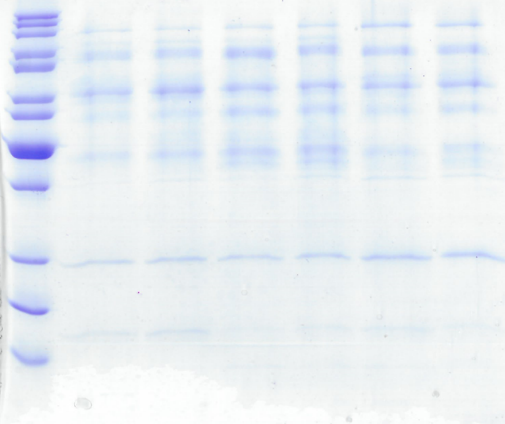

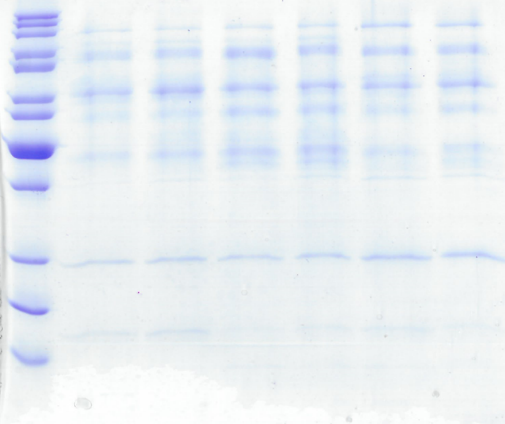

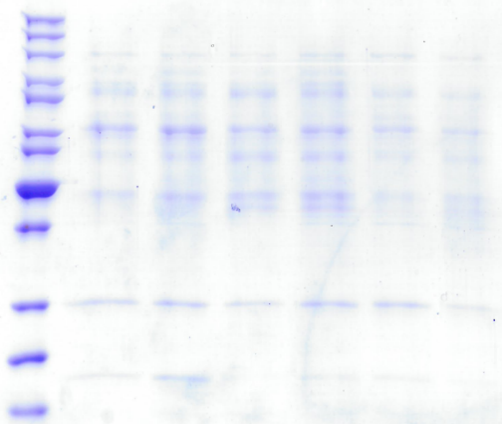

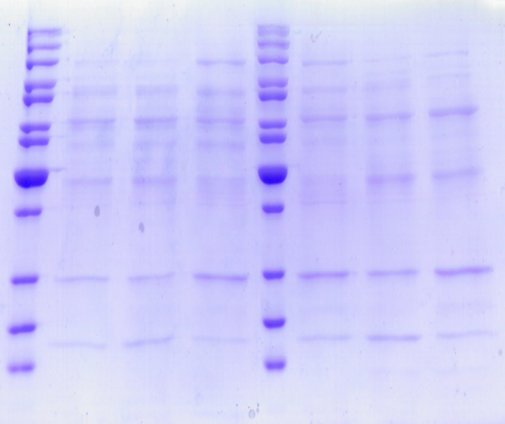

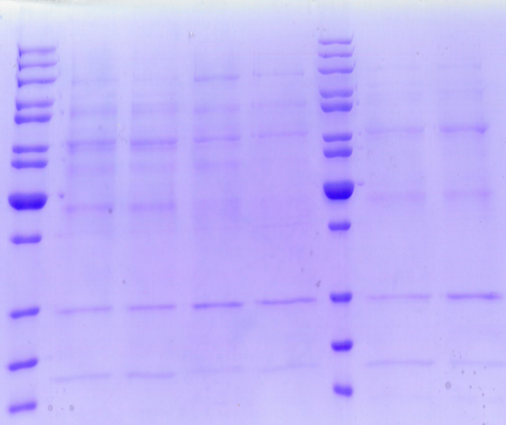

M

M

M

M

M

M

MJK20.3 R1

MJK20.3 R2

BS6.4 R1

BS6.4 R2

MJK20.3 R1

MJK20.3 R2

BS6.4 R1

BS6.4 R2

MJK20.3 R1

MJK20.3 R2

BS7.8 R1

BS7.8 R2

JK2.8 R1

JK2.8 R2

MJK20.3 R1

MJK20.3 R2

BS7.8 R1

BS7.8 R2

JK2.8 R1

JK2.8 R2

A

B

**S3 Figure 3: Protein analysis of culture supernatants 1 h after spiking cellulose via SDS-PAGE.** Shown are the results of the SDS PAGEs with (A) 2 µg protein (determined via Bradford assay) and (B) 20 µL supernatant for the two replicates (R1, R2) of the strains MJK20.3, BS6.4, BS7.8 and JK2.8 1 h after spiking cellulose (t2). As a marker for protein size determination [kDa], PageRuler Unstained Protein Ladder (M) was used.

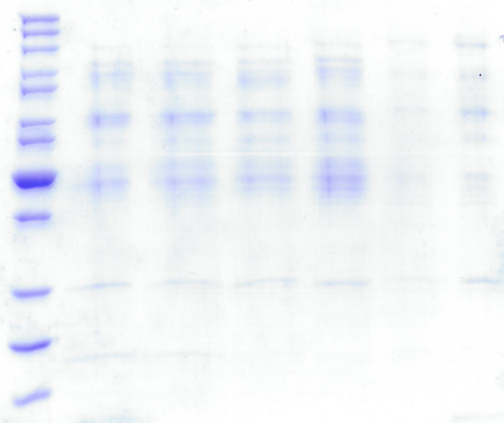

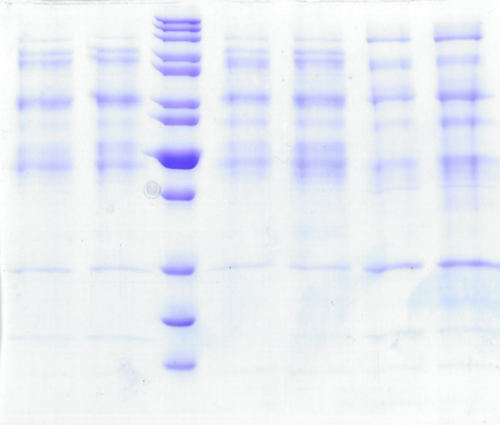

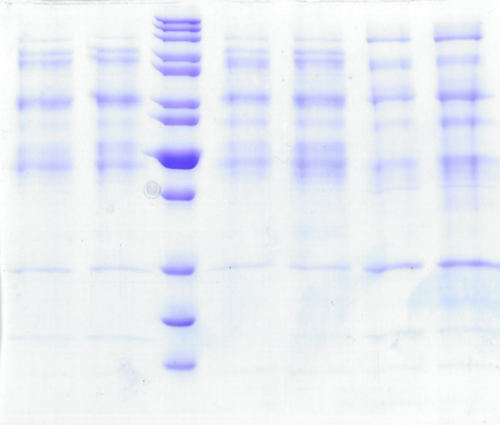

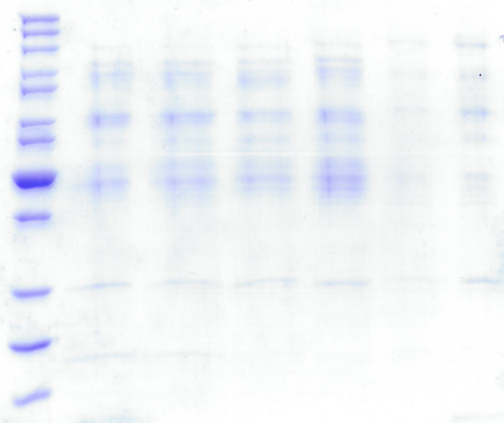

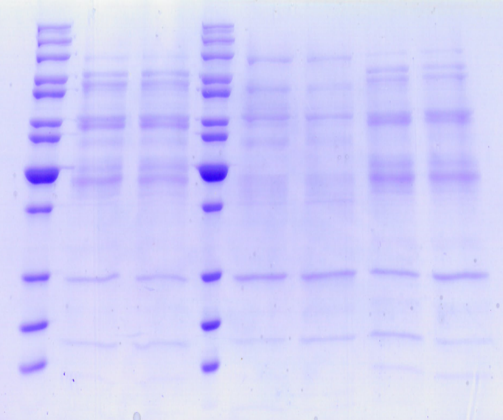

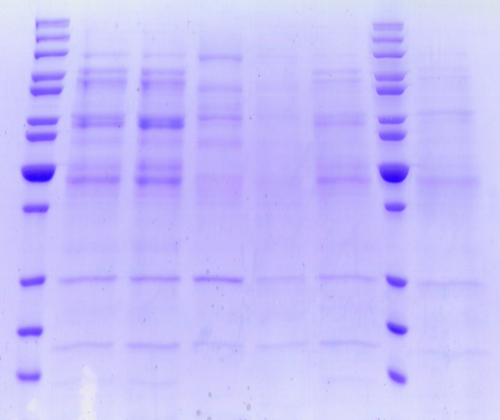

M

M

M

M

M

M

MJK20.3 R1

MJK20.3 R2

BS6.4 R1

BS6.4 R2

MJK20.3 R1

MJK20.3 R2

BS6.4 R1

BS6.4 R2

MJK20.3 R1

MJK20.3 R2

BS7.8 R1

BS7.8 R2

JK2.8 R1

JK2.8 R2

MJK20.3 R1

MJK20.3 R2

BS7.8 R1

BS7.8 R2

JK2.8 R1

JK2.8 R2

A

B

**S3 Figure 4: Protein analysis of culture supernatants 2 h after spiking cellulose via SDS-PAGE.** Shown are the results of the SDS PAGEs with (A) 2 µg protein (determined via Bradford assay) and (B) 20 µL supernatant for the two replicates (R1, R2) of the strains MJK20.3, BS6.4, BS7.8 and JK2.8 2 h after spiking cellulose (t3). As a marker for protein size determination [kDa], PageRuler Unstained Protein Ladder (M) was used.

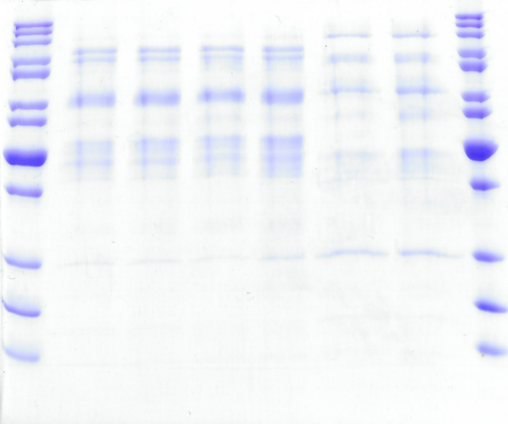

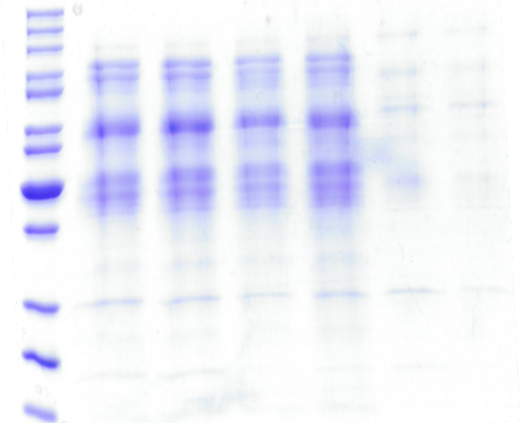

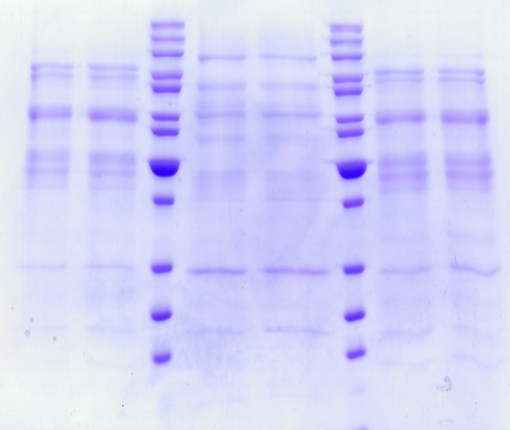

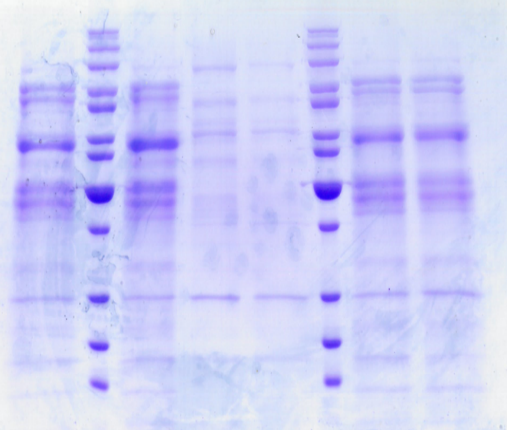

M

M

M

M

M

M

MJK20.3 R1

MJK20.3 R2

BS6.4 R1

BS6.4 R2

MJK20.3 R1

MJK20.3 R2

BS6.4 R1

BS6.4 R2

MJK20.3 R1

MJK20.3 R2

BS7.8 R1

BS7.8 R2

JK2.8 R1

JK2.8 R2

MJK20.3 R1

MJK20.3 R2

BS7.8 R1

BS7.8 R2

JK2.8 R1

JK2.8 R2

A

B

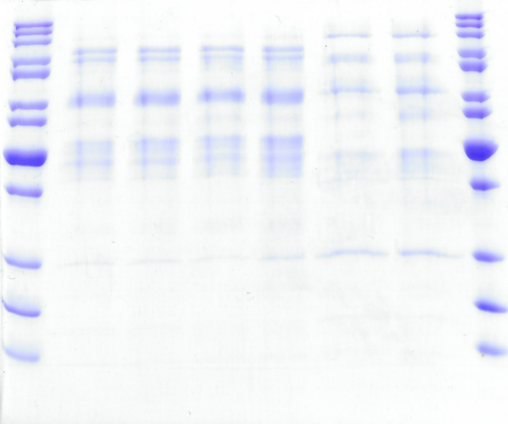

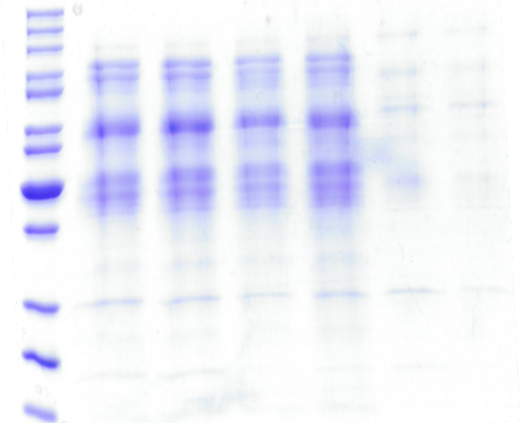

M

**S3 Figure 5: Protein analysis of culture supernatants 4 h after spiking cellulose via SDS-PAGE.** Shown are the results of the SDS PAGEs with (A) 2 µg protein (determined via Bradford assay) and (B) 20 µL supernatant for the two replicates (R1, R2) of the strains MJK20.3, BS6.4, BS7.8 and JK2.8 4 h after spiking cellulose (t4). As a marker for protein size determination [kDa], PageRuler Unstained Protein Ladder (M) was used.

# Supplementary material for: Transcriptomic insights into the roles of the transcription factors Clr1, Clr2 and Clr4 in lignocellulose degradation of the thermophilic fungal platform Thermothelomyces thermophilus
**Source:** Front Bioeng Biotechnol. 2023 Oct 6;11:1279146. doi: 10.3389/fbioe.2023.1279146
**Supplement:** Supplementary file 6

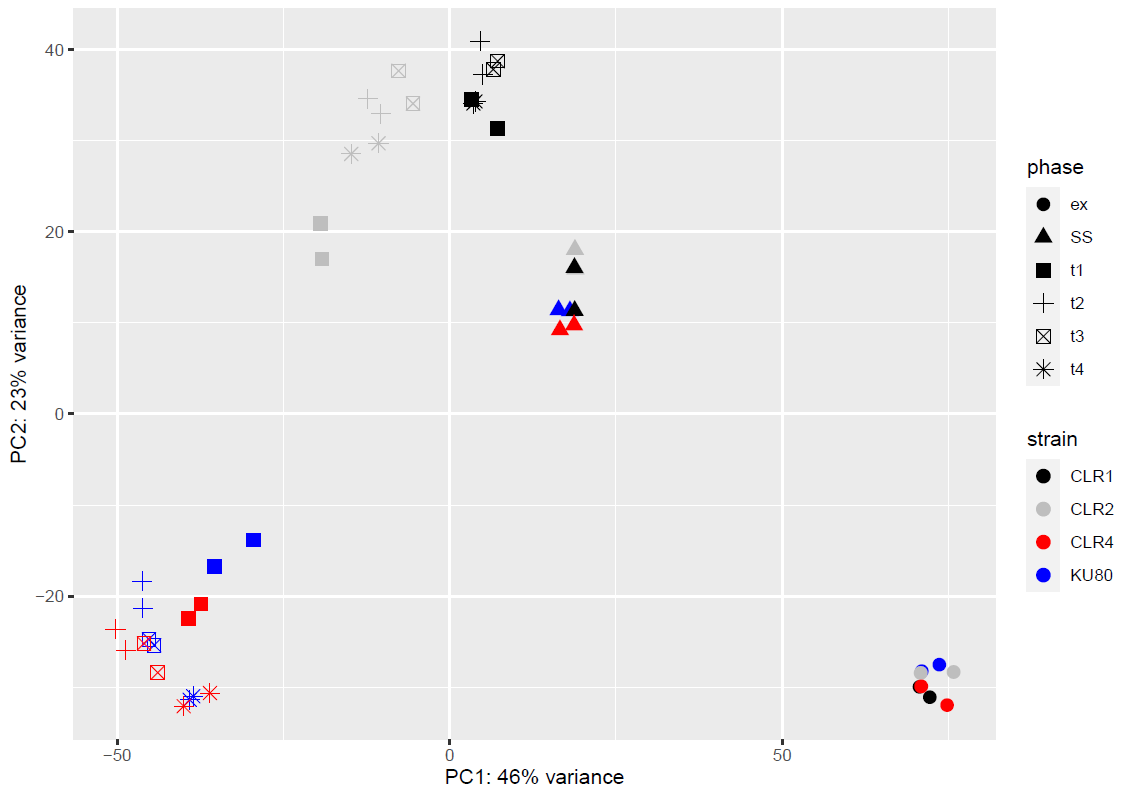

**S4 Figure 1: Principal component analysis (PCA).** Shown are the similarities/relations of the expression profiles of all analyzed samples. The closer the datapoints for each strain or condition are relatively to each other, the more similar is their expression profile. A higher distance in principal component 1 (PC1; 46 % variance) means a higher variance between the samples compared to the same distance in principal component 2 (PC2; 23 % variance). Samples analyzed include the conditions exponential state (ex), steady state (SS), as well as 0.5 h (t1), 1 h (t2), 2 h (t3), and 4 h (t4) after spiking cellulose.

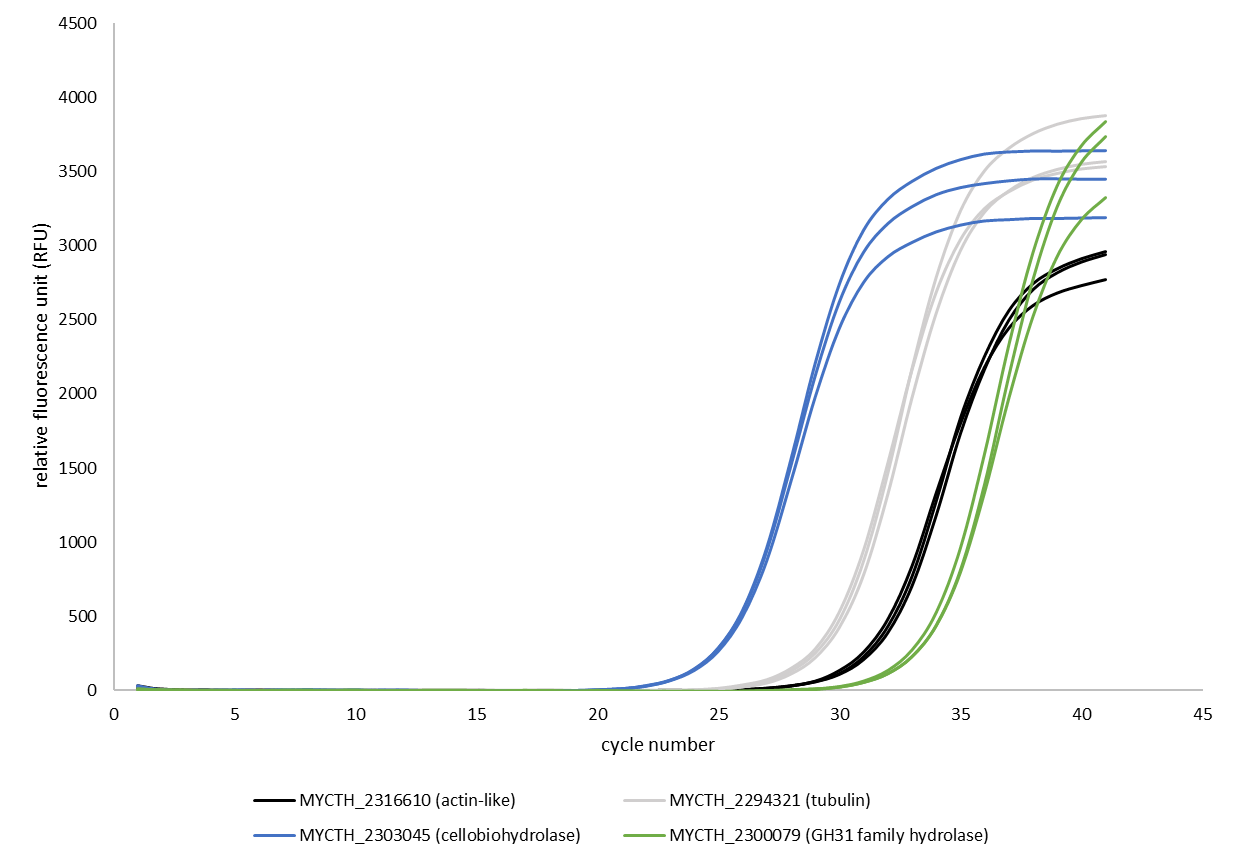

**S4 Figure 2: Quantitative real-time PCR for confirmation of the quality of the RNA seq. analysis.** Shown are the relative fluorescence units (RFU) by cycle number. The genes that were examined include MYCTH_2316610 (actin-like), MYCTH_2294321 (tubulin), MYCTH_2303045 (cellobiohydrolase), and MYCTH_2300079 (GH31 family hydrolase).

**S4 Table 1: RNA seq. normalized raw counts of the qPCR target genes in sample MJK20.3 R1, t2.**

| target gene | counts in sample MJK20.3 R1, t2 |
| --- | --- |
| MYCTH_2316610 (actin-like) | 1107 |
|  |  |
| MYCTH_2294321 (tubulin) | 1829 |
|  |  |
| MYCTH_2303045 (cellobiohydrolase) | 48232 |
|  |  |
| MYCTH_2300079 (GH 31 family hydrolase) | 240 |
|  |  |

# Supplementary material for: Transcriptomic insights into the roles of the transcription factors Clr1, Clr2 and Clr4 in lignocellulose degradation of the thermophilic fungal platform Thermothelomyces thermophilus
**Source:** Front Bioeng Biotechnol. 2023 Oct 6;11:1279146. doi: 10.3389/fbioe.2023.1279146
**Supplement:** Supplementary file 7

| number | sequence (5´🡪 3´) | description |
| --- | --- | --- |
| 1619 | AAATCCCGTAGCGGCCG | *amdS* part 1 rev primer, amplification of split marker deletion cassette 1 |
| 1620 | AAATCCCGTAGCGGCCGCA | amplification of split marker deletion cassette 2 from MT227 together with primer 1624 |
| 1624 | AAATCTCGAGAGGCCTGACGTCG | amplification of split marker deletion cassette 2 from MT227 together with primer 1620 |
| 1637 | AATCTCGAGAGGCCTGACG | amplification of split marker deletion cassette 1 from MT122 together with primer 1619 |
| 1657 | CATGCACGCCCGTAATGAAG | amplification of split marker deletion cassette 1 from MT121 together with primer 1619 |
| 1658 | GACTCGGTTCTGACAACCATG | *amdS* part 2 fw primer, amplification of split marker deletion cassette 2 |
| 1659 | GTACTCTCTGCTTCACCATCG | amplification of split marker deletion cassette 2 from MT497 together with primer 1658 |

**S11 Table 1*:* Oligonucleotides for the amplification of split marker deletion cassettes.**

**S11 Table 2*:* Oligonucleotides used for the diagnostic PCR of transformants.**

| number | sequence (5´🡪3´) | description |
| --- | --- | --- |
| 1681 | CCACCAGGGCTACGAAACATC | An *amdS*, fw primer |
| 1817 | CAAGAGATGCCAAATGCAGG | *clr2* 3´Locus, rev primer |
| 1734 | CATGATGACGGGCTGGGTTC | *clr2* ORF, fw primer |
| 1687 | CCACAGCGGAGCATCAGGC | *clr2* 5´Locus, fw primer |
| 1733 | GTTCTTTCTCCCAGCCTCAGC | *clr1* ORF, fw primer |
| 1691 | GATGGAAACACTTCTCCGATC | *clr1* 3´Locus, rev primer |
| 1686 | CCATGTTGCGGACTTGCTCC | *clr1* 5´Locus, fw primer |
| 2163 | GAAGGACTCAAAGCCGAAGC | *clr4* ORF, fw primer |
| 2162 | CGTACAGTGTCAAGGCAAATGG | *clr4* 3´Locus, rev primer |
| 2161 | CAGTAGCCGTGGTAGGACG | *clr4* 5´Locus, rev primer |

**S11 Table 3*:* Oligonucleotides used for the amplification of probes for Southern analysis of transformants.**

| number | sequence (5´🡪3´) | description |
| --- | --- | --- |
| 1741 | CTAAGACCCACACCACCACC | amplification of 5´ flank probe for Southern analysis of potential *clr2* deletion clones |
| 1742 | GTAGTGTAACAGGCGAGAGCG |  |
| 1743 | CTCGGGTTCACCTTTCAAATGC | amplification of 3´ flank probe for Southern analysis of potential *clr2* deletion clones |
| 1744 | GATTTGTGGTTGGCGGCTG |  |
| 1737 | GTTGGATGGAATGCTCGGACC | amplification of 5´ flank probe for Southern analysis of potential *clr1* deletion clones |
| 1738 | GAGCTGCACAACGCGATCAG |  |
| 1739 | CGCAGCGAGTCACAATTTGG | amplification of 3´ flank probe for Southern analysis of potential *clr1* deletion clones |
| 1740 | GTGGCTTGATCTCATGGACGC |  |
| 2081 | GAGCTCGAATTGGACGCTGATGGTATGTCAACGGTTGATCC | amplification of 5´ flank probe for Southern analysis of potential *clr4* deletion clones |
| 2128 | CGTAGGTAAGCAAGATCATCG |  |

**S11 Table 4*:* Oligonucleotides used for the amplification of guide RNA templates.**

| number | sequence (5´🡪3´) | description |
| --- | --- | --- |
| 1697 | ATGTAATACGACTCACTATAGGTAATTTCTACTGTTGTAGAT | general fw primer for amplification of the sgRNA template carrying T7 promotor sequence and direct repeat |
| 2048 | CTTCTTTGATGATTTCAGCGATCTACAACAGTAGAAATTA | amplification of a sgRNA template for the deletion of *clr1* via CRISPR/Cas12a together with primer 1697 |
| 2049 | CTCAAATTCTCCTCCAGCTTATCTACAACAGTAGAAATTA | amplification of a sgRNA template for the deletion of *clr1* via CRISPR/Cas12a together with primer 1697 |
| 2152 | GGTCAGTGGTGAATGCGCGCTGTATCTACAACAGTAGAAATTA | amplification of the sgRNA template for the deletion of *clr4* via CRISPR/Cas12a together with primer 1697 |

| number | sequence (5´🡪3´) | description |
| --- | --- | --- |
| 2128 | CGTAGGTAAGCAAGATCATCG | amplification of 5´flank fragment A for CPEC |
| 2081 | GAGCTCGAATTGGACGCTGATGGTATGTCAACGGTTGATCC |  |
| 2131 | ACTGATTGATGACGGCTGAGG | amplification of 3´flank fragment for CPEC |
| 2087 | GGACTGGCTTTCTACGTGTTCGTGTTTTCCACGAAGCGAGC |  |
| 2130 | CGTAGGTAAGCAAGATCATCG | amplification of 5´flank fragment B for CPEC |
| 2085 | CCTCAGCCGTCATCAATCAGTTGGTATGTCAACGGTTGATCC |  |
| 2129 | TCAGCGTCCAATTCGAGCTC | amplification of *amdS* fragment for CPEC |
| 2083 | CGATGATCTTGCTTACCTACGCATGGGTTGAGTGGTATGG |  |
| 2132 | GAACACGTAGAAAGCCAGTCC | amplification of backbone fragment for CPEC |
| 2089 | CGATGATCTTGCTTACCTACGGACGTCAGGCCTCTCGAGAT |  |
| 2136 | GAGCTCGAATTGGACGCTGA | fusion of backbone and 5´ flank fragment A together with primer 2132 |
| 2139 | GGACTGGCTTTCTACGTGTTC | fusion of 3´flank and 5´ flank fragment B together with primer 2130 |
| 2145 | CTCCATATTCTCCGATGATGC | primers used for sequencing of the resulting plasmid after CPEC |
| 2146 | GGCACAAGTGTCTCTCACC |  |
| 2147 | GAATCCCAATCTTAACGCTACC |  |
| 2148 | CATTCGACGTAACAGCTCG |  |
| 2149 | GCAAGCAGCAGATTACGC |  |

**S11 Table 5*:* Oligonucleotides used for the amplification of fragments for CPEC and analysis of the resulting plasmid.**

**S11 Table 6*:* Oligonucleotides used for qPCR.**

| number | sequence | description |
| --- | --- | --- |
| 2587 | CTCGTCGATCAAATCGATCC | primer for qPCR; target gene: MYCTH_2316610 |
| 2588 | CGACGTGCTTCAGGAAC |  |
| 2589 | GATTGCCCAGGTCGTCTC | primer for qPCR; target gene: MYCTH_2294321 |
| 2590 | GCTCGAAGCACTGGAAG |  |
| 2591 | CAAGACGCAGTTCGTCAAC | primer for qPCR; target gene: MYCTH_2303045 |
| 2592 | CTCCTGCCCGTCTTCTTC |  |
| 2593 | CAAGGCAGCGTACAAGG | primer for qPCR; target gene: MYCTH_2300079 |
| 2594 | GTCGACCTCGTGATGATG |  |

# Supplementary material for: Transcriptomic insights into the roles of the transcription factors Clr1, Clr2 and Clr4 in lignocellulose degradation of the thermophilic fungal platform Thermothelomyces thermophilus
**Source:** Front Bioeng Biotechnol. 2023 Oct 6;11:1279146. doi: 10.3389/fbioe.2023.1279146
**Supplement:** Supplementary file 8

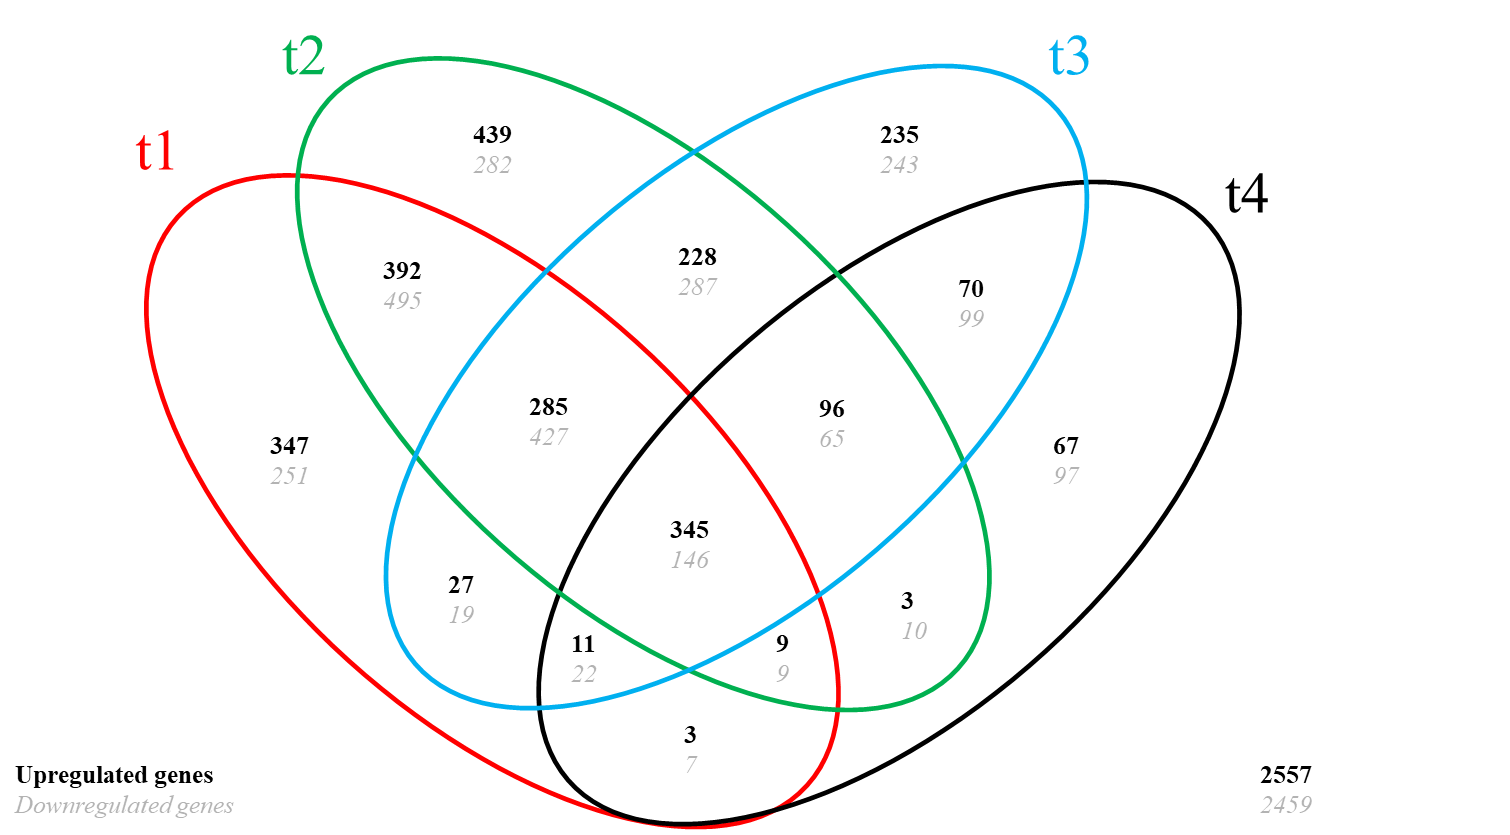

MJK20.3

A

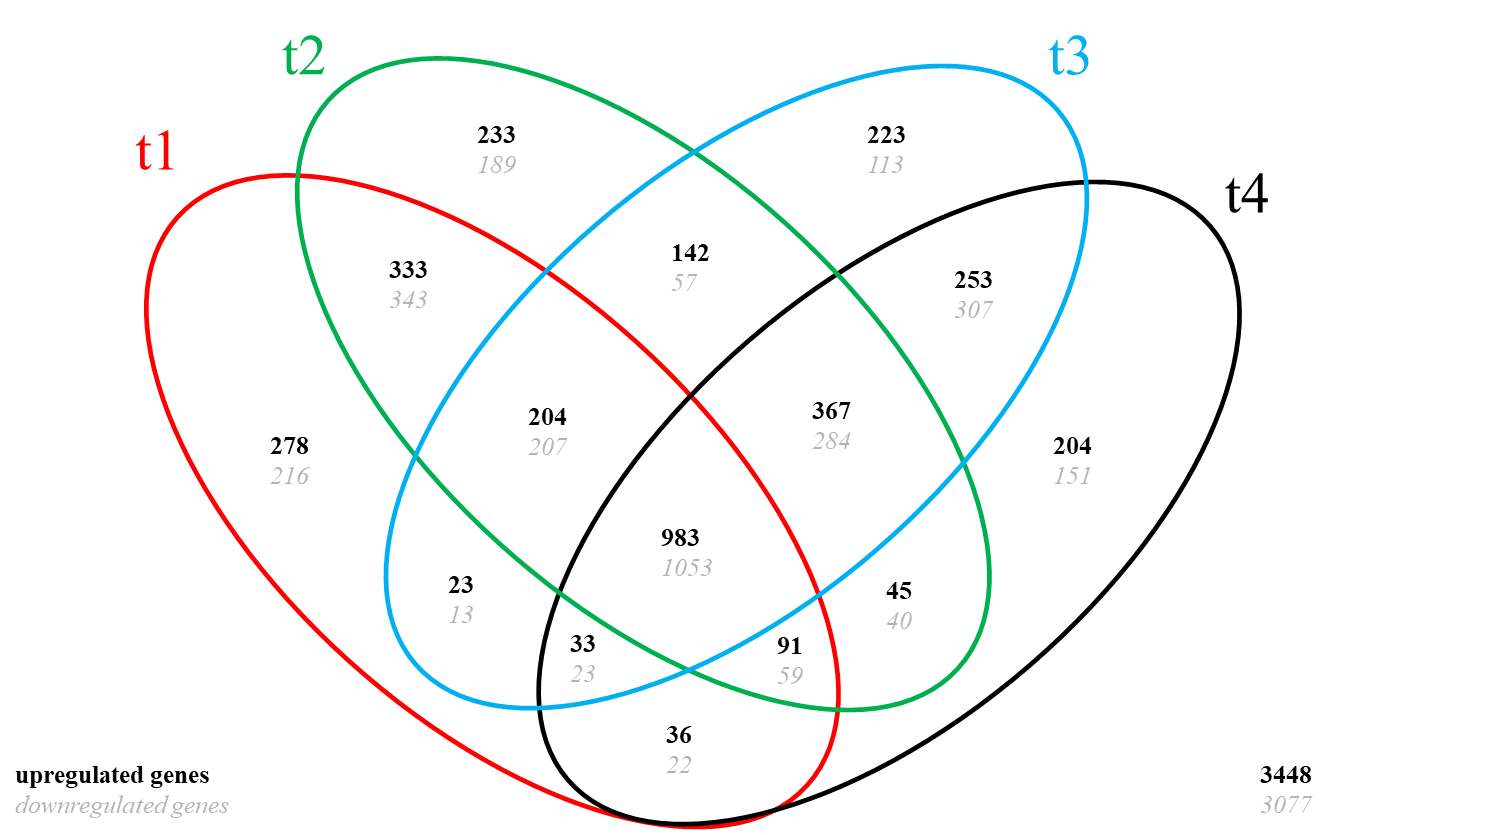

BS6.4

B

BS7.8

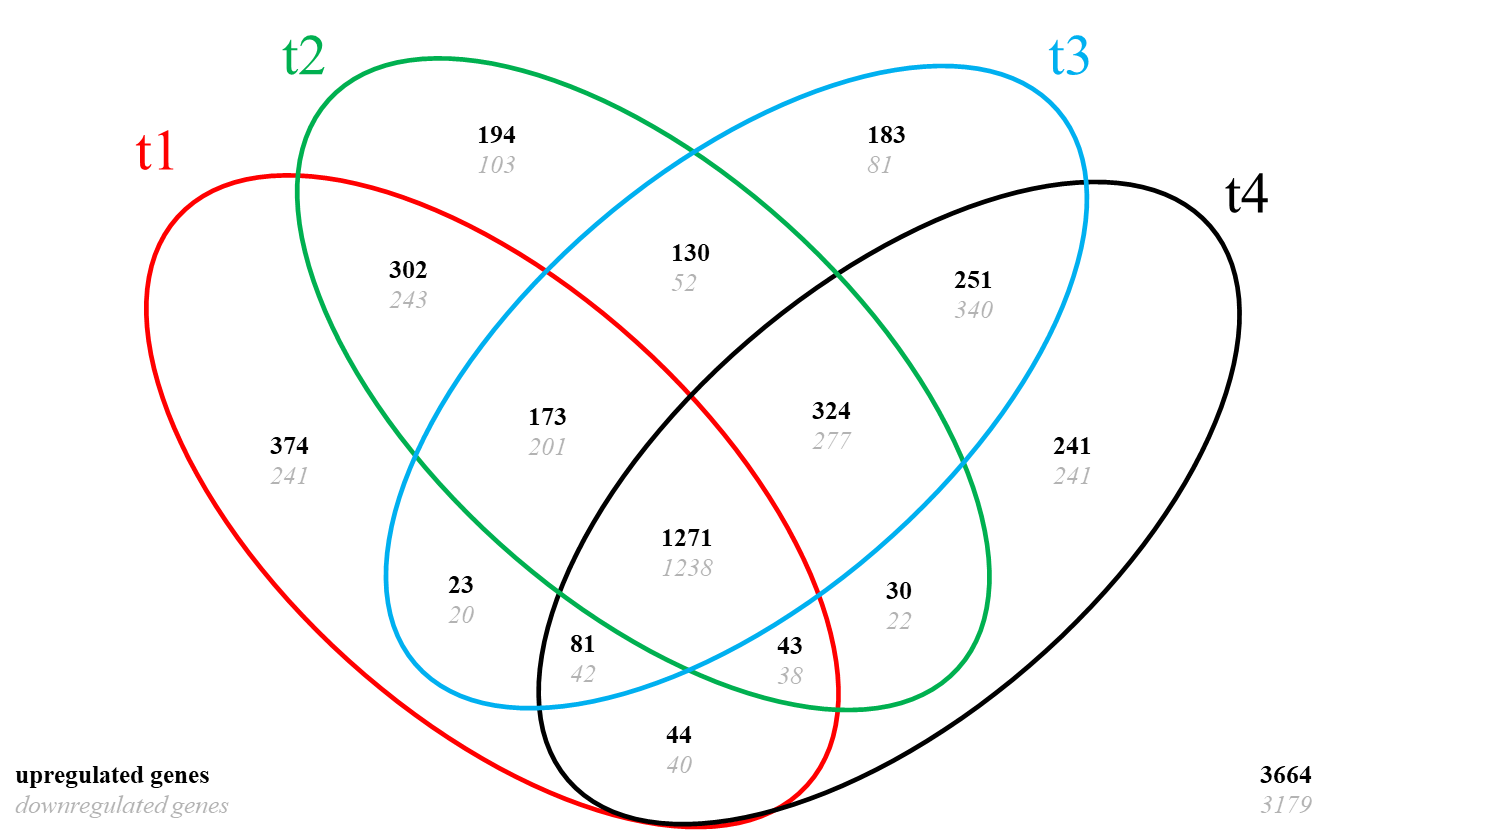

C

JK2.8

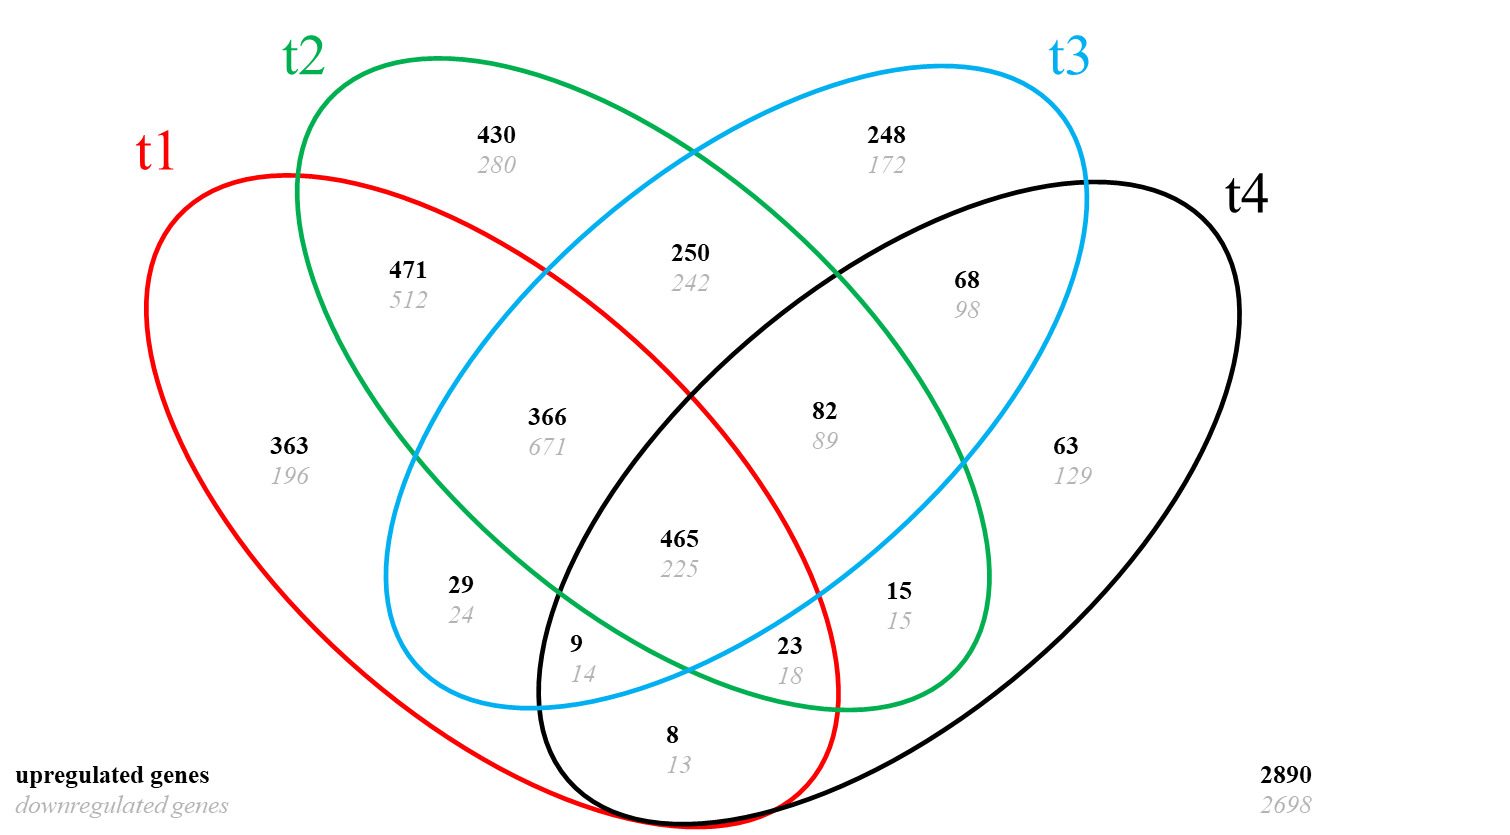

D

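Each diagram crosses the gene lists of 4 contrasts that share the steady state libraries of a strain. Over any of the 4 times, 5018 genes were called in the parental strain in edgeR, 6334 in *Δclr2*, 6633 in *Δclr1* and 5523 in *Δclr4*, out of 8565 tested. The ß-glucosidase MYCTH_115968 belongs to the genes higher at all 4 times in the parental strain, *Δclr2* and *Δclr4*.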

**S6 Figure 1*:* Venn diagrams of differentially expressed genes after spiking cellulose.** Black numbers refer to up- and grey numbers to downregulated genes in strains MJK20.3 (A), BS6.4 (B), BS7.8 (C), and JK2.8 (D). The total number of uniquely up- and downregulated genes is shown in the bottom right corner of (A), (B), (C), and (D). Differential expression (padj. ≤ 0 05) was determined via comparison of expression profiles of t1= 0.5 h, t2= 1 h, t3= 2 h, and t4= 4 h after spiking cellulose with the respective steady state condition.

How the deposited data were processed for this re-analysis (not part of the article)

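The data are poly(A) RNA sequencing of 4 strains of T. thermophilus in 6 states with 2 bioreactor cultures per strain, 48 libraries in all. The 49 sample entries include 2 for the library of *Δclr4* replicate 2 at t4, from 2 flow cells, and the deposited tables hold 1 column for it, which was used as 1 replicate.

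The authors checked reads with FastQC, trimmed them with BBTools where needed and mapped them with STAR to the reference genome, and the count table holds raw read counts per gene as deposited by the authors. The paper does not state the version of STAR or which program counted reads, and its list of R packages includes rsamtools, GenomicFeatures and GenomicAlignments, which can serve for counting. The authors' normalized signal per gene is the deposited count divided by a constant for each library, described by the authors as from the median of ratios method of DESeq2. The factors recomputed here by that method from the deposited counts were 0.931 to 0.952 times those of the authors, and the reason for the gap was not found. The log2 fold changes deposited by the authors are those of DESeq2 without further scaling, and the p-values and adjusted p-values deposited by the authors come from its Wald test with Benjamini-Hochberg adjustment. Only the raw counts entered the tests made here. The deposited fold changes and p-values were used for a comparison of calls.

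Of 9292 genes in the table, 9097 are protein-coding, 192 are tRNA genes and 3 are pseudogenes, and 6 entries were renamed to locus tags. Genes were filtered with filterByExpr of edgeR (4.0.16, with limma 3.58.1 in R 4.3.3) at a minimum count of 10, which removed 727 genes and left 8565. Counts were normalized by TMM, and a quasi-likelihood model with robust dispersion and a coefficient per group was fitted to 48 libraries (24 residual degrees of freedom, 8.13 prior degrees of freedom, biological coefficient of variation 0.151). Contrasts were each time after the cellulose spike and the mean of the 4 times against steady state, the differences of these responses between strains, strain differences in each state, and exponential against steady state. Adjusted p-values are from the Benjamini-Hochberg method over the tested genes of each contrast, with a threshold of 0.05.

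Lists were the classes and types of CAZY genes, the classes of predicted transcription factors, the 47 regulator orthologs and the GO terms that the paper names or tabulates. For each list, calls were counted with the adjustment over all genes and over the list alone, and camera was run with a correlation of 0.01 between genes, with adjustment over the lists of a kind. Principal components were computed on log2 CPM with a prior count of 2 over the 500 most variable genes. Genes named in the text are those that the paper names, the 5 highest and 5 lowest responses of the contrasts among called genes with a mean count of at least 50, and up to 3 members per list with the largest mean response. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

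Replicates of a strain carry the number of their culture, so libraries of a number share a bioreactor, as the sample names give it. The residuals of libraries that share a number within a strain correlated with a median r of 0.0396 in the parental strain, 0.217 in *Δclr1*, 0.0854 in *Δclr2* and 0.248 in *Δclr4* over 15 pairs of states each, against -0.00046 between strains. A replicate block for the culture was therefore an alternative for contrasts within strains and for differences of responses. The other alternatives were the Wald test of DESeq2 (1.42.0), the size factors of DESeq2 in edgeR, no filter on low counts, a model without the 8 libraries of the exponential state, a model of the compared strains alone, a limit of 1 on the absolute log2 fold change, camera with an estimated correlation, and the omission of each library and of each culture in turn.

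The tests were tried on simulated data with the depth and spread of these libraries and 200 changed genes. These were drawn among genes above a minimum level at steady state in *Δclr4*, so the shares below do not cover genes near the detection floor. Libraries were drawn independently, without a correlation within cultures. For t2 against steady state in *Δclr4*, edgeR called 75% of the genes changed 2-fold and 100% of those changed 4-fold, and for the difference of mean responses between *Δclr4* and the parental strain 69% and 100%. Of the calls for that difference, 4.52% in edgeR and 8.99% in DESeq2 were unchanged genes. In a simulated comparison without changes edgeR called 0 genes and DESeq2 1. With 2 replicates per group, an exact permutation test cannot reach 0.05 and no count of other splits of the samples was made. Library totals were 3440862 to 6404961 counts in the parental strain, 6128696 to 16755931 in *Δclr1*, 2567179 to 7182468 in *Δclr2* and 7534029 to 22212257 in *Δclr4*. No sequence of the genome was used here, so no correction for GC content was made, and no product names of the reference were used. Growth, enzyme and protein data of the paper were not analysed here.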

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

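The tests that correlate differences across sequencing centres, that count strains sequenced at both centres and that count the difference of responses of *Δclr2* at t4 were chosen after the results they concern had been seen.

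The response to cellulose differed between strains when the difference itself was tested. Over the mean of t1 to t4, the difference passed the test in edgeR for 3295 genes in *Δclr1* and 2652 in *Δclr2* against the parental strain, 3026 between *Δclr1* and *Δclr4*, 336 between *Δclr1* and *Δclr2*, and 4 between *Δclr4* and the parental strain. Without *Δclr2* replicate 1 at steady state, the count for *Δclr2* was 1733. Between *Δclr1* and *Δclr2* it was 101 and 151 without *Δclr2* replicates 1 and 2 at steady state and 165 without *Δclr1* replicate 2 at steady state. For *Δclr4* the count was 1, 1 and 1 without parental replicate 1, parental replicate 2 and *Δclr4* replicate 2 at steady state, and 9 and 10 without *Δclr4* replicate 1 at steady state and at t2. With a replicate block the counts were 552 between *Δclr1* and *Δclr2* and 15 for *Δclr4*, and DESeq2 called 20 for *Δclr4*.

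At single times, the response of *Δclr4* differed from the parental one for 7 genes at t1 (7 more positive), 32 at t2 (9 more positive, 23 more negative) and 53 at t3 (9 and 44). DESeq2 called 48, 75 and 97, and edgeR with a replicate block for the culture 49, 84 and 82. At t1 the count was 52 and 42 without parental replicates 1 and 2 at t1, 1 without parental replicate 1 at steady state, and 18 and 4 without *Δclr4* replicates 1 and 2 at t1. At t2 it was 17 and 10 without parental replicates 1 and 2 at t2, 7 and 11 without them at steady state, 52 and 13 without *Δclr4* replicates 1 and 2 at t2, and 10 without *Δclr4* replicate 2 at steady state. At t3 it was 31 and 29 without parental replicates 1 and 2 at steady state, 10 without parental replicate 2 at t3, 7 without *Δclr4* replicate 2 at t3, and 31 and 35 without *Δclr4* replicates 1 and 2 at steady state.

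The paper shows the libraries of exponential growth on glucose in a principal component analysis and does not report genes that differ between this state and steady state. Against steady state, 3589 genes differed in the parental strain, 3929 in *Δclr1*, 3285 in *Δclr2* and 4090 in *Δclr4*. The difference from the parental strain in this contrast passed the test for 26 genes in *Δclr1* and 1 gene in *Δclr4*. The first count was 10 and 12 without parental replicates 1 and 2 in exponential state, 8 without parental replicate 2 at steady state and 10 and 9 without *Δclr1* replicates 1 and 2 in exponential state. The count for *Δclr4* was 1 without parental replicate 1 at steady state and 0 without each of the other 7 libraries of these groups, and it was 1 with DESeq2 and 16 with a replicate block, against 53 and 68 for *Δclr1*, while 596 genes had an unadjusted p under 0.05 in edgeR.

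A further signal in genes that the paper does not discuss is MYCTH_62710 on chromosome 1 from 2717069 to 2718697, which at steady state was higher than in the parental strain by 10.89 (log2) in *Δclr1* and by 10.77 in *Δclr4* (adjusted p = 9.7e-19 and 1.3e-18), with 1450 ± 111 and 1340 ± 378 CPM against 0.731 ± 0.356 CPM (SD, n = 2). In *Δclr2*, sequenced at the same centre as the parental strain, it had 11 counts in sum at steady state, against 7 in the parental strain. *Δclr1* and *Δclr4* share the other centre, so the split is also that of the centres. The gene was chosen after its values were seen.

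Many genes differed between strains on glucose where the strains were sequenced at different centres, 4399 for *Δclr1* and 4469 for *Δclr4* against the parental strain at steady state. Over all tested genes, the log2 differences of *Δclr1* from the parental strain and of *Δclr4* from *Δclr2*, which share no library, had a Pearson correlation of 0.844. Within centres only 8 genes (*Δclr2* against the parental strain) and 33 genes (*Δclr1* against *Δclr4*) differed at steady state. Any cause shared by *Δclr1* and *Δclr4*, of centre or of strain, would therefore give a high correlation, and it cannot decide between them. Within centres the corresponding correlation was 0.0343, which would be near 0 under either explanation. Genomic DNA left without the DNase step would raise genes from 0, and in libraries thinned to 2567179 counts the share of protein-coding genes at 0 was lower by 0.121 percentage points at the centre without it (7.52 ± 0.876 against 7.64 ± 0.993%, SD over 8 libraries each), too small a gap to decide. Such DNA would add counts, but the scaling of libraries centres the differences, with median log2 values of 0.03 in *Δclr1* and 0.01 in *Δclr4* against the parental strain. Genes without added counts can therefore come out lower. Of the called genes, 2127 of 4399 were lower in *Δclr1* and 2247 of 4469 in *Δclr4*, which for this reason cannot decide on DNA as the cause. Loss of Clr1 and of Clr4 may each change the same genes on glucose, and with 0 strains sequenced at both centres this cannot be told apart from the centre.

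At 4 h, more genes differed from steady state in *Δclr1* (4642) and *Δclr2* (4059) than in the parental strain (1176). The ratio of *Δclr1* to the parental strain was 3.95 with the libraries as they are, 4.02 with all libraries thinned to a common total, which argues against deeper libraries, and 4.49 with the CAZY genes left out of the count table, which argues against abundant CAZY transcripts taking up the counts. Loss of Clr1 or Clr2 stays open, as no separate test of it was made. The difference of responses at t4 between *Δclr2* and the parental strain passed the test for 2688 genes in edgeR, but this test uses the libraries that show the pattern and restates it. These 2 strains share a centre and differed in 0 genes at ex, 8 at SS and 4218 at t4. For *Δclr2*, the higher count at 4 h is therefore not a matter of sequencing centre. The paper reports that neither deletion strain continued to grow on cellulose. The parental count at t4 was 695, 712 and 711 without parental replicate 1 at t4, replicate 2 at t4 and replicate 1 at steady state.

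Of the genes that rose at all 4 times in both strains, 280 in all, the median level in *Δclr4* exceeded that in the parental strain by 0.46 (log2) at t1 and 0.30 at t2, against 0.06 at steady state, 0.00 at t3 and -0.11 at t4. A constant factor per gene between the centres would leave a difference of mean responses of 0, and its median was 0.12, with 172 of 280 genes positive. Genes near the detection floor at steady state might inflate it, but the median over the 172 genes with at least 10 CPM was 0.15. Loss of Clr4 would raise the median in each pairing of the cultures, and the lowest of 4 pairings gave 0.06. The medians of the difference by time were 0.37, 0.27, -0.04 and -0.04, where a constant factor would give 0 at each time. The median of mean responses was above 0 in all 4 pairings (0.06 to 0.18), against -0.02 over all genes tested. By the limits set before the data were examined, the median of mean responses is too small to decide for or against a constant factor. The spread of the medians by time was not computed, so they do not decide it either. A constant factor, the floor and the loss of Clr4 cannot be told apart by these values.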

How the results depend on the processing

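All alternatives reported here were planned, and a count is taken as moved when it changed by more than 1.5 times. The values below are numbers of called genes against steady state unless another contrast or a percent of variance is named, and ex stands for the contrast of exponential and steady state. The cause was not tested where a value changed, except that a limit on the fold change removes calls and that an omitted library leaves fewer samples, with the lone replicate assumed to vary like the other groups.

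With the Wald test of DESeq2, the values were 23 instead of 8 for *Δclr2* against parental at SS, 64 instead of 33 for *Δclr1* against *Δclr4* at SS, 48 instead of 7 for response at t1 of *Δclr4* minus parental, 75 instead of 32 for response at t2 of *Δclr4* minus parental, 97 instead of 53 for response at t3 of *Δclr4* minus parental, 20 instead of 4 for mean response of *Δclr4* minus parental, 53 instead of 26 for ex of *Δclr1* minus parental and 3 instead of 0 for ex of *Δclr2* minus parental. With the size factors of DESeq2 in edgeR, the values were 14 instead of 7 for response at t1 of *Δclr4* minus parental and 0 instead of 1 for ex of *Δclr4* minus parental. Without a filter on low counts, the value was 0 instead of 1 for ex of *Δclr4* minus parental. Without the 8 libraries of the exponential state, the values were 3 instead of 8 for *Δclr2* against parental at SS, 18 instead of 33 for *Δclr1* against *Δclr4* at SS, 12 instead of 32 for response at t2 of *Δclr4* minus parental, 34 instead of 53 for response at t3 of *Δclr4* minus parental, 20.4 instead of 23 for percent of variance on PC2 and 16.8 instead of 13.4 for percent of variance on PC3. In models of the compared strains alone, the values were 22 instead of 8 for *Δclr2* against parental at SS, 14 instead of 33 for *Δclr1* against *Δclr4* at SS, 15 instead of 7 for response at t1 of *Δclr4* minus parental, 2 instead of 0 for response at t4 of *Δclr4* minus parental and 2 instead of 1 for ex of *Δclr4* minus parental. With all genes kept by the filter, the values were 34.4 instead of 46.2 for percent of variance on PC1 and 16.8 instead of 13.4 for percent of variance on PC3.

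With a replicate block for the culture, the values were 49 instead of 7 for response at t1 of *Δclr4* minus parental, 84 instead of 32 for response at t2 of *Δclr4* minus parental, 82 instead of 53 for response at t3 of *Δclr4* minus parental, 15 instead of 4 for mean response of *Δclr4* minus parental, 552 instead of 336 for mean response of *Δclr1* minus *Δclr2*, 68 instead of 26 for ex of *Δclr1* minus parental, 2 instead of 0 for ex of *Δclr2* minus parental and 16 instead of 1 for ex of *Δclr4* minus parental. The block was not run for strain differences within a state, since cultures are nested in strains. Apart from these counts, pairing by the replicate block changed 2 calls of named genes, those of *xyr1* in the response at t1 of *Δclr4* and of *stk12* in the mean response of *Δclr2*, which it called (1.60 and 0.67 on the log2 scale).

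With a limit of 1 on the absolute log2 fold change, the values were 1313 for parental at t1, 1840 for parental at t2, 1087 for parental at t3, 534 for parental at t4, 2129 for *Δclr1* at t1, 2512 for *Δclr1* at t2, 2425 for *Δclr1* at t3, 2285 for *Δclr1* at t4, 2032 for *Δclr2* at t1, 2644 for *Δclr2* at t2, 2364 for *Δclr2* at t3, 2004 for *Δclr2* at t4, 1604 for *Δclr4* at t1, 2143 for *Δclr4* at t2, 1390 for *Δclr4* at t3, 678 for *Δclr4* at t4, 938 for parental mean of t1 to t4, 2236 for *Δclr1* mean of t1 to t4, 2176 for *Δclr2* mean of t1 to t4, 1287 for *Δclr4* mean of t1 to t4, 2076 for *Δclr1* against parental at ex, 2085 for *Δclr1* against parental at SS, 3471 for *Δclr1* against parental at t1, 3135 for *Δclr1* against parental at t2, 3511 for *Δclr1* against parental at t3, 3862 for *Δclr1* against parental at t4, 970 for *Δclr2* against parental at t1, 1472 for *Δclr2* against parental at t2, 1827 for *Δclr2* against parental at t3, 2091 for *Δclr2* against parental at t4, 2135 for *Δclr4* against parental at ex, 2140 for *Δclr4* against parental at SS, 2595 for *Δclr4* against parental at t1, 2379 for *Δclr4* against parental at t2, 2428 for *Δclr4* against parental at t3, 2186 for *Δclr4* against parental at t4, 1753 for *Δclr1* against *Δclr4* at t1, 1489 for *Δclr1* against *Δclr4* at t2, 1679 for *Δclr1* against *Δclr4* at t3, 2368 for *Δclr1* against *Δclr4* at t4, 1629 for mean response of *Δclr1* minus parental, 1263 for mean response of *Δclr2* minus parental, 1525 for mean response of *Δclr1* minus *Δclr4*, 170 for mean response of *Δclr1* minus *Δclr2*, 2219 for response at t4 of *Δclr1* minus parental, 1724 for response at t4 of *Δclr2* minus parental, 1641 for parental at ex, 1809 for *Δclr1* at ex, 1573 for *Δclr2* at ex, 1825 for *Δclr4* at ex, 301 for parental at all 4 times, 1027 for *Δclr1* at all 4 times, 938 for *Δclr2* at all 4 times, 377 for *Δclr4* at all 4 times, 44 for CAZY genes at all 4 times in *Δclr1*, 68 for CAZY genes at all 4 times in *Δclr2*, 3 for cellulases at all 4 times in *Δclr1*, 11 for transcription factors at all 4 times in parental, 20 for transcription factors at all 4 times in *Δclr1*, 15 for transcription factors at all 4 times in *Δclr2* and 13 for transcription factors at all 4 times in *Δclr4*.

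Omitting each library and each culture in turn gave 1678 to 2847 for parental at t1, 2089 to 3658 for parental at t2, 1374 to 2867 for parental at t3, 462 to 1238 for parental at t4, 2612 to 4051 for *Δclr2* at t1, 2379 to 4104 for *Δclr2* at t4, 2081 to 3420 for *Δclr4* at t1, 1815 to 3254 for *Δclr4* at t3, 606 to 1437 for *Δclr4* at t4, 1772 to 3142 for parental mean of t1 to t4, 0 to 6 for *Δclr2* against parental at SS, 1020 to 2305 for *Δclr2* against parental at t1, 4 to 216 for *Δclr1* against *Δclr4* at SS, 1 to 52 for response at t1 of *Δclr4* minus parental, 2 to 52 for response at t2 of *Δclr4* minus parental, 2 to 61 for response at t3 of *Δclr4* minus parental, 0 to 2 for response at t4 of *Δclr4* minus parental, 1650 to 2859 for mean response of *Δclr2* minus parental, 1 to 13 for mean response of *Δclr4* minus parental, 1896 to 3137 for mean response of *Δclr1* minus *Δclr4*, 88 to 454 for mean response of *Δclr1* minus *Δclr2*, 1660 to 2306 for response at t4 of *Δclr2* minus parental, 2059 to 2986 for parental at ex, 2589 to 3193 for *Δclr1* at ex, 1840 to 2579 for *Δclr2* at ex, 2443 to 3432 for *Δclr4* at ex, 4 to 35 for ex of *Δclr1* minus parental, 0 to 1 for ex of *Δclr4* minus parental, 239 to 511 for parental at all 4 times, 1714 to 2513 for *Δclr1* at all 4 times, 1155 to 2133 for *Δclr2* at all 4 times, 375 to 706 for *Δclr4* at all 4 times, 72 to 116 for CAZY genes at all 4 times in parental, 63 to 93 for CAZY genes at all 4 times in *Δclr1*, 58 to 102 for CAZY genes at all 4 times in *Δclr2*, 2 to 5 for cellulases at all 4 times in *Δclr1*, 11 to 24 for transcription factors at all 4 times in parental, 48 to 73 for transcription factors at all 4 times in *Δclr1*, 31 to 58 for transcription factors at all 4 times in *Δclr2*, 15 to 27 for transcription factors at all 4 times in *Δclr4*, 44.2 to 49.3 for percent of variance on PC1, 21.6 to 24.9 for percent of variance on PC2 and 12.2 to 13.2 for percent of variance on PC3. The other main counts that were carried through these omissions stayed within 1.5 times.

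Among the log2 fold changes of named genes under omissions, 2040 kept their sign and their side of the threshold, 65 lost a call, 7 gained a call and 6 changed sign. The sign changed for the difference of mean responses of *xyr1* (MYCTH_2310145) between *Δclr2* and the parental strain, which was not called, with 0.03 without parental steady state replicate 1, 0.11 without *Δclr2* steady state replicate 2, 0.08 without parental replicate 1 and 0.09 without *Δclr2* replicate 2 (range -0.31 to 0.11), and for the level of MYCTH_46583 at t1 in *Δclr4* against the parental strain, which was not called either, with -0.17 without parental t1 replicate 1 and -0.15 without parental replicate 1 (range -0.17 to 0.87). With DESeq2, 3 named genes gained a call, 1 lost its call and 154 did not change, and with the size factors of DESeq2 and without the filter 158 of them did not change. In the models of the compared strains alone, 3 named genes gained a call and 4 lost theirs, and without the libraries of the exponential state 2 lost theirs. Of the set tests of camera, 162 lost their call with an estimated correlation and 531 did not change. With a replicate block 9 set tests gained a call and 4 lost theirs, and without the filter 30 gained and 12 lost a call. With the size factors of DESeq2, 5 lost theirs. The median log2 fold change of all genes moved by over 0.1 in a single case, from -0.03 to 0.08 for t2 against steady state in *Δclr1* with the size factors of DESeq2 in edgeR. Lists made from product names were not run, and the differences of responses of *Δclr1* and *Δclr2* from the parental strain at t1 to t3, those of *Δclr1* from *Δclr2* and *Δclr4* at single times, and the levels of *Δclr1* against *Δclr2* were not carried through these settings. On simulated data with this depth, 75% of the genes changed 2-fold at t2 in *Δclr4* were called, so counts at a single time leave out some changes of this size.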

Differences from the paper's values

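A value is listed here as different when it and the paper's are more than 1.5 times apart, or when 1 of them is 0, and, for means of replicates, by more than their SD, and smaller gaps are not listed. Such smaller gaps can reverse a balance of directions. At each time after the spike in *Δclr1* and *Δclr2*, the paper has more higher than lower genes, and edgeR here has more lower genes. Of 124 values of the paper that were compared, 12 differed in this sense, 3 of 56 from the text and 9 of 68 from the supplement. An alternative closes a difference below when its value is within 1.5 times the paper's, which need not be the paper's value. The alternatives were set before the data were examined, and counts are at an adjusted p under 0.05, as in the paper.

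The paper gives 17 cellulases among the genes changed at all times in the parental strain, against 31 here, a difference that no alternative closed, and 17 is the number of these genes that are not LPMOs. The paper's own table of CAZY classes gives 30 higher and 1 lower cellulase genes in this strain, the same counts as here. The paper gives a rough range of 2 to 4-fold for the higher expression of MYCTH_80312 and MYCTH_111088 in *Δclr4*, without naming times. Taken as the lowest and highest fold of MYCTH_80312 over t1 to t4, it stands against 3.83 and 7.8-fold here. Mean levels over t1 to t4 were 5660 CPM in *Δclr4* and 1160 CPM in the parental strain for MYCTH_80312, and 4450 and 2100 CPM for MYCTH_111088. Omitting *Δclr4* replicate 2 closes both differences, with a highest fold of 5.63 without its library of t1 and a lowest of 2.49 without its library of t4, and with the same values without its whole culture, while DESeq2, its size factors, no filter, the models without the exponential state and of the compared strains alone and the other omissions do not close them.

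In the counts per class of genes called at all 4 times, the paper gives 1 lower cellulase gene in *Δclr1*, against 4 here, which no alternative of test, scaling, filter, libraries, block or fold limit closed, while 5 of 12 omissions of a library or culture did. The paper gives 2 lower hemicellulase genes in *Δclr2*, against 4 here, and the Wald test of DESeq2 (2), its size factors in edgeR (2), the models without the exponential state (3) and of the compared strains alone (3), and 7 of 12 omissions close the difference, and the other alternatives do not. The paper gives 0 lower pectinase genes in *Δclr1*, against 1 here, and DESeq2, its size factors, the compared strains alone, the fold limit (0 each) and 7 of 12 omissions close the difference, and the other alternatives do not. The paper gives 1 higher esterase gene in *Δclr1*, against 0 here in edgeR, and the size factors of DESeq2 in edgeR (1) and 4 of 12 omissions close the difference, and the other alternatives do not.

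For the class "other", the paper gives 13 higher genes in *Δclr2*, against 21 here, and the fold limit (17) and 8 of 12 omissions close the difference, and the other alternatives do not. It gives 6 lower genes in *Δclr2*, against 15 here, and 6 lower genes in *Δclr1*, against 13 here, and no alternative closes either difference. The paper gives 20 higher genes in *Δclr4*, against 32 here, and 4 lower genes, against 8 here, and the fold limit (29 and 4) and 7 and 6 of 12 omissions close these differences, while the other alternatives do not. The totals that this table of the paper prints for *Δclr1*, *Δclr2* and *Δclr4* are not the sums of its classes, and the totals for the parental strain are.

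Of the 4 cellobiohydrolase genes that the paper singles out, it reports no expression in *Δclr2* for 3. Here MYCTH_2303045 rose in *Δclr2* over the mean of t1 to t4 by 4.54 (adjusted p = 5.6e-12) and MYCTH_66729 by 2.42 (adjusted p = 1.1e-07) on the log2 scale, and MYCTH_97137 rose at t1 by 2.83 (adjusted p = 0.00077), a call lost without *Δclr2* culture 1 (2.59). MYCTH_109566, for which the paper reports a remaining expression in *Δclr2*, rose there as well. These are changes against steady state, whereas the paper's wording concerns levels. Mean levels of MYCTH_2303045, MYCTH_66729 and MYCTH_97137 over t1 to t4 were 181, 52.5 and 26.3 CPM in *Δclr2*, against 10200, 10200 and 6640 CPM in the parental strain. The ß-glucosidase MYCTH_66804, reported without expression in *Δclr2*, rose there by 3.76 (adjusted p = 1.7e-06), and the endoglucanases MYCTH_76901 and MYCTH_116157, described as upregulated at the highest level in the parental strain and *Δclr4* but not in *Δclr1* and *Δclr2*, rose in *Δclr2* by 5.00 (adjusted p = 1.3e-11) at t1 and 1.56 (adjusted p = 1.1e-05) over the mean of t1 to t4. The paper also describes such genes as not or moderately upregulated in *Δclr2*, and its table counts 2 endoglucanase and 3 cellobiohydrolase genes as higher at all times there, the same counts as here. The endoglucanase MYCTH_86753 had 25.9 ± 1.85 CPM in *Δclr2* at t3 (SD, n = 2). Among the LPMOs that the paper reports without expression in *Δclr1* and *Δclr2*, MYCTH_85556 rose in *Δclr2* at t1 by 3.73 (adjusted p = 6.5e-06 in edgeR) and MYCTH_46583 in *Δclr1* at t4 by 2.77 (adjusted p = 8.3e-08). Their levels stayed low, with means over t1 to t4 of 22.8 CPM for MYCTH_85556 in *Δclr2* and 13.8 CPM for MYCTH_46583 in *Δclr1*, against 1360 and 3640 CPM in the parental strain. For MYCTH_66804 the mean was 46.4 CPM in *Δclr2* and 618 CPM in the parental strain.

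The paper reports 5 LPMO genes as slightly higher in the parental strain than in *Δclr4*. Here the mean level over t1 to t4 was higher in the parental strain for all 5 genes (3640 against 2930 CPM for MYCTH_46583, 3210 against 3150 for MYCTH_100518, 2260 against 1440 for MYCTH_2298502, 1470 against 1060 for MYCTH_79765 and 1360 against 757 for MYCTH_85556), as the paper reports, and what differs is that few single times passed the test. MYCTH_2298502 was lower in *Δclr4* at t3, with a log2 value of -1.23 (adjusted p = 0.002), and higher at t1 by 0.90 (adjusted p = 0.019), a call that was lost without parental replicate 1 (0.41) or *Δclr4* replicate 2 (0.34) at t1. MYCTH_85556 was lower at t1, with a log2 value of -1.21 (adjusted p = 0.015), a call lost without parental replicate 2 (-0.39) or *Δclr4* replicate 1 (-0.79) at t1 or in a model of these strains alone, and at t3, with -1.03 (adjusted p = 0.032), a call lost with DESeq2, without parental replicate 1 (-1.04), parental replicate 2 (-1.01) or *Δclr4* replicate 1 (-0.67) at t3, without the exponential state or in a model of these strains alone, and MYCTH_79765 at t3, with -0.65 (adjusted p = 0.035), a call lost without parental replicate 1 (-0.70), parental replicate 2 (-0.59) or *Δclr4* replicate 1 (-0.46) at t3, without the exponential state or in a model of these strains alone. MYCTH_100518 and MYCTH_46583 passed the test at no time after the spike in edgeR, and MYCTH_46583, at 0.25 (adjusted p = 0.49) at t1, was called as higher in *Δclr4* without parental replicate 2 at t1 (0.87).

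The paper reports starch metabolism as the class with the strongest fall. Of the 10 CAZY genes with the lowest mean response among called genes with a mean of at least 50 CPM, 3 were starch genes in the parental strain and 1 in each of *Δclr1*, *Δclr2* and *Δclr4*. Starch genes were 12 of the 373 CAZY genes tested. As a list they were lower by camera at an adjusted p under 0.05 in the parental strain, but not in *Δclr4*. The lowest gene in the parental strain was MYCTH_2300079 of the class "other", with -6.15 (adjusted p = 4.2e-27 in edgeR). The paper reports the strongest changes among transcription factors for the Zn(2)-Cys(6) class. Of the 10 transcription factor genes with the largest absolute mean response, chosen in the same way, 7 in the parental strain and 6 in *Δclr4* were of this class, and 2 in *Δclr1* and 3 in *Δclr2*. The class held 31.9% of the transcription factor genes tested.

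The paper reports *xyr1*, *hacA/1* and *gaaR/pdr2* as higher in *Δclr4* than in the parental strain, and here this passed the test at t1 and at no later time, and the call of *gaaR/pdr2* (MYCTH_46266) at t1 was lost without parental replicate 1 (0.48) or *Δclr4* replicate 2 (0.21) at t1, and those of *xyr1* (MYCTH_2310145, 0.90) and *hacA/1* (MYCTH_2310995, 0.42) without all libraries of *Δclr4* culture 2. The paper reports *xyr1* (MYCTH_2310145) as higher in *Δclr2* than in the parental strain after 4 h, and the log2 difference here was 0.12 (adjusted p = 0.77), which passed the test under no alternative. It reports *mcmA/1* (MYCTH_2132441) as higher in *Δclr2* at t1 and t4, and neither time passed the test here, with 779 ± 65.5 CPM in *Δclr2* and 719 ± 31.3 CPM in the parental strain at t4 (SD, n = 2). The lower level of *mcmA/1* that the paper reports for *Δclr1* was found here too, with a log2 value of -1.38 (adjusted p = 4.7e-10) at t3. Of the 3 regulators that the paper names as changing at no time or at a single time, *clr4* (MYCTH_2296492) was higher and *mcmA/1* lower at each of the 4 times in *Δclr1* here, by 0.65 (adjusted p = 0.00019) at t4 and with a log2 value of -0.80 (adjusted p = 1.4e-05) at t3, and *clr1* (MYCTH_2298863) was lower in *Δclr2* at t2, with -1.09 (adjusted p = 8.2e-05), and at t3, with -0.88 (adjusted p = 0.0011), the latter a call lost without *Δclr2* culture 1 (-0.75) or culture 2 (-0.85). In the other strains these 3 genes changed at no more than 1 time.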

Other observations

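The counts over the stretch of chromosome 1 and over tRNA genes, and the genes named here by position, were chosen after their values were seen. In exponential growth on glucose, a group of genes on chromosome 2 was expressed that had few counts at steady state and after the spike. MYCTH_114667 stood at 473 ± 93.9 CPM in the parental strain (SD, n = 2), 828 ± 100 in *Δclr1*, 593 ± 35.7 in *Δclr2* and 793 ± 1.27 in *Δclr4*, and MYCTH_106502 at 649 ± 200, 1160 ± 89.3, 925 ± 32.5 and 1240 ± 35.2 CPM. At steady state MYCTH_106502 had 0.85 ± 0.186 CPM in the parental strain. No function of these genes was used here. Genes that were higher at steady state than in exponential growth included MYCTH_108044, at 891 ± 7.27 against 0.657 ± 0.137 CPM in the parental strain.

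Of the genes of cell wall remodelling (33 tested), 5 were higher and 11 lower over the mean of t1 to t4 in the parental strain, 6 and 8 in *Δclr1*, 6 and 13 in *Δclr2*, and 6 and 16 in *Δclr4*. Of 82 glycosyltransferase genes, which build polysaccharides and glycans, 16 were higher and 15 lower in the parental strain, 19 and 35 in *Δclr1*, 14 and 32 in *Δclr2*, and 21 and 15 in *Δclr4*, and 24 and 26 of them responded more negatively in *Δclr1* and *Δclr2* than in the parental strain. In edgeR, the 19 calls of cell wall remodelling in *Δclr2* were 12 without its replicate 1 at steady state, the 31 of glycosyltransferases in the parental strain were 19 without its replicate 2 at steady state, and the 33 differences of response of glycosyltransferases in *Δclr2*, in both directions, were 21 without its replicate 1 at steady state.

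In a stretch of chromosome 1 that begins at MYCTH_62710, the genes MYCTH_2054219 and MYCTH_43648 also had few counts in the parental strain and *Δclr2*. MYCTH_62710 had 124 counts in the 24 libraries of these strains and 436890 in the 24 libraries of *Δclr1* and *Δclr4*, MYCTH_2054219 had 141 and 365248, and MYCTH_43648 had 22 and 66364. This split of the strains is also that of the sequencing centres. Of 30 tested tRNA genes, 4 were higher and 2 lower at steady state in *Δclr1* and in *Δclr4* against the parental strain. The higher ones included MYCTH_t46 and MYCTH_t43 of this same stretch in both strains, and MYCTH_t45 of the stretch in *Δclr4*.

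Against the fold changes and p-values deposited by the authors, 86.5 to 95.3% of the calls of the 16 contrasts of the spike against steady state were shared in edgeR, with 0 calls of opposite sign and correlations of the log2 fold changes of 0.991 to 1. For the library of the RT-qPCR, the authors' normalized signal is 1.49 times the raw count in the deposited tables, and the values that the paper prints as normalized are within 0.534% of the raw counts.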
